# Transcriptome profiling of *Hyacinthus orientalis* L. cultivars in floral pigmentation

**DOI:** 10.1038/s41597-025-04977-y

**Published:** 2025-04-24

**Authors:** Kwan-Ho Wong, Hoi-Yan Wu, Cheryl Wood-Yee Shum, Jerome Ho-Lam Hui, Pang-Chui Shaw, David Tai-Wai Lau

**Keywords:** Secondary metabolism, Plant physiology

## Abstract

Hyacinth (*Hyacinthus orientalis* L.) is a popular floricultural crop. Its cultivars exhibit a wide range of phenotypic variations, especially flower colours. Yet, the cultivar pedigree was poorly recorded, impeding efficient breeding in producing novel cultivars. In addition, scarce genomic resource of the species hinders the exploration on the molecular mechanism in controlling the diversification of floral colour. In this study, transcriptome profiling was conducted on seven hyacinth cultivars, each representing a major flower colour. RNA-Seq libraries were prepared from 189 samples that were collected in three perianth partitions at three consecutive developmental stages in biological triplicates. A total of 1,256.8 gigabytes data were generated. The reproducibility and variability of our dataset were assessed through correlation analysis and principal component analysis, respectively. In addition, the usability of the dataset was demonstrated by the identification of differentially expressed genes, functional annotation and functional enrichment analysis. This study provides the first spatiotemporal profiling of the gene expression of hyacinths, contributing to molecular breeding of hyacinth cultivars with novel flower colours.

## Background & Summary

*Hyacinthus orientalis* L., commonly known as hyacinth or garden hyacinth, is one of the most popular floricultural crops. In Angiosperm Phylogenetic Group (APG) IV system^1^, the species is classified under the family Asparagaecae subfamily Scilloideae, which is signatured by its storage organ as bulb, basal leave arrangement and raceme inflorescence^2^. With strong fragrance and brilliant flower colours, hyacinth is always a frequent candidate for potted ornamentals, cut flowers, floral arrangement and flowerbeds. Hyacinth is native to the eastern Mediterranean including countries like Turkey^3^, Israel^4^, Lebanon^5^, Cyprus^4,6^ and Syria^7,8^. Since its introduction to Europe in 1562^9^, the long-lasting domestication for over 460 years has shaped this plant into diversified phenotypes, including cultivars with distinct flower colours and forms. Double-flower cultivars were once abundant in hyacinth in the 18^th^ century^10^, yet most of them were unable to survive^9^. Nowadays, most of the existing cultivars of hyacinths are single flowered, with flower colours almost covered the spectrum of visible light which can be categorised into 8 classes - red, pink, orange, yellow, white, blue, purple and nearly black. More importantly, flower colour is still one of the major targets for breeding novel cultivar to obtain considerable revenue, as demonstrated by the case of the black-flower cultivar ‘Midnight Mystique’^11^.

The ancestor of modern hyacinth cultivars is far less attractive, as shown in its specimens (lectotype - G. Clifford, BM000558527^12^; syntype - van Royen, L0052779^13^; specimen of wild type – BATMAN 014, Supplementary Figure S1) with only a few bell-shaped flowers in pale blue sparsely arranged on a slender spike. Spontaneous mutation and hybridisation were the major traditional breeding methods for producing new hyacinth cultivars with novel flower colours^14^. The order of new flower colour appearance in hyacinth cultivar was loosely recorded in the domestication history^15^: white (in 1582), purple (in 1596), red (in 1614) and yellow (in 1767). The power of domestication has miraculously turned this monotonous plant into a colourful floricultural crop with economic importance. Particularly, hyacinth hold the balance of power to the floricultural industry of the Netherlands, where contributes 95% worldwide production^16^. Noteworthily, hyacinth is the fifth best-selling bulbous plant in the global flower bulb trade^14^, contributing enormous economic income to the society. Additionally, hyacinth is the only bulbous floricultural crop with cultivars in diversified flower colours sharing a single protospecies as *Hyacinthus orientalis* L. It is contrasting to other famous bulbous ornamentals like tulips^17^, lilies^18^ and daffodils^19^, of which the cultivars were crossbred from a number of species. Unlocking the mechanism underlying the diversification of floral pigments is essentially critical to molecular breeding of bulbous ornamentals, which take years for the first flowering from seeds.

The wide range of flower colours in hyacinth cultivars is contributed by the flavonoids, including anthocyanins and anthoxanthins. The three anthocyanins primarily synthesised in the anthocyanin biosynthetic pathway – cyanidin, pelargonidin and delphinidin^20^ – are known to give magenta-red, orange-red and purplish-blue colour, respectively^21^. Further structural modification results in other existing forms. Peonidin in magenta is derived from cyanidin, while malvidin in purplish-blue and petunidin in dark purple or dark red are derived from delphinidin^20,21^. Anthoxanthins, the collective name of flavones and flavonols, give white to yellow colour or even colourlessness^20^.

The composition of flavonoids varies across hyacinth cultivars. In the red-flower cultivar ‘Hollyhock’, derivatives of pelargonidin and cyanidin were identified^22–24^, while in the blue-flower cultivar ‘Delft Blue’, derivatives of delphinidin, petunidin, cyanidin and pelargonidin were found^25^. A systematic profiling on the floral pigments of twelve hyacinth cultivars was done by Tao *et al*. in 2015^26^. Pelargonidin derivatives were found in the cultivars with pink and orange flowers, whereas both pelargonidin derivatives and cyanidin derivatives were identified in cultivars with red, purple, violet and blue flowers. Flavones exist in the perianths of all studied cultivars, as reflected by the yellowish colouration in 30% ammonia. In 2019, Su *et al*. determined the floral pigments in 27 hyacinth cultivars by observing colour reaction in different reagents^27^. It was found that flavonols exist in the red flowers of ‘Jan Bos’ as 25% ammonia water turned dark yellow. Both Tao’s and Su’s studies revealed that perianths of hyacinth cultivars are free of coloured carotenoids, since no colour change was observed in petroleum ether, regardless of flower colour^26,27^. In addition, no anthocyanin was found in the flowers of the cultivars blossoming in yellow and white.

Application of multi-omics and advance sequencing technologies, including next-generation sequencing (NGS) and the third-generation sequencing (TGS), in studying model plants^28^ and other economically valuable plants^29^ are common. Unfortunately, hyacinth was always out of the list. Till now there is no reference genome at chromosome level assembled for hyacinth, but only an unpublished genome assembled at scaffold-level deposited in GenBank (GCA_031762755.1). Limited genomic resources were available for this understudied plant. Our group contributed the complete plastid genomes of the species in a study exploring phylogenetic relationships of seven cultivars with distinct flower colours^30^. However, these data cannot unlock the molecular mechanism for the diversification of floral pigmentation. More specifically speaking, which genes can affect the biosynthesis of floral pigments? How does the expression (upregulation or downregulation) of these genes contribute to the pigment composition? Would the co-expressions of these differentially expressed genes (DEGs) formulate a particular flower colour? Transcriptomic data could address these research questions and assist the breeders in creating novel hyacinth cultivars with desired and even undiscovered traits.

In 2020, Li and collaborators published the mechanism of flower colour diversification in hyacinth cultivars studied by transcriptomic technologies^31^. They revealed that *HoF3’5’H1* and *HoFOMT2* are key genes involved in peonidin synthesis in a black-flower cultivar, while *HoDFR2* is related to the biosynthesis of pelargonidin in the cultivars with blue and red flowers. The transcription factor *HoMYB5* is a key gene in the suppression of anthocyanin biosynthesis in a white-flower cultivar^31^. However, their transcriptomic dataset was prepared from a single cultivar. We therefore set forth to explore the DEGs between cultivars, developmental stages and floral partitions.

In this study, we applied top-down approach in exploring the underlying genotypes on the seven selected cultivars with different flower colours. This study was designed to provide transcriptomic data which are referrable and valuable to both scientists and breeders to explore the biosynthesis of floral pigments in hyacinth and its closely related ornamentals, contributing to the new generation of molecular breeding.

## Methods

### Plant materials and collection of RNA samples

Seven hyacinth cultivars with distinct flower colours were selected, namely ‘Jan Bos’ (JB) in red, ‘Pink Pearl’ (PP) in pink, ‘Gipsy Queen’ (GQ) in orange, ‘City of Haarlem’ (CH) in yellow, ‘China Pink’ (CP) in pinkish white, ‘Delft Blue’ (DB) in blue and ‘Peter Stuyvesant’ (PS) in dark purple. The bulbs were imported from the Netherlands (Simple Pleasures Flowerbulbs & Perennials Inc.) in September 2022. They were firstly immersed in tetrachlorophthalonitrile for 1 hour to prevent fungal infection. Air-dried bulbs were stored at 4 °C for three months. The vernalised bulbs were planted on 3^rd^ January 2023, in an outdoor environment outside Li Dak Sum Yip Yio Chin R&D Centre for Chinese Medicine (GPS: 22.419292, 114.210200) with natural sunlight. Perianths were collected during 16^th^ January to 4^th^ February 2023.

Three consecutive developmental stages were targeted, namely the first stage with green flower buds (B), the second stage with coloured flower buds (C) and the third stage with flowers in full anthesis (A; Fig. 1a). Three perianth partitions of each flower were collected separately, namely the outer perianth lobes (o), the inner perianth lobes (n), and the perianth tube (t; Fig. 1b). The perianth partitions of a single flower were dissected with sterile blade, with removal of androecium and gynoecium using autoclaved forceps. Divided floral partitions were fragmented with sterile blade, then immediately submerged in 1.2 mL RNA*later*™ Stabilization Solution (Invitrogen, MA, USA) and stored overnight at 4 °C allowing full penetration before long-term storage at −20 °C. Three biological replicates were collected for each perianth partitions at different timepoints. A total of 189 samples were collected for RNA sequencing. The voucher specimens of the seven studied cultivars (K. H. Wong 327, 328, 330, 332, 333, 335 & 336; Supplementary Figures S2–S8) were deposited in Shiu-Ying Hu Herbarium (herbarium code: CUHK), School of Life Sciences, the Chinese University of Hong Kong. Absorbent boards (catalogue number PW104) manufactured by Kunming Plantwise Biotech Co., Ltd. (Yunnan, China) were adopted for specimen pressing to retain flower pigments from degradation.

**Fig. 1:**
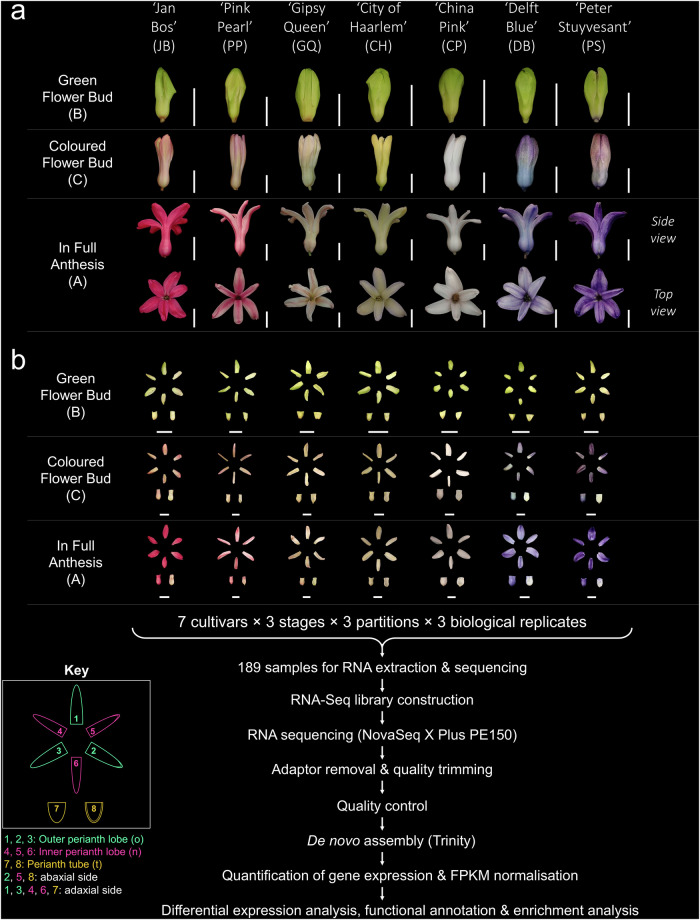
Summary of experiment design, sampling and workflow of the study. (**a**) Three consecutive developmental stages were targeted for the seven studied hyacinth cultivars. The flower buds of all cultivars were initially green at the first stage (B). Changes and differentiation of colour on flower buds were observed at the second stage (C). Flowers were in full anthesis at the third stage (A). The side view and top view of the flower at the third stage were documented for each cultivar, showing the colour differences of each partition. The white scale bar in each photo represents the length of 1 cm. (**b**) For each biological sample at each developmental stage, the perianth was further divided into three partitions, namely the outer perianth lobes (o), the inner perianth lobes (n) and the perianth tube (t). Perianth partitions are numbered as in the key. 1,2,3 - outer perianth lobes; 4,5,6 - inner perianth lobes; 7,8 - perianth tube; 2,5,8 - abaxial side; 1,3,4,6,7 - adaxial side. The white scale bar in each photo represents the length of 1 cm. A total of 189 RNA samples were collected, extracted and sequenced. The RNA-Seq libraries were sequenced on NovaSeq X Plus Platform, with a paired-end read size of 150 nucleotides. Before *de novo* assembly using Trinity, quality control was carried on the raw reads, during which the adaptors and low-quality reads were removed to generate clean reads. After assembly, gene expression levels were first quantified and then normalised into FKPM. Analyses including differential expression analysis, functional annotations and functional enrichment analysis were conducted.

### RNA extraction, sequencing and de novo assembly

Total RNA was extracted using Qiagen RNeasy Plant Mini Kit (Qiagen Co., Hilden, Germany) following the instructions of manufacturer. The quality and quantity of extracted RNA were assessed by 1.5% agarose gel electrophoresis and Nanodrop Lite Spectrophotometer (Thermo Fisher Scientific, MA, USA), respectively. The gel records (Supplementary Figures S9–S19) and readings of spectrophotometer (Supplementary Table S1) were included in the additional information. Sequencing, *de novo* assembly and standard analyses of RNA-Seq libraries were done by Novogene Co., Ltd. (http://en.novogene.com/, Beijing, China). Libraries of mRNA with poly-A enrichment were sequenced on Illumnia NovaSeq X Plus platform, with paired-end sequencing of 150 nucleotides. About 6 GB data were targeted for each sample. 

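Between 19139120 and 28055576 read pairs per library went into the alignment that the authors deposited, with a median of 20629158 over the 189 libraries. The median number of read pairs was 21438783 for 'Jan Bos', 21433186 for 'Pink Pearl', 20892278 for 'Gipsy Queen', 19858469 for 'City of Haarlem', 20458759 for 'China Pink', 20179664 for 'Delft Blue' and 20486801 for 'Peter Stuyvesant', each with 27 libraries. The cultivar accounted for a share of 0.0498 of the variance in read pairs, which was not larger than the spread between flowers (permutation of whole flowers within stages, two-sided, p = 0.168). Within Stage A alone, that share was 0.0327 (permutation test, p = 0.933).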

A total of 189 RNA-Seq datasets in 1,256.8 GB were generated. Each biological replicate was given a unique sample code. For example, GQ1oA, GQ2oA, GQ3oA are the three biological replicates of the outer perianth lobes of the cultivar ‘Gipsy Queen’ collected at the third stage (flowers in full anthesis). The sample code is equivalent to the library ID of that sample (Table 1).

**Table 1:** Sample code of the 189 samples collected at different developmental stages and partitions in the seven studied cultivars.

Cultivar	Stage	Green Buds			Coloured Buds			Full Anthesis		
	Replicate	Outer lobes	Inner lobes	Perianth tube	Outer lobes	Inner lobes	Perianth tube	Outer lobes	Inner lobes	Perianth tube
‘Jan Bos’	1	JB1oB	JB1nB	JB1tB	JB1oC	JB1nC	JB1tC	JB1oA	JB1nA	JB1tA
	2	JB2oB	JB2nB	JB2tB	JB2oC	JB2nC	JB2tC	JB2oA	JB2nA	JB2tA
	3	JB3oB	JB3nB	JB3tB	JB3oC	JB3nC	JB3tC	JB3oA	JB3nA	JB3tA
‘Pink Pearl’	1	PP1oB	PP1nB	PP1tB	PP1oC	PP1nC	PP1tC	PP1oA	PP1nA	PP1tA
	2	PP2oB	PP2nB	PP2tB	PP2oC	PP2nC	PP2tC	PP2oA	PP2nA	PP2tA
	3	PP3oB	PP3nB	PP3tB	PP3oC	PP3nC	PP3tC	PP3oA	PP3nA	PP3tA
‘Gipsy Queen’	1	GQ1oB	GQ1nB	GQ1tB	GQ1oC	GQ1nC	GQ1tC	GQ1oA	GQ1nA	GQ1tA
	2	GQ2oB	GQ2nB	GQ2tB	GQ2oC	GQ2nC	GQ2tC	GQ2oA	GQ2nA	GQ2tA
	3	GQ3oB	GQ3nB	GQ3tB	GQ3oC	GQ3nC	GQ3tC	GQ3oA	GQ3nA	GQ3tA
‘City of Haarlem’	1	CH1oB	CH1nB	CH1tB	CH1oC	CH1nC	CH1tC	CH1oA	CH1nA	CH1tA
	2	CH2oB	CH2nB	CH2tB	CH2oC	CH2nC	CH2tC	CH2oA	CH2nA	CH2tA
	3	CH3oB	CH3nB	CH3tB	CH3oC	CH3nC	CH3tC	CH3oA	CH3nA	CH3tA
‘China Pink’	1	CP1oB	CP1nB	CP1tB	CP1oC	CP1nC	CP1tC	CP1oA	CP1nA	CP1tA
	2	CP2oB	CP2nB	CP2tB	CP2oC	CP2nC	CP2tC	CP2oA	CP2nA	CP2tA
	3	CP3oB	CP3nB	CP3tB	CP3oC	CP3nC	CP3tC	CP3oA	CP3nA	CP3tA
‘Delft Blue’	1	DB1oB	DB1nB	DB1tB	DB1oC	DB1nC	DB1tC	DB1oA	DB1nA	DB1tA
	2	DB2oB	DB2nB	DB2tB	DB2oC	DB2nC	DB2tC	DB2oA	DB2nA	DB2tA
	3	DB3oB	DB3nB	DB3tB	DB3oC	DB3nC	DB3tC	DB3oA	DB3nA	DB3tA
‘Peter Stuyvesant’	1	PS1oB	PS1nB	PS1tB	PS1oC	PS1nC	PS1tC	PS1oA	PS1nA	PS1tA
	2	PS2oB	PS2nB	PS2tB	PS2oC	PS2nC	PS2tC	PS2oA	PS2nA	PS2tA
	3	PS3oB	PS3nB	PS3tB	PS3oC	PS3nC	PS3tC	PS3oA	PS3nA	PS3tA

The raw reads were cleaned by removing the adaptor sequences, the reads with over 0.1% undetermined nucleotides and the reads with over 50 bases showing quality value less than or equal to 5. The Q20, Q30 and GC content of each RNA library are visualised in Fig. 2a. The Q20 of all libraries were above 97%, with only a few outliers showing Q30 lower than 95%. The GC contents of all libraries ranged from 48.85% to 51.55%, with an average value of 50.47%. Meanwhile, the error rate of all libraries was mostly controlled at 0.02% but not exceeding 0.03%. The quality control data of the RNA sequencing is listed in Supplementary Table S2. In addition, the quality of the bidirectional reads for each library were assessed using the software FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and the software multiQC^32^ were adopted to summarise the FastQC reports. The mean quality scores per nucleotide position of all sequencing reads are above the Phred score of 34.00 (Fig. 2b), and most of the sequences are in high quality reflected by the majority scored above 35.00 in Phred score (Fig. 2c). These figures support the high accuracy of the sequencing data.

**Fig. 2:**
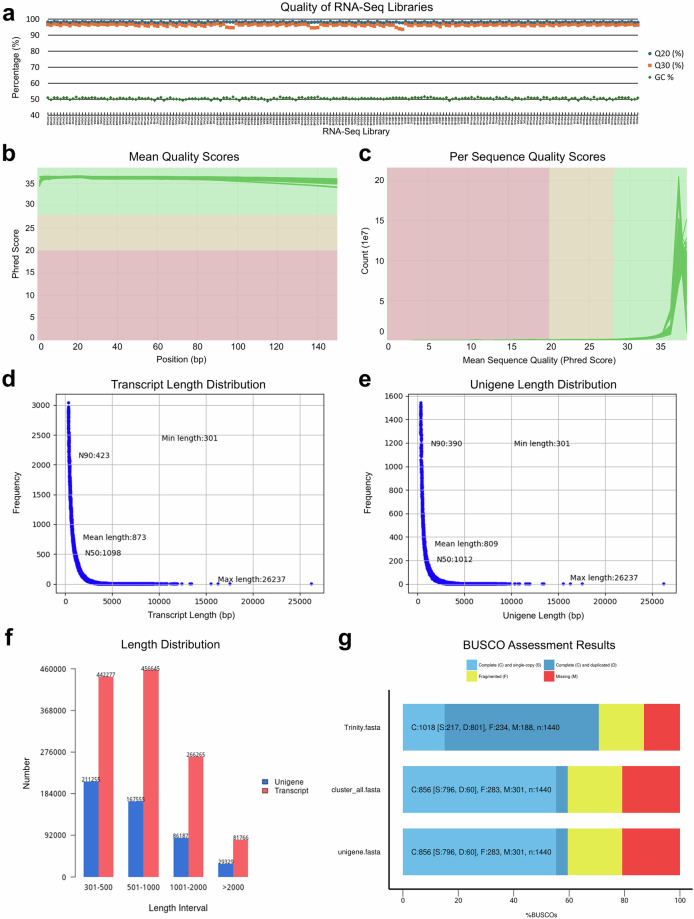
Quality control of sequencing reads and *de novo* assembly. Quality assessment of RNA sequencing and *de novo* assembly. (**a**) The qualities of the 189 transcriptome libraries reflected by the values of Q20, Q30 and GC content. (**b**) Mean quality score per position of the bidirectional reads of the 189 libraries. (**c**) Quality score distribution over the bidirectional reads of all libraries. (**d**) The frequency of transcripts at different lengths. (**e**) The frequency of unigenes at different lengths. (**f**) The length distribution of assembled transcripts and unigenes categorised into different length intervals. (**g**) The results of BUSCO assessment on the completeness of assembled transcripts in a whole dataset (Trinity.fasta), non-redundant transcripts (cluster_all.fasta) and also the longest sequence of each cluster (unigene.fasta).

The cleaned reads were *de novo* assembled into transcripts using the software Trinity^33^. The software CORSET^34^ was adopted to remove the redundant transcripts, through the method of hierarchical clustering based on the proportion of shared reads and expressions. The longest transcript of each cluster was selected as the unigene. The results and quality of *de novo* assembly are visualised in Fig. 2d–f. 

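The authors deposited a length in bases for each of 494326 unigenes beside its counts. These lengths ran from 301 to 26237 bp with a median of 561 bp. Of the unigenes, 3071 had 0 counts in every one of the 189 libraries and 85204 had fewer than 10 counts over all libraries together.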

The maximum length of both transcript and unigene were in 26,237 bp, and the minimum length of both were in 301 bp (Fig. 2d,e). The mean lengths of transcript and unigene were 873 bp and 809 bp, respectively. 

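Taken over all unigenes with a deposited length, the mean length was 809 bp and the N50 was 1012 bp.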

The N50s of transcript and unigene were 1,098 bp and 1,012 bp, respectively. The largest portion of transcript (36.62%) was in the range of 501–1,000 bp, while the largest portion of unigene (42.74%) fell in the interval of 301–500 bp (Fig. 2f). 

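The shortest of the 4 length classes of Fig. 2f held 211255 unigenes (42.7%) and 7.20% of all counts over the 189 libraries. The next class held 33.9% of the unigenes and 28.8% of the counts, followed by a class with 17.4% of the unigenes and 40.7% of the counts. The longest class, with 5.93% of the unigenes, held 23.4% of the counts.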

To evaluate the completeness of the transcript, BUSCO assessment^35^ was done on the whole transcriptome dataset, transcript clusters and unigenes. Before hierarchical clustering, the whole dataset has 70.7% complete transcripts, including 15.1% single and 55.6% duplicated transcripts (Fig. 2g). After clustering, both the cluster and unigene datasets show the same BUSCO values, i.e. 59.5% complete transcripts consisting of 55.3% single and 4.2% duplicated transcripts. There remained 19.7% and 20.8% transcripts that were fragmented and missing, respectively, in the cluster and unigene datasets.

### Quantification and normalisation of gene expression

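The deposited share of read pairs mapped to the reference transcripts lay between 62.3% and 74.4% per library, with a median of 67.4%. Median mapping rates of the 7 cultivars ranged from 66.6% in 'Pink Pearl' to 68.3% in 'Delft Blue' and did not differ between cultivars by more than flowers did (share of variance 0.0388, permutation of whole flowers within stages, two-sided, p = 0.385). By stage, the median rate was 65.8% at Stage B, 66.7% at Stage C and 68.7% at Stage A.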

To quantify the expression level, the software RNA-Seq by Expectation Maximization (RSEM)^36^ was adopted to map the reads to a set of reference transcript sequences filtered by CORSET. 

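Of the unigenes, 33555 had a count above 0 in every one of the 189 libraries. The values deposited as counts were expected counts from RSEM, which divides a read that aligns to several transcripts between them, so that they were not always whole numbers.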

The read count as the relative abundance of unigene was calculated based on the alignment of reads against the reference transcript using Bowtie^37^. 

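The length used in the authors' conversion can be read back from each pair of a count and an FPKM value. In the library with the highest total ('Gipsy Queen', Stage C, outer lobes, replicate 1), 10924 unigenes had at least 50 counts and an FPKM of at least 20, and the length that their values imply was shorter than the deposited length by a median of 269 bp. The library with the lowest total ('City of Haarlem', Stage B, perianth tube, replicate 1) gave a median of 310 bp over 12995 unigenes. Over all 189 libraries the difference averaged 289 bp. A mean FPKM of at least 1 over all libraries was reached by 78860 unigenes.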

Then, the read counts were normalised into Fragments Per Kilobase of transcript sequence per Millions (FPKM) value, which considers the effects of both sequencing depth and gene length^38^.

### Specifying colour using RHS Colour Chart

The flower colours of each hyacinth cultivar at Stage A were specified using the Royal Horticultural Society (RHS) Colour Chart (Sixth Edition 2019 reprint). The colour of five divisions, namely the midrib on adaxial side of perianth lobes (I), the periphery on adaxial side of perianth lobes (II), the midrib on abaxial side of perianth lobes (III), the periphery on abaxial side of perianth lobes (IV), and the surface of perianth tube (V), were documented. For each cultivar, 10 flowers in full anthesis (Stage A) were collected for measuring colour, and the most frequent colour was adopted^26^. The results are displayed in Table 2, and the measurement records are attached as Supplementary Table S3.

**Table 2:** Colours of five perianth divisions at Stage A specified by RHS Colour Chart (6^th^ Edition).

Cultivar	Division I	Division II	Division III	Division IV	Division V
	Midrib on adaxial perianth lobes	Periphery on adaxial perianth lobes	Midrib on abaxial perianth lobes	Periphery on abaxial perianth lobes	Surface of perianth tube
‘Jan Bos’	61B - Strong Purplish Red	61B - Strong Purplish Red	59 C - Moderate Purplish Red	59 C - Moderate Purplish Red	59 C - Moderate Purplish Red
‘Pink Pearl’	67B - Vivid Purplish Red	65B - Light Purplish Pink	63B - Strong Purplish Red	62B - Moderate Purplish Pink	67 C - Deep Purplish Pink
‘Gipsy Queen’	35D - Moderate Pink	N170D - Moderate Yellowish Pink	35 C - Strong Yellowish Pink	N170D - Moderate Yellowish Pink	29 C - Light Yellowish Pink & 35D- Moderate Pink
‘City of Haarlem’	11 C - Pale Yellow	11D - Pale Yellow	12 C - Light Yellow	13D - Pale Greenish Yellow	13D - Pale Greenish Yellow
‘China Pink’	69 A - Very Pale Purple	69D - Very Pale Purple	56 A - Pale Purplish Pink	56D - Pale Purplish Pink & 69D - Very Pale Purple	64D - Deep Purplish Pink, 69 C - Very Pale Purple & 56D - Pale Purplish Pink
‘Delft Blue’	97 A - Brilliant Purplish Blue	92 A - Brilliant Violet	98B - Moderate Blue	94B - Strong Purplish Blue	98B - Moderate Blue
‘Peter Stuyvesant’	N88A - Strong Violet	N88B - Strong Violet	N88A - Strong Violet	90B - Strong Violet	94B - Strong Purplish Blue

### Extraction of anthocyanins and flavonoids

The flowers in full anthesis (Stage A) of each cultivar were frozen in liquid nitrogen and stored at −80 °C until being used. About 1 g of perianth were ground into fine powder with liquid nitrogen, then extracted with 2 mL anthocyanin extraction buffer (AEB, Methanol:Water:Formic acid:Trifluoroacetic acid in 70∶27∶2∶1, by volume) for 24 hours under dark^39^. The lysates were centrifuged at maximum speed (15,000 rpm) for phase separation. The supernatants were collected and passed through a 0.45 μm filter membrane. Three biological replicates of each cultivar were extracted. Photo documentation and summary of the extracts are recorded in Supplementary Figure S21 and Supplementary Table S4, respectively. The HPLC-graded standards of anthocyanins (pelargonidin 3-O-glucoside chloride, Pg3O, cyanidin-3-O-glucoside chloride, Cy3O and delphinidin-3-O-glucoside chloride, Dp3O) and flavonoids (kaempferol, quercetin and myricetin) were purchased from Shanghai Yuanye Bio-Technology Co., Ltd (Shanghai, China).

## Data Records

The data underlying this article are available in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) database under the accession number SRP481794^40^. Each independent RNA-Seq library are under the accession number of SRR27431542 to SRR27431691 and SRR27433589 to SRR27433627 (Table 3). The gene expression data derived from our original transcriptomic datasets are now deposited in NCBI Gene Expression Omnibus (GEO) under the accession number GSE286406^41^. The results of *de novo* assembly, quantification of gene expression level, differential expression analysis, functional annotation, functional enrichment analysis, CDS prediction, detection of SSR, SNP and InDels, together with the supplementary files, were deposited in CUHK Research Data Repository (https://researchdata.cuhk.edu.hk/dataverse/hyacinth_transcriptome)^42^ and available to the public.

**Table 3:** SRA accession numbers corresponding to each biological replicate at different developmental stages and partitions of the seven studied cultivars.

Cultivar	Stage	Green Buds			Coloured Buds			Full Anthesis		
	Replicate	Outer lobes	Inner lobes	Perianth tube	Outer lobes	Inner lobes	Perianth tube	Outer lobes	Inner lobes	Perianth tube
‘**Jan Bos**’	1	SRR27431675	SRR27431679	SRR27431672	SRR27431674	SRR27431677	SRR27431671	SRR27431676	SRR27431680	SRR27431673
	2	SRR27431665	SRR27431669	SRR27431662	SRR27431664	SRR27431668	SRR27431661	SRR27431666	SRR27431670	SRR27431663
	3	SRR27431655	SRR27431659	SRR27431652	SRR27431654	SRR27431658	SRR27431651	SRR27431657	SRR27431660	SRR27431653
‘**Pink Pearl**’	1	SRR27431646	SRR27431649	SRR27431642	SRR27431644	SRR27431648	SRR27431641	SRR27431647	SRR27431650	SRR27431643
	2	SRR27431636	SRR27431639	SRR27433626	SRR27431635	SRR27431638	SRR27433615	SRR27431637	SRR27431640	SRR27433627
	3	SRR27433591	SRR27433594	SRR27433625	SRR27433590	SRR27433593	SRR27433624	SRR27433592	SRR27433604	SRR27433589
‘**Gipsy Queen**’	1	SRR27431557	SRR27431560	SRR27431554	SRR27431556	SRR27431559	SRR27431553	SRR27431558	SRR27431561	SRR27431555
	2	SRR27431547	SRR27431550	SRR27431544	SRR27431546	SRR27431549	SRR27431543	SRR27431548	SRR27431551	SRR27431545
	3	SRR27431685	SRR27431688	SRR27431682	SRR27431684	SRR27431687	SRR27431681	SRR27431686	SRR27431542	SRR27431683
‘**City of Haarlem**’	1	SRR27431607	SRR27431690	SRR27431574	SRR27431596	SRR27431629	SRR27431563	SRR27431618	SRR27431691	SRR27431585
	2	SRR27431656	SRR27431689	SRR27431633	SRR27431645	SRR27431678	SRR27431632	SRR27431667	SRR27431552	SRR27431634
	3	SRR27431626	SRR27431630	SRR27431623	SRR27431625	SRR27431628	SRR27431622	SRR27431627	SRR27431631	SRR27431624
‘**China Pink**’	1	SRR27431616	SRR27431620	SRR27431613	SRR27431615	SRR27431619	SRR27431612	SRR27431617	SRR27431621	SRR27431614
	2	SRR27431606	SRR27431610	SRR27431603	SRR27431605	SRR27431609	SRR27431602	SRR27431608	SRR27431611	SRR27431604
	3	SRR27431597	SRR27431600	SRR27431593	SRR27431595	SRR27431599	SRR27431592	SRR27431598	SRR27431601	SRR27431594
‘**Delft Blue**’	1	SRR27431587	SRR27431590	SRR27431583	SRR27431586	SRR27431589	SRR27431582	SRR27431588	SRR27431591	SRR27431584
	2	SRR27431577	SRR27431580	SRR27431573	SRR27431576	SRR27431579	SRR27431572	SRR27431578	SRR27431581	SRR27431575
	3	SRR27431567	SRR27431570	SRR27431564	SRR27431566	SRR27431569	SRR27431562	SRR27431568	SRR27431571	SRR27431565
‘**Peter Stuyvesant**’	1	SRR27433619	SRR27433622	SRR27433616	SRR27433618	SRR27433621	SRR27433614	SRR27433620	SRR27433623	SRR27433617
	2	SRR27433609	SRR27433612	SRR27433606	SRR27433608	SRR27433611	SRR27433605	SRR27433610	SRR27433613	SRR27433607
	3	SRR27433599	SRR27433602	SRR27433596	SRR27433598	SRR27433601	SRR27433595	SRR27433600	SRR27433603	SRR27433597

## Technical Validation

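The expression data came from RNA-Seq of 63 flowers of 7 hyacinth cultivars at 3 developmental stages (green bud, Stage B; coloured bud, Stage C; full anthesis, Stage A), with 3 flowers per cultivar and stage. Each flower was divided into outer perianth lobes, inner perianth lobes and perianth tube, and each partition gave 1 library, so that there were 189 libraries in 63 conditions with 3 replicates each. A cultivar was represented by 27 libraries, a stage by 63 and a partition by 63. Total counts per library ranged from 12602472 to 20175882 with a median of 13822438. The range was 12725280 to 17972417 in 'Jan Bos' (median 14033021), 13253050 to 16899114 in 'Pink Pearl' (median 14367903), 12661248 to 20175882 in 'Gipsy Queen' (median 13651391), 12602472 to 18898369 in 'City of Haarlem' (median 13753212), 12704838 to 15946202 in 'China Pink' (median 13654705), 12770513 to 18986099 in 'Delft Blue' (median 13718633) and 12896517 to 17124422 in 'Peter Stuyvesant' (median 13851074). Total counts did not differ between cultivars by more than between flowers (permutation of whole flowers within stages, two-sided, p = 0.587).
The authors assembled clean reads with Trinity, reduced the transcripts with CORSET, kept the longest transcript of each cluster as the unigene, aligned reads with Bowtie and counted them with RSEM. They deposited the expected counts without normalisation, the FPKM values made from them, and the annotation of each unigene. From these values, correlations and principal components were computed here on log10(FPKM + 1) over all 494326 unigenes. For differential expression, expected counts were rounded to whole numbers and each pair of groups was fitted by itself in edgeR with TMM library sizes and a quasi-likelihood test, over unigenes with at least 10 counts in at least 3 of the libraries compared. Unigenes with a Benjamini–Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1 were taken as DEGs, and upregulated means higher in the group named first. Every library counted as a replicate in these fits, although the 3 partitions of one flower are not independent of each other.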

Correlation analysis was conducted to assess the reproducibility of dataset. 

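Over the 189 pairs of replicates of one condition, R2 (the square of Pearson's r across unigenes, which are not independent replicates) had a median of 0.872 and ranged from 0.662 to 0.918. The lowest value belonged to replicates 1 and 2 of the perianth tube of 'Gipsy Queen' at Stage A. By cultivar, the median over 27 pairs was highest in 'Gipsy Queen' (0.882) and lowest in 'China Pink' (0.838). By stage, it was 0.855 at Stage B, 0.887 at Stage C and 0.872 at Stage A, and by partition 0.878 in the outer lobes, 0.873 in the inner lobes and 0.860 in the perianth tube. Lowering the pseudocount to 0.1 moved the median for replicates most, to 0.768.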

As shown in Fig. 3a, the biological replicates of each cultivar at different developmental stages and perianth partitions were closely related to each other (coefficient of determination R^2^ close to 1), reflecting high similarities between the replicates. In addition, similarities were also observed between developmental stages and cultivars. 

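Pairs of libraries from different conditions had a median R2 of 0.711 and ranged from 0.437 to 0.930 over 17577 pairs. Different partitions of one flower, with a median R2 of 0.877 (0.762 to 0.930 over 189 pairs), were about as close to each other as replicates of one condition. Between libraries of the same stage and partition, the mean R2 of a pair of cultivars ranged from 0.722 ± 0.0483 (SD, 81 pairs of libraries) for 'Gipsy Queen' and 'Delft Blue' upwards. Without a transformation of FPKM, the median for different conditions fell to 0.227.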

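Mean R2 of Stage C libraries with Stage A libraries exceeded that with Stage B libraries in 'Jan Bos' (0.821 ± 0.0283 against 0.775 ± 0.0215; SD, 81 pairs of libraries each), 'Pink Pearl' (0.814 ± 0.0301 against 0.759 ± 0.0271), 'Gipsy Queen' (0.817 ± 0.0757 against 0.745 ± 0.0249), 'City of Haarlem' (0.865 ± 0.0195 against 0.723 ± 0.0213), 'China Pink' (0.803 ± 0.0403 against 0.667 ± 0.0467) and 'Delft Blue' (0.798 ± 0.0388 against 0.682 ± 0.0358). The difference was smallest in 'Jan Bos' (0.0454) and largest in 'City of Haarlem' (0.142). An exact permutation of the stage labels over the 6 whole flowers of a cultivar gave p = 0.1, two-sided, in 'Jan Bos', 'City of Haarlem', 'China Pink' and 'Delft Blue', which is the smallest p that its 20 splits allow. The same exact test gave p = 0.2 in 'Pink Pearl' and p = 0.3 in 'Gipsy Queen', so that no cultivar could pass a threshold of 0.05 by itself. After Benjamini–Hochberg adjustment over the 7 cultivars, these values were 0.14, 0.233 and 0.3. With only unigenes of a mean FPKM of at least 1, the difference in 'China Pink' rose from 0.136 to 0.272.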

Except ‘Peter Stuyvesant’, the replicates of Stage C and Stage A for all other cultivars showed a stronger correlation. 

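In 'Peter Stuyvesant' the difference had the opposite sign, with a mean R2 of Stage C libraries of 0.757 ± 0.0505 with Stage A and 0.802 ± 0.0310 with Stage B (SD, 81 pairs of libraries each). The difference of -0.0451 had the smallest p that 3 flowers against 3 allow (exact permutation test, two-sided, p = 0.1, adjusted p = 0.14). Among the 21 pairs of cultivars, 'China Pink' and 'Delft Blue' had the highest mean R2 between libraries of the same stage and partition (0.837 ± 0.0443, SD, 81 pairs), followed by 'Pink Pearl' and 'Delft Blue' (0.800 ± 0.0411) and by 'Pink Pearl' and 'China Pink' (0.799 ± 0.0284).

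**Figure D1:**
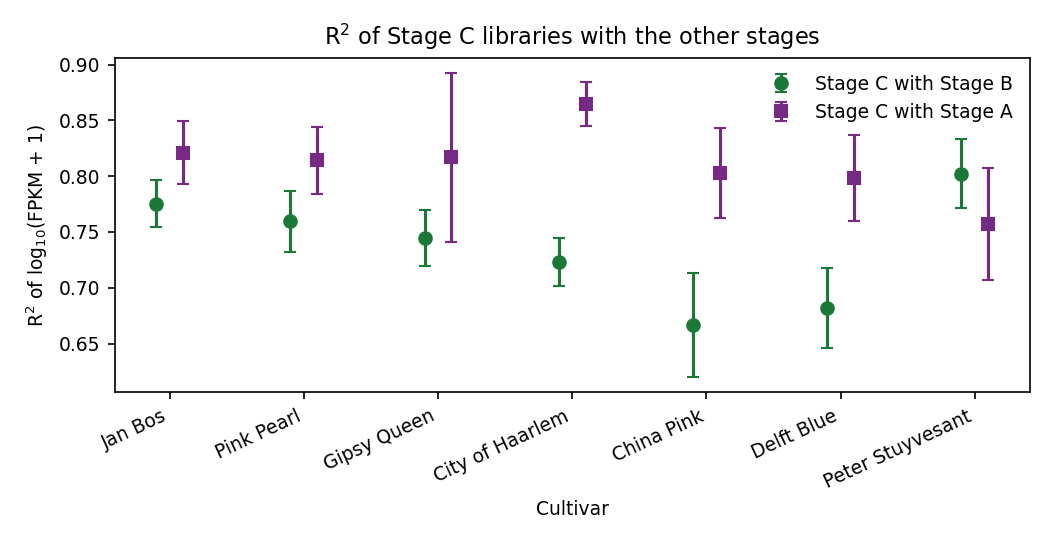
Mean R2 (vertical axis, squared correlation of log10(FPKM + 1), no unit) of Stage C libraries with Stage B libraries (circles) and with Stage A libraries (squares) for each of the 7 cultivars, with bars of 1 SD over 81 pairs of libraries. The squares lie above the circles in 6 cultivars, and 'Peter Stuyvesant' has the circle higher (0.802) than the square (0.757).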

For ‘Peter Stuyvesant’, the correlation between the replicates of Stage C and Stage B and was much stronger than that between the replicates of Stage C and Stage A. Meanwhile, the replicates of ‘China Pink’ and ‘Delft Blue’ also showed similar pattern in the correlation plot, which may imply their similarity in gene expression, and further, their phylogenetic relationship.

**Fig. 3:**
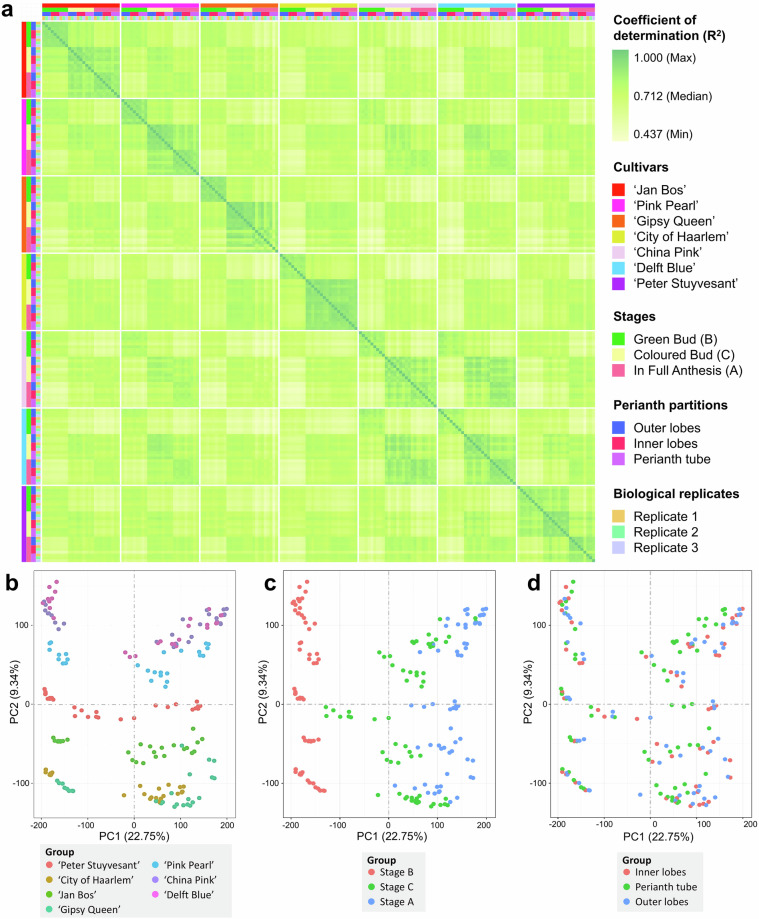
Results of correlation analysis and principal component analysis. (**a**) Correlation plot of the 189 RNA-Seq libraries. The columns and rows are equivalent, under the sequential order of cultivars, developmental stages, perianth partitions and biological replicates. (**b**–**d**) PCA plots of the 189 transcriptome libraries in 2 dimensions, grouped in (**b**) cultivars, (**c**) developmental stages and (**d**) partitions of perianth.

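The components were taken from unigenes that were centred and not scaled. PC1 held 24.0% of the variance, PC2 9.23% and PC3 5.20%. Scaling each unigene to unit variance moved these shares most, to 8.75% on PC1 and 5.04% on PC2.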

Principal component analysis (PCA) was conducted to evaluate the variability of sequencing libraries influenced by different factors. The influences from cultivars and developmental stages were observed. 

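The developmental stage accounted for a share of 0.889 of the variance of PC1 and 0.0174 of that of PC2. The cultivar accounted for 0.0362 of PC1 and 0.959 of PC2. On PC2 both shares reached the smallest p that 100000 permutations of whole flowers can give (permutation tests within stages or within cultivars, p = 1e-05), as did the share of the stage on PC1, while the share of the cultivar on PC1 had p = 3.0e-05.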

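Mean scores on PC2 were -38.1 ± 2.81 (SD, 27 libraries) in 'City of Haarlem', -37.9 ± 7.25 in 'Gipsy Queen', -20.1 ± 3.67 in 'Jan Bos', -2.17 ± 3.99 in 'Peter Stuyvesant', 19.6 ± 6.16 in 'Pink Pearl', 39.3 ± 6.18 in 'China Pink' and 39.4 ± 11.6 in 'Delft Blue'. For 19 of the 21 pairs of cultivars, the means differed by at least 17.8 (exact permutation of whole flowers within stages over 8000 splits, two-sided, p = 0.00025, the smallest these splits can give; 0.000276 after Benjamini–Hochberg adjustment). The means of 'China Pink' and 'Delft Blue' differed by -0.0716 (exact permutation test, p = 0.980, adjusted p = 0.980) and those of 'Gipsy Queen' and 'City of Haarlem' by 0.250 (exact permutation test, p = 0.918, adjusted p = 0.964). The scores of 16 pairs of cultivars did not overlap, and 5 pairs overlapped.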

As shown in Fig. 3b, clustering of libraries from different cultivars was particularly obviously on the y-axis (PC2), forming distinct layers for almost all cultivars, except ‘China Pink’ and ‘Delft Blue’ which were clustered together. It could be explained by the smaller genetical difference between the two than that between other cultivars, since ‘China Pink’ is the sport (mutant) of ‘Delft Blue’^43^. 

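By R2, 178 of the 189 libraries were closest to another library of their own cultivar. When the other partitions of the same flower were left out, 30 libraries were closest to a library of another cultivar, and all 30 were pairs of 'China Pink' and 'Delft Blue'. The paper proposes that a smaller genetic difference between these cultivars than between others could explain their clustering on PC2. Its basis is that 'China Pink' is a sport of 'Delft Blue'.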

Developmental stages also influenced the grouping of sequencing libraries on the x-axis (PC1), forming two distinct pillars (Fig. 3c). 

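Mean scores on PC1 were -65.8 ± 9.58 (SD, 63 libraries) at Stage B, 16.6 ± 24.2 at Stage C and 49.2 ± 14.5 at Stage A. Stage B libraries lay between -81.5 and -46.6, and 1 Stage C library, with a score of -48.1, lay at or below the highest of them. No Stage A library did, the lowest having a score of 6.16.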

Some libraries of Stages C and A were clustered together, yet their differences were still observed by their condensation of majorities. 

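Of the 63 Stage C libraries, 46 had a PC1 score inside the range of Stage A. The mean PC1 score at Stage C was lowest in 'Peter Stuyvesant' (-28.2 ± 16.7; SD, 9 libraries) and next lowest in 'Jan Bos' (11.6 ± 9.52).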

Perianth partitions induced no influence on the grouping, as the sequencing libraries of all three partitions clustered together (Fig. 3d).

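Perianth partitions accounted for a share of 0.0127 of the variance of PC1 and 0.000575 of that of PC2. Both shares were larger than those from exchanging partitions within flowers (permutation test, p = 1e-05, the smallest that 100000 permutations can give). With unigenes scaled to unit variance, the share on PC2 was 4.58e-05 (permutation test, p = 0.650). On PC9, which held 1.65% of the variance, partitions accounted for a share of 0.697 (permutation test, p = 1e-05). The perianth tube was higher there on average, with a range that reached into those of the outer and inner lobes, and the outer and inner lobes overlapped each other.

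**Figure D2:**
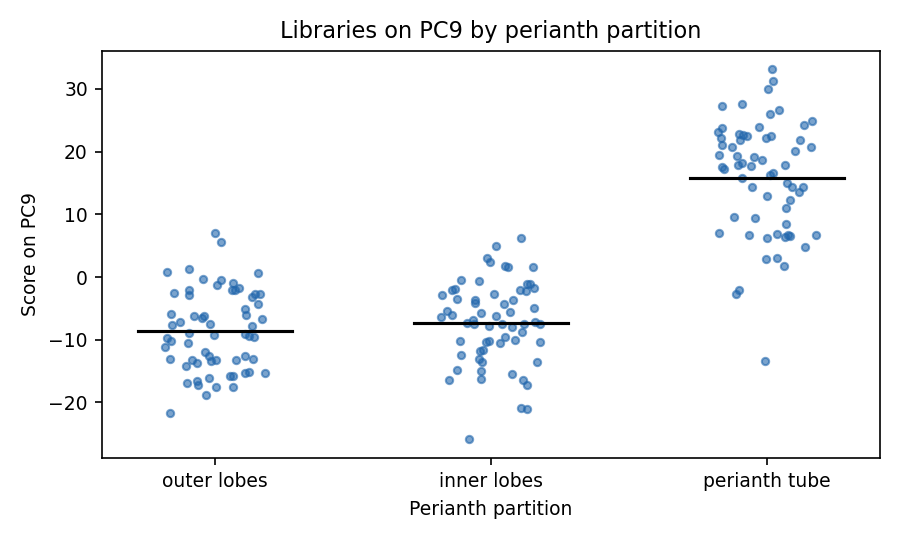
Scores of the 189 libraries on PC9 (vertical axis, no unit) by perianth partition, with a point for each library and a line at the mean. Means are -8.55 in the outer lobes, -7.29 in the inner lobes and 15.8 in the perianth tube, where scores run from -13.4 to 33.1.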

Transcriptomic analyses, including differential expression analysis, functional annotation and functional enrichment analysis, were performed to demonstrate the usability of our dataset while investigating gene expression profiles of hyacinth. The read counts were normalised using DESeq 2^44^ with negative binomial distribution p-value estimation model. The adjusted p-values (padj) were estimated using BH procedure^45^. The DEGs were firstly screened through the standard |log2(FoldChange)| > 1 and padj <0.05. To further filter DEGs across different comparison groups, the threshold DESeq 2 p-value ≤ 0.05 & |log2FoldChange| ≥ 1.0 were adopted. The DEGs identified across different factors, i.e. cultivars, developmental stages and perianth partitions, are visualised in Fig. 4.

**Fig. 4:**
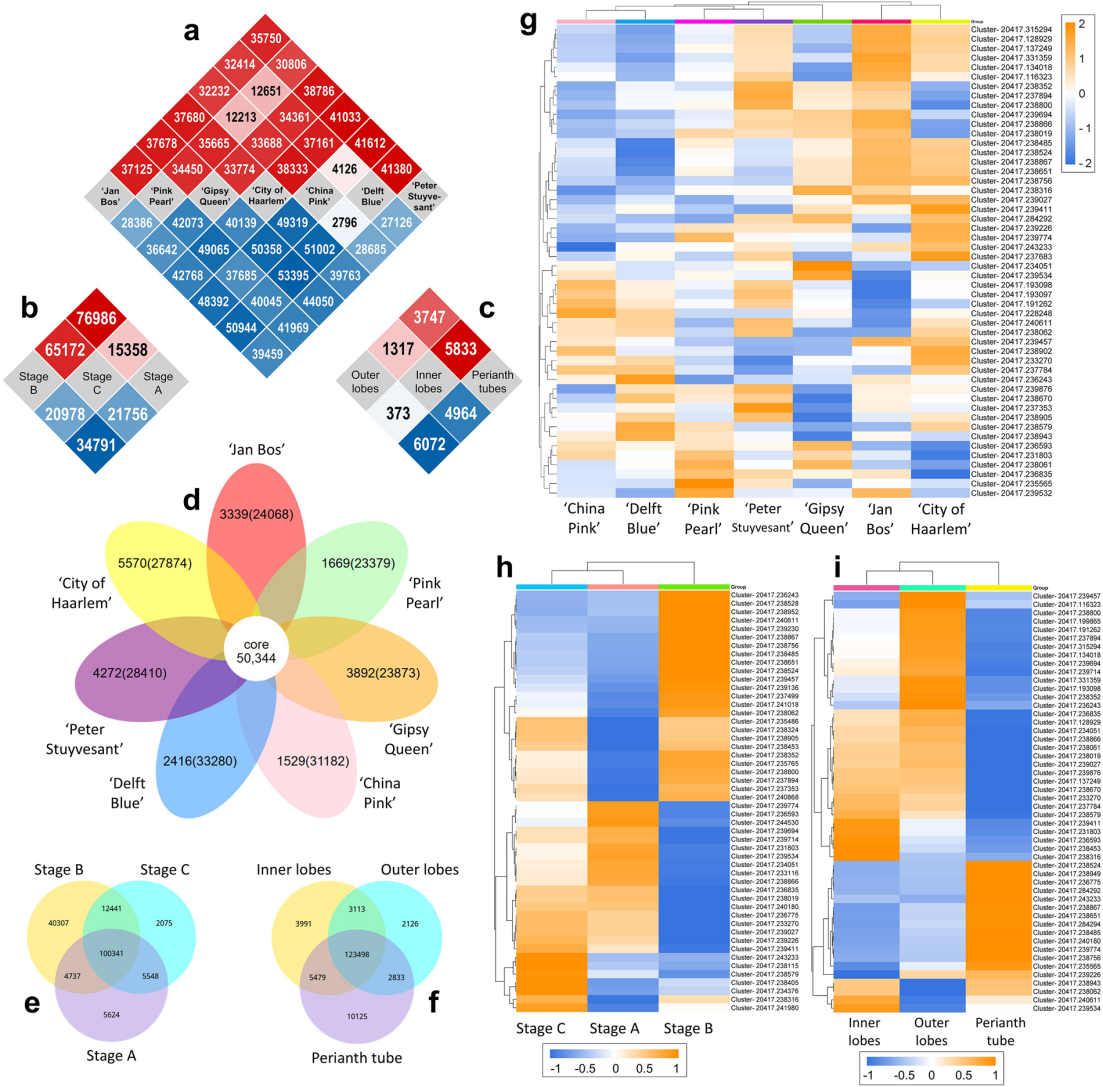
Results of differential expression analysis. Visualisation of DEGs across different parameters. (**a**–**c**) Heatmaps showing the DEGs across different comparisons. Boxes filled in red represent the number of upregulated genes and those filled in blue represent the number of downregulated genes. The numbers in the boxes represent the number of DEGs across the comparison of (**a**) different cultivars, (**b**) different developmental stages and (**c**) different partitions of perianth. (**d**) Flower diagram showing the unique and shared DEGs (as core genes) of the seven studied cultivars. The numbers in the brackets indicate the total number of the transcriptome datasets of that cultivar. (**e,f**) Venn diagrams showing the number of unique (non-overlapped regions) and shared DEGs (overlapped regions) between (**e**) developmental stages and (**f**) perianth partitions. (**g**–**i**) Heatmap visualising the FPKM cluster analysis of DEGs across different parameters, using the log_10_(FPKM + 1) value. Boxes in orange represent upregulated DEGs and those in blue represent downregulaed DEGs. The expression patterns of the selected top 50 DEGs are visualised in (**g**) cultivars, (**h**) developmental stages and (**i**) perianth partitions.

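Between 110814 and 129603 unigenes passed the filter on low counts in the 21 comparisons of cultivars. A comparison had a median of 21906 upregulated DEGs (1243 to 25955) and 23449 downregulated DEGs (473 to 32601). The filter moved these medians most. They were 48598 and 52934 without a filter, and 6962 and 7580 with edgeR's filterByExpr. Of the DEGs between 2 cultivars, a median of 20.6% had 0 counts in all 27 libraries of one cultivar.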

The numbers of upregulated and downregulated DEGs identified in each comparison group are visualised in the heatmaps (Fig. 4a–c). Comparing the cultivars, the smallest number of upregulated (4,126) and downregulated genes (2,796) were found in the same comparison group as ‘China Pink’ versus ‘Delft Blue’ (Fig. 4a). 

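Of 120920 unigenes tested, 1243 were upregulated and 473 downregulated in 'China Pink' against 'Delft Blue', the lowest of the 21 comparisons in both directions, as under every alternative tried. The counts themselves depended on the setting. They were 434 and 187 with DESeq2, 133 and 74 with limma-trend, and leaving out replicate 1 of every condition gave 264 and 145. With the counts of each flower summed over its partitions, so that a flower counts once, 34 were upregulated and 3 downregulated. The 3 were Cluster-20417.132193, looked up after its values were seen, Cluster-20417.308165 and Cluster-20417.322226. Among the DEGs, 253 upregulated and 156 downregulated unigenes had the same direction in all 9 combinations of stage and partition. Cluster-20417.69851, whose best Nr match is a hypothetical protein of *Cephalotus follicularis*, had an FPKM of 1.54 ± 0.916 (SD, n = 27 libraries) in 'China Pink' and 0.0574 ± 0.0898 in 'Delft Blue', a log2 fold change of 4.75 (standard error 0.342, adjusted p = 4.99e-20, edgeR quasi-likelihood test). Cluster-20417.78101, without a match in Nr or Swiss-Prot, had 0.990 ± 0.514 against 0.0811 ± 0.0898, a log2 fold change of 3.72 (standard error 0.331, adjusted p = 1.03e-13). Cluster-20417.308165, also without a match, had 0 counts in all 27 libraries of 'China Pink' and 240 counts in 'Delft Blue', where 25 of 27 libraries had a count. With 3 counts over the group as the limit that 0 counts allow, it was at least 77.1-fold lower in 'China Pink' (adjusted p = 8.96e-09), with 2.04 ± 1.31 FPKM in 'Delft Blue'. Cluster-20417.322226, without a match, had 0.0807 ± 0.0853 FPKM against 0.548 ± 0.491, a log2 fold change of -2.52 (standard error 0.308, adjusted p = 1.46e-08). All 4, picked by the smallest p in these same libraries, remained DEGs under every alternative in which they were tested.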

The greatest numbers of upregulated (41,612) and downregulated genes (53,395) were observed in two distinct comparison groups, as ‘China Pink’ versus ‘Peter Stuyvesant’ and ‘Gipsy Queen’ versus ‘Delft Blue’, respectively. 

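In the number of upregulated DEGs, 'China Pink' against 'Peter Stuyvesant' (25489) came second after 'Gipsy Queen' against 'Peter Stuyvesant' (25955). Its rank among the 21 comparisons was first without replicate 2, and between the second and the ninth under the other settings. In the number of downregulated DEGs, 'Gipsy Queen' against 'Delft Blue' had the most (32601), and it kept this rank under every setting except filterByExpr, where it was the fourth.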

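Over the 63 libraries of each stage, Stage B against Stage A gave 50510 upregulated and 29718 downregulated DEGs among 162784 unigenes tested. There were 38126 upregulated and 19952 downregulated DEGs in Stage B against Stage C, and 11236 and 15581 in Stage C against Stage A. The low-count filter again moved the counts of Stage B against Stage A most, to 14693 and 11767 with filterByExpr. Of the DEGs between Stage B and Stage A, 15907 upregulated and 6851 downregulated unigenes had the same direction in all 21 combinations of cultivar and partition. Cluster-20417.230757, matched to the receptor-like kinase ERECTA, had an FPKM of 19.8 ± 5.58 (SD, n = 63 libraries) at Stage B and 0.0835 ± 0.0972 at Stage A, a log2 fold change of 7.33 (standard error 0.171, adjusted p = 2.39e-110, edgeR quasi-likelihood test). Cluster-20417.233774, matched to a BAG family chaperone regulator, had 23.0 ± 7.92 against 0.128 ± 0.170, a log2 fold change of 6.95 (standard error 0.183, adjusted p = 1.41e-98). Cluster-20417.331359, a unigene of 399 bp matched to trans-resveratrol di-O-methyltransferase, had 0.960 ± 1.54 against 9906 ± 5813, a log2 fold change of -13.76 (standard error 0.251, adjusted p = 1.11e-131). Cluster-20417.187855, matched to STAY-GREEN, had 0.106 ± 0.155 against 110.5 ± 33.7, a log2 fold change of -10.39 (standard error 0.190, adjusted p = 5.50e-123).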

Comparing the developmental stages, the greatest numbers of upregulated (76,986) and downregulated (34,791) genes were identified in the comparison group Stage B versus Stage A (Fig. 4b). 

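Between outer and inner lobes, 15 unigenes were upregulated and 22 downregulated of 152939 tested over 63 libraries of each partition. With DESeq2 the numbers were 1 and 0, and 117 and 594 unigenes passed at an unadjusted p. With limma-trend they were 1 and 0 as well, with 5 and 4 at an unadjusted p, while edgeR gave 196 and 2816 at an unadjusted p. The single unigene upregulated in DESeq2 and limma-trend was Cluster-20417.273436, matched to a YABBY2-like protein and named after its values were seen. These fits do not take up that outer and inner lobes of one flower are paired. With the flower as a block, limma-trend gave 5 and 6, the upregulated ones being the YABBY2-like unigene, Cluster-20417.193739 without a match, and Cluster-20417.225813, Cluster-20417.231981 and Cluster-20417.262160, matched to 3-ketoacyl-CoA synthases, looked up after their values were seen. With the combination of cultivar and stage as a covariate, edgeR gave 88 and 569. Without replicate 3 of every condition, edgeR gave 3 and 3 DEGs, without replicate 2 it gave 5 and 8, and without replicate 1 it gave 2 and 16. The upregulated ones were the YABBY2-like unigene in all 3 fits, with Cluster-20417.179997 in those without replicates 1 and 2, Cluster-20417.5857 in those without replicates 2 and 3, Cluster-20417.128056 and Cluster-20417.14979 in that without replicate 2, and Cluster-20417.240868 in that without replicate 3. The 3 downregulated ones were Cluster-20417.313270, Cluster-20417.347431 and Cluster-20417.407046, all looked up after their values were seen. The perianth tube differed more. Inner lobes against perianth tube gave 4779 upregulated and 3700 downregulated DEGs, and outer lobes against perianth tube 2902 and 4237 of 155401 tested. The share of upregulated DEGs among all DEGs of inner lobes against tube depended on the tool and the filter more than on the library sizes. It was 56.4% in edgeR with TMM library sizes and 56.3% with the median-ratio size factors of DESeq2, but 39.7% with DESeq2 itself, 44.4% with filterByExpr, 25.8% with limma-trend, 28.9% with limma-trend and the flower as a block, and 42.7% without replicate 3. Leaving out replicate 1 of every condition lowered the upregulated DEGs between outer lobes and tube to 1756, and leaving out replicate 2 lowered the downregulated ones to 2746. In outer lobes against perianth tube, 155 upregulated and 297 downregulated DEGs had the same direction in all 21 combinations of cultivar and stage. Cluster-20417.224384 and Cluster-20417.259865, both matched to B3 domain-containing proteins, had 4.43 ± 1.93 and 4.73 ± 2.64 FPKM in the outer lobes (SD, n = 63 libraries) and 1.31 ± 1.02 and 1.85 ± 1.02 in the tube, with log2 fold changes of 1.87 (standard error 0.144, adjusted p = 4.51e-22, edgeR quasi-likelihood test) and 1.47 (standard error 0.122, adjusted p = 2.41e-19). Cluster-20417.285365, matched to BEL1-like homeodomain protein 9, had 0.0837 ± 0.189 in the outer lobes and 3.17 ± 2.95 in the tube, a log2 fold change of -4.92 (standard error 0.275, adjusted p = 1.01e-39). Cluster-20417.209235, matched to the AGAMOUS homolog of *Hyacinthus orientalis*, had 0.349 ± 1.73 and 22.0 ± 11.7, a log2 fold change of -5.86 (standard error 0.330, adjusted p = 6.11e-37), and 23 unigenes named for stamen or pollen tissue were higher in the tube as well.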

Comparing the perianth partitions, the differential expression between the outer and inner perianth lobes was the smallest (1,317 upregulated and 373 downregulated genes; Fig. 4c).

The number of shared (core) and unique DEGs across the cultivars are visualised in the flower diagram (Fig. 4d). 

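With a unigene taken as present in a cultivar when its mean FPKM over the 27 libraries was at least 1, 118667 unigenes were present in at least 1 cultivar and 50268 in all 7. Unigenes present in a single cultivar numbered 5540 in 'City of Haarlem', 4255 in 'Peter Stuyvesant', 3892 in 'Gipsy Queen', 3317 in 'Jan Bos', 2405 in 'Delft Blue', 1667 in 'Pink Pearl' and 1516 in 'China Pink'. These sets contain unigenes whether or not they were DEGs. Restricted to unigenes that were DEGs between at least 1 pair of cultivars, the shared set held 23061. That 'China Pink' had fewer than 'Pink Pearl' depended on the setting. It had more at a mean FPKM of at least 0.3 (5103 against 3372) and at the lower thresholds, without replicate 2 (2006 against 1566) and without replicate 3 (1890 against 1702). The threshold moved the unigenes of 'China Pink' alone, to 14018 at a mean FPKM of at least 0.1.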

The seven cultivars shared a total of 50,344 DEGs. ‘City of Haarlem’ holds the greatest number of unique DEGs (5,570), while ‘China Pink’ has the smallest number of unique DEGs (1,529). The Venn diagrams (Fig. 4e,f) show the number of shared and unique DEGs identified between different developmental stages and perianth partitions. A total of 100,341 DEGs were found common across all three developmental stages (Fig. 4e). 

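By the same measure, over the 63 libraries of each stage, 58827 unigenes were present at all 3 stages. At a mean FPKM of at least 0.3 there were 101030.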

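Stage B alone held 22007 unigenes with a mean FPKM of at least 1, Stage A alone 3438 and Stage C alone 1165.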

Stage B showed the greatest number of unique DEGs (40,307), while Stage C had the least unique DEGs (2,075). These two stages shared 12,441 DEGs. 

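Stages B and C shared 6636 unigenes that did not reach a mean FPKM of 1 at Stage A. Another 2083 were shared by Stages B and A alone and 4128 by Stages C and A alone.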

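Over the 63 libraries of each partition, 72820 unigenes had a mean FPKM of at least 1 in all 3 partitions. Unigenes present in a single partition numbered 5380 in the perianth tube, 1249 in the inner lobes and 746 in the outer lobes.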

The commonly shared DEGs in all three perianth partitions accounted for 123,498, and the greatest number of unique DEGs was found in perianth tube (10,125; Fig. 4f).

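The highest mean FPKM over all 189 libraries belonged to Cluster-20417.239027, matched to a non-specific lipid-transfer protein, with 10136 ± 6782 (SD, n = 189). Cluster-20417.236775 followed with 8617 ± 9449. It is 304 bp long, has no match in Nr or Swiss-Prot, and its FPKM rests on an effective length far below 304 bp.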

The expression patterns of the top 50 DEGs across different factors are visualised in the heatmaps (Fig. 4g–i) generated by SRplot^46^. The read counts in FPKM were firstly normalised into the value of log_10_(FPKM + 1). 

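Group values were formed here as the log of the mean FPKM plus 1 within each group. With the mean of the log values instead, and the thresholds of Fig. 4g–i, 85 DEGs between cultivars, 217 between stages and 3 between partitions reached the threshold. The 3 between partitions, named after their values were seen, were Cluster-20417.233270, without a match, Cluster-20417.239108, matched to a putative cell wall protein, and the lipid-transfer unigene Cluster-20417.239027.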

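With the log of a group's mean FPKM plus 1, 191 DEGs reached 3.10 in at least 1 cultivar, 295 reached 3.00 in at least 1 stage and 19 reached 3.28 in at least 1 partition. Their median lengths were 457 bp, 476 bp and 395 bp. With the whole length of each unigene in place of the effective length, which lowers every FPKM, 68.1%, 65.4% and 73.7% of them fell under their threshold. Ranked with the whole length, 26.7%, 26.1% and 31.6% of them were no longer among the same number of highest DEGs. The best Swiss-Prot match was a potyvirus polyprotein for 18 of the 191, 14 of the 295 and 6 of the 19. Leaving out a replicate number gave 187 to 195, 287 to 298 and 19 to 22 DEGs.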

The 50 candidate DEGs in which had significant expression levels were then selected based on the thresholds, i.e. log_10_(FPKM + 1) ≥3.10 for cultivars, ≥3.00 for developmental stages and ≥3.28 for perianth partitions. The DEGs identified across the cultivars at different developmental stages are visualised in the heatmaps in Supplementary Figure S20. These findings facilitate the identification of candidate genes strongly associated with each factor for future validation.

Seven databases were employed to predict gene function, namely Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genome Orthology (KO), euKaryotic Orthologous Groups (KOG), NCBI non-redundant protein sequences (Nr), NCBI nucleotide sequences (Nt), Protein family (Pfam) and Swiss-Prot (Fig. 5a). The annotated unigenes vary across the database, ranging from 23,809 (KOG) to 158,125 (Nr), representing 4.81% and 31.98% of unigenes, respectively. 

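In the deposited annotation, 158125 unigenes (32.0%) had a match in Nr and held 91.8% of all counts, and 23809 unigenes with a KOG class (4.82%) held 32.6%. Pfam annotated 115432 unigenes (23.4%), GO 113504 (23.0%), Swiss-Prot 98561 (19.9%), Nt 63924 (12.9%) and KO 50546 (10.2%). At least 1 of the 7 databases annotated 214082 unigenes, which held 95.0% of the counts. The 280244 unigenes without any annotation held 4.97% of the counts and had a median length of 485 bp, shorter than that of the annotated unigenes. Of the Nr matches, 35.1% were to *Asparagus officinalis* and 0.293% to *Hyacinthus orientalis* itself.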

Under the classification of GO, the top three terms for biological processes were “cellular process”, “metabolic process” and “biological regulation”, for cellular component were “cellular anatomical entity”, “intracellular” and “protein-containing complex”, and for molecular functions were “binding”, “catalytic activity” and “transporter activity” (Fig. 5b). Over half of the genes were related to the protein families under KEGG classification and were involved in genetic information processing (32.08%), signalling and cellular processes (10.78%), and metabolism (10.46%; Fig. 5c).

**Fig. 5:**
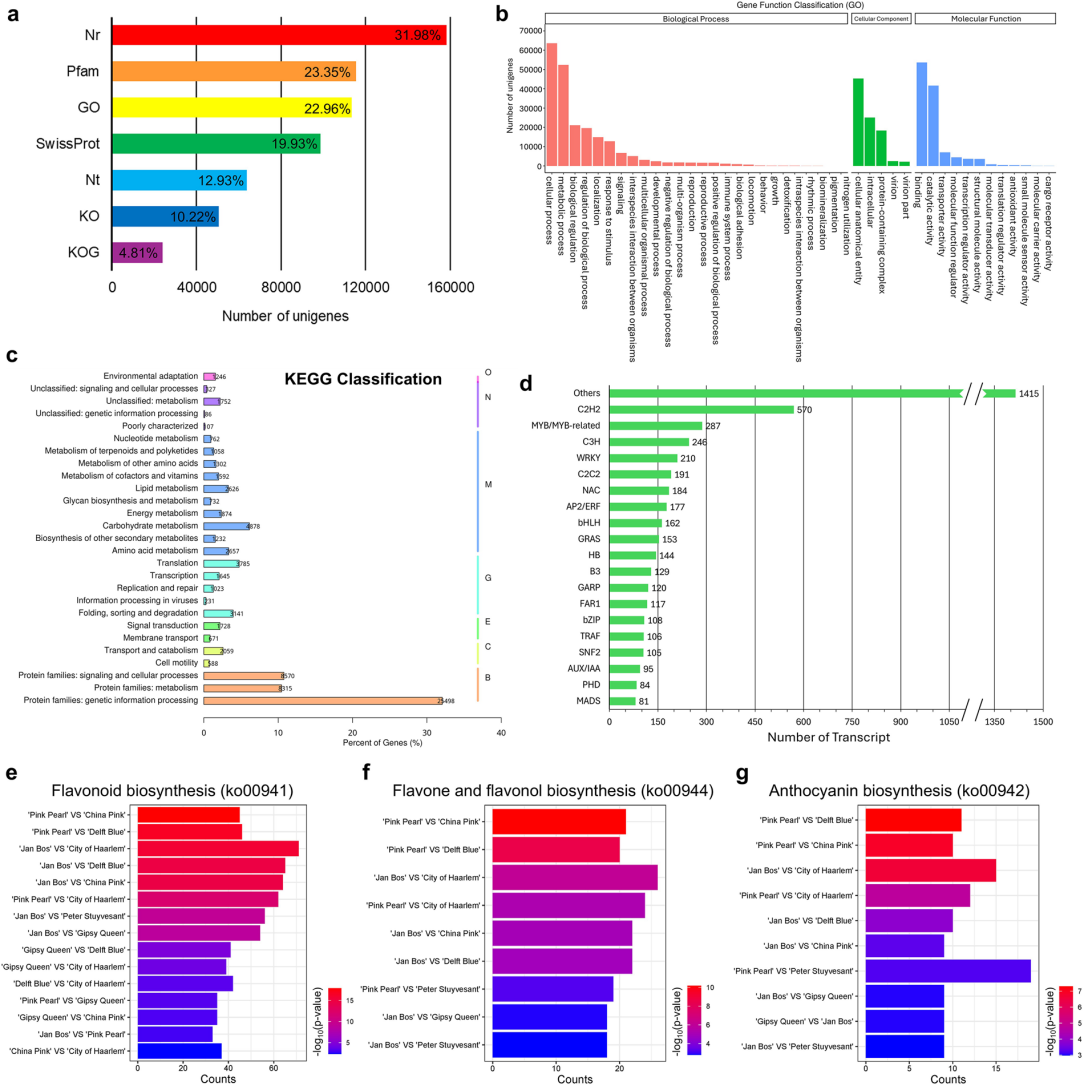
Results of functional annotation and functional enrichment analysis. (**a**–**c**) Functional annotation across different databases. (**a**) The unigenes of all transcriptome datasets were annotated by the seven databases. The x-axis represents the databases, and the y-axis represents the number of unigenes annotated by the respective databases, with the percentages of all unigenes showing on the bars. (**b**) The distribution of GO terms for biological processes (orange-red), cellular components (green) and molecular functions (blue). (**c**) The percentage of genes annotated under KEGG classification. The letters next to the bar lines on the right indicate Level 1 of the KO Pathway. “O” represents Organismal Systems, “N” represents Not Included in Pathway or Brite, “M” represents Metabolism, “G” represents Genetic Information Processing, “E” represents Environmental Information Processing, “C” represents Cellular Processes and “B” represents Brite Hierarchies. (**d**) The number of transcripts annotated under different classes of transcription factors. (**e**–**g**) Through functional enrichment analysis, upregulated expressions were identified in the genes involved in the biosynthesis of (**e**) flavonoid, (**f**) flavone and flavonol, and (**g**) anthocyanin in cultivars across different comparison groups. The gradient in the colour of the bar indicates -log_10_ (p-value); the bar length represents the count of upregulation.

A total of 4,684 transcription factors (TF) were identified using iTAK^47^ and hmmscan (www.hmmer.org). They were classified under different TF families (Fig. 5d). The largest family was C2H2 (570), followed by MYB or MYB-related (287) and C3H (246). TFs involved in floral pigments biosynthesis, including MYB or MYB-related^31,48,49^ (287), bHLH^50^ (162), bZIP^50^ (108) and MADS^51^ (81), were recovered in the TF analysis.

To verify the presence of DEGs involved in floral pigments biosynthesis, functional enrichment analysis was performed with the aid of KEGG database. Upregulation of DEGs were identified between some studied cultivars, and the results are visualised in enrichment bar charts generated by SRplot^46^ (Fig. 5e–g). 

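Pigment enzymes were counted here through the deposited KEGG Orthology (KO) annotation, in 9 KO groups with 155 unigenes. Of these, 6 groups belong to the flavonoid steps from chalcone synthase to anthocyanidin synthase, 1 is anthocyanidin 3-O-glucosyltransferase and 2 are glucosyltransferases of flavonols. Of 104 listed unigenes tested in 'Jan Bos' against 'City of Haarlem', 77.9% were DEGs, beside 26.8% of the unigenes with any KO annotation and 39.8% of all unigenes tested. In 'China Pink' against 'Delft Blue', 0.962% of the listed unigenes were DEGs.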

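Upregulated in 'Jan Bos' against 'City of Haarlem' were 61 of the 104 listed unigenes, and 20 were downregulated. In the flavonoid steps 41 of 77 unigenes tested were upregulated, among them 11 of 16 annotated as chalcone synthase, 13 of 29 as flavonoid 3'-monooxygenase and 7 of 13 as dihydroflavonol 4-reductase. The count of 41 took rank 3 of the 21 comparisons, with the most in 'Jan Bos' against 'China Pink' (44). It took rank 1 only with limma-trend (46). In anthocyanidin 3-O-glucosyltransferase 15 of 17 were upregulated, the most of the 21 comparisons of cultivars. Summed FPKM of this enzyme in 'Jan Bos' was 3666 ± 1462 (SD, n = 3 flowers) at Stage B, 15179 ± 6466 at Stage C and 10609 ± 3511 at Stage A, and in 'City of Haarlem' 347 ± 81.4, 7319 ± 567 and 4355 ± 1135. Of 10 unigenes tested for glucosyltransferases of flavonols, 5 were upregulated, as many as in 'Pink Pearl' against 'City of Haarlem'. These were Cluster-20417.245091, Cluster-20417.208624, Cluster-20417.241471, Cluster-20417.165368 and Cluster-20417.228010, named after their values were seen. For anthocyanidin 3-O-glucosyltransferase, 'Jan Bos' against 'City of Haarlem' dropped to the second place when the combination of stage and partition was a covariate (16), with limma-trend (15) and with the counts of each flower summed (9).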

The comparison group ‘Jan Bos’ versus ‘City of Haarlem’ has the greatest count of upregulated DEGs in flavonoid biosynthesis (71; Fig. 5e) and anthoxanthin biosynthesis (26; Fig. 5f), and the second greatest count of upregulated DEGs in anthocyanin biosynthesis (15; Fig. 5g).

The above outcome of the analyses indicate that our dataset is highly valuable for the study of floral pigments biosynthesis in hyacinth cultivars and is supported by accurate sequencing, reproducible experimental design and reliable data. The molecular mechanism behind floral pigment diversification in hyacinth cultivars can be revealed by using this dataset, which thereby contributes to the molecular breeding of this floricultural crop with high aesthetic and economical value.

## Supplementary information

Supplementary Information

## Data Availability

The software and their versions are described in Methods. No custom code was used in this study.

# Supplementary material for: Transcriptome profiling of Hyacinthus orientalis L. cultivars in floral pigmentation
**Source:** Sci Data. 2025 Apr 24;12:689. doi: 10.1038/s41597-025-04977-y
**Supplement:** Supplementary file 1 — Supplementary Information

# Transcriptome profiling of *Hyacinthus orientalis* L. cultivars in floral pigmentation

## Supplementary Information

Kwan-Ho Wong<sup>1,2,3</sup>, Hoi-Yan Wu<sup>3</sup>, Cheryl Wood-Yee Shum<sup>1</sup>, Jerome Ho-Lam Hui<sup>2,3,4</sup>, Pang-Chui Shaw<sup>2,3,5</sup>\*, & David Tai-Wai Lau<sup>1,3</sup>\*

\* Correspondences: Pang-Chui Shaw (); David Tai-Wai Lau ()

## Table of Content

|                                                                                                                       |    |
|-----------------------------------------------------------------------------------------------------------------------|----|
| Fig. S1 – Voucher specimen of wild-type <i>Hyacinthus orientalis</i> L. (BATMAN 014) .....                            | 2  |
| Fig. S2 – Voucher specimen of <i>Hyacinthus orientalis</i> L. ‘Jan Bos’ (K. H. Wong 332).....                         | 3  |
| Fig. S3 – Voucher specimen of <i>Hyacinthus orientalis</i> L. ‘Pink Pearl’ (K. H. Wong 328).....                      | 4  |
| Fig. S4 – Voucher specimen of <i>Hyacinthus orientalis</i> L. ‘Gipsy Queen’ (K. H. Wong 327) .....                    | 5  |
| Fig. S5 – Voucher specimen of <i>Hyacinthus orientalis</i> L. ‘City of Haarlem’ (K. H. Wong 336) .....                | 6  |
| Fig. S6 – Voucher specimen of <i>Hyacinthus orientalis</i> L. ‘China Pink’ (K. H. Wong 333) .....                     | 7  |
| Fig. S7 – Voucher specimen of <i>Hyacinthus orientalis</i> L. ‘Delft Blue’ (K. H. Wong 330) .....                     | 8  |
| Fig. S8 – Voucher specimen of <i>Hyacinthus orientalis</i> L. ‘Peter Stuyvesant’ (K. H. Wong 335) .....               | 9  |
| Fig. S9 – Gel record of total RNA extracted from Stage B perianth partitions .....                                    | 10 |
| Fig. S10 – Gel record of total RNA extracted from Stage B perianth partitions (Cont’) .....                           | 11 |
| Fig. S11 – Gel record of total RNA extracted from Stage B perianth partitions (Cont’).....                            | 12 |
| Fig. S12 – Gel record of total RNA extracted from Stage B perianth partitions (Cont’) .....                           | 13 |
| Fig. S13 – Gel record of total RNA extracted from Stage B perianth partitions (Cont’) .....                           | 14 |
| Fig. S14 – Gel record of total RNA extracted from Stage C perianth partitions .....                                   | 15 |
| Fig. S15 – Gel record of total RNA extracted from Stage C perianth partitions (Cont’) .....                           | 16 |
| Fig. S16 – Gel record of total RNA extracted from Stage C perianth partitions (Cont’) .....                           | 17 |
| Fig. S17 – Gel record of total RNA extracted from Stage A perianth partitions .....                                   | 18 |
| Fig. S18 – Gel record of total RNA extracted from Stage A perianth partitions (Cont’).....                            | 19 |
| Fig. S19 – Gel record of total RNA extracted from Stage A perianth partitions (Cont’).....                            | 20 |
| Fig. S20 – Heatmap visualisation on the top 50 DEGs across the seven cultivars at different developmental stages..... | 21 |
| Fig. S21 – Photo documentation of anthocyanins and flavonoids extracts of the seven cultivars .....                   | 22 |

Fig. S1 – Voucher specimen of wild-type *Hyacinthus orientalis* L. (BATMAN 014)

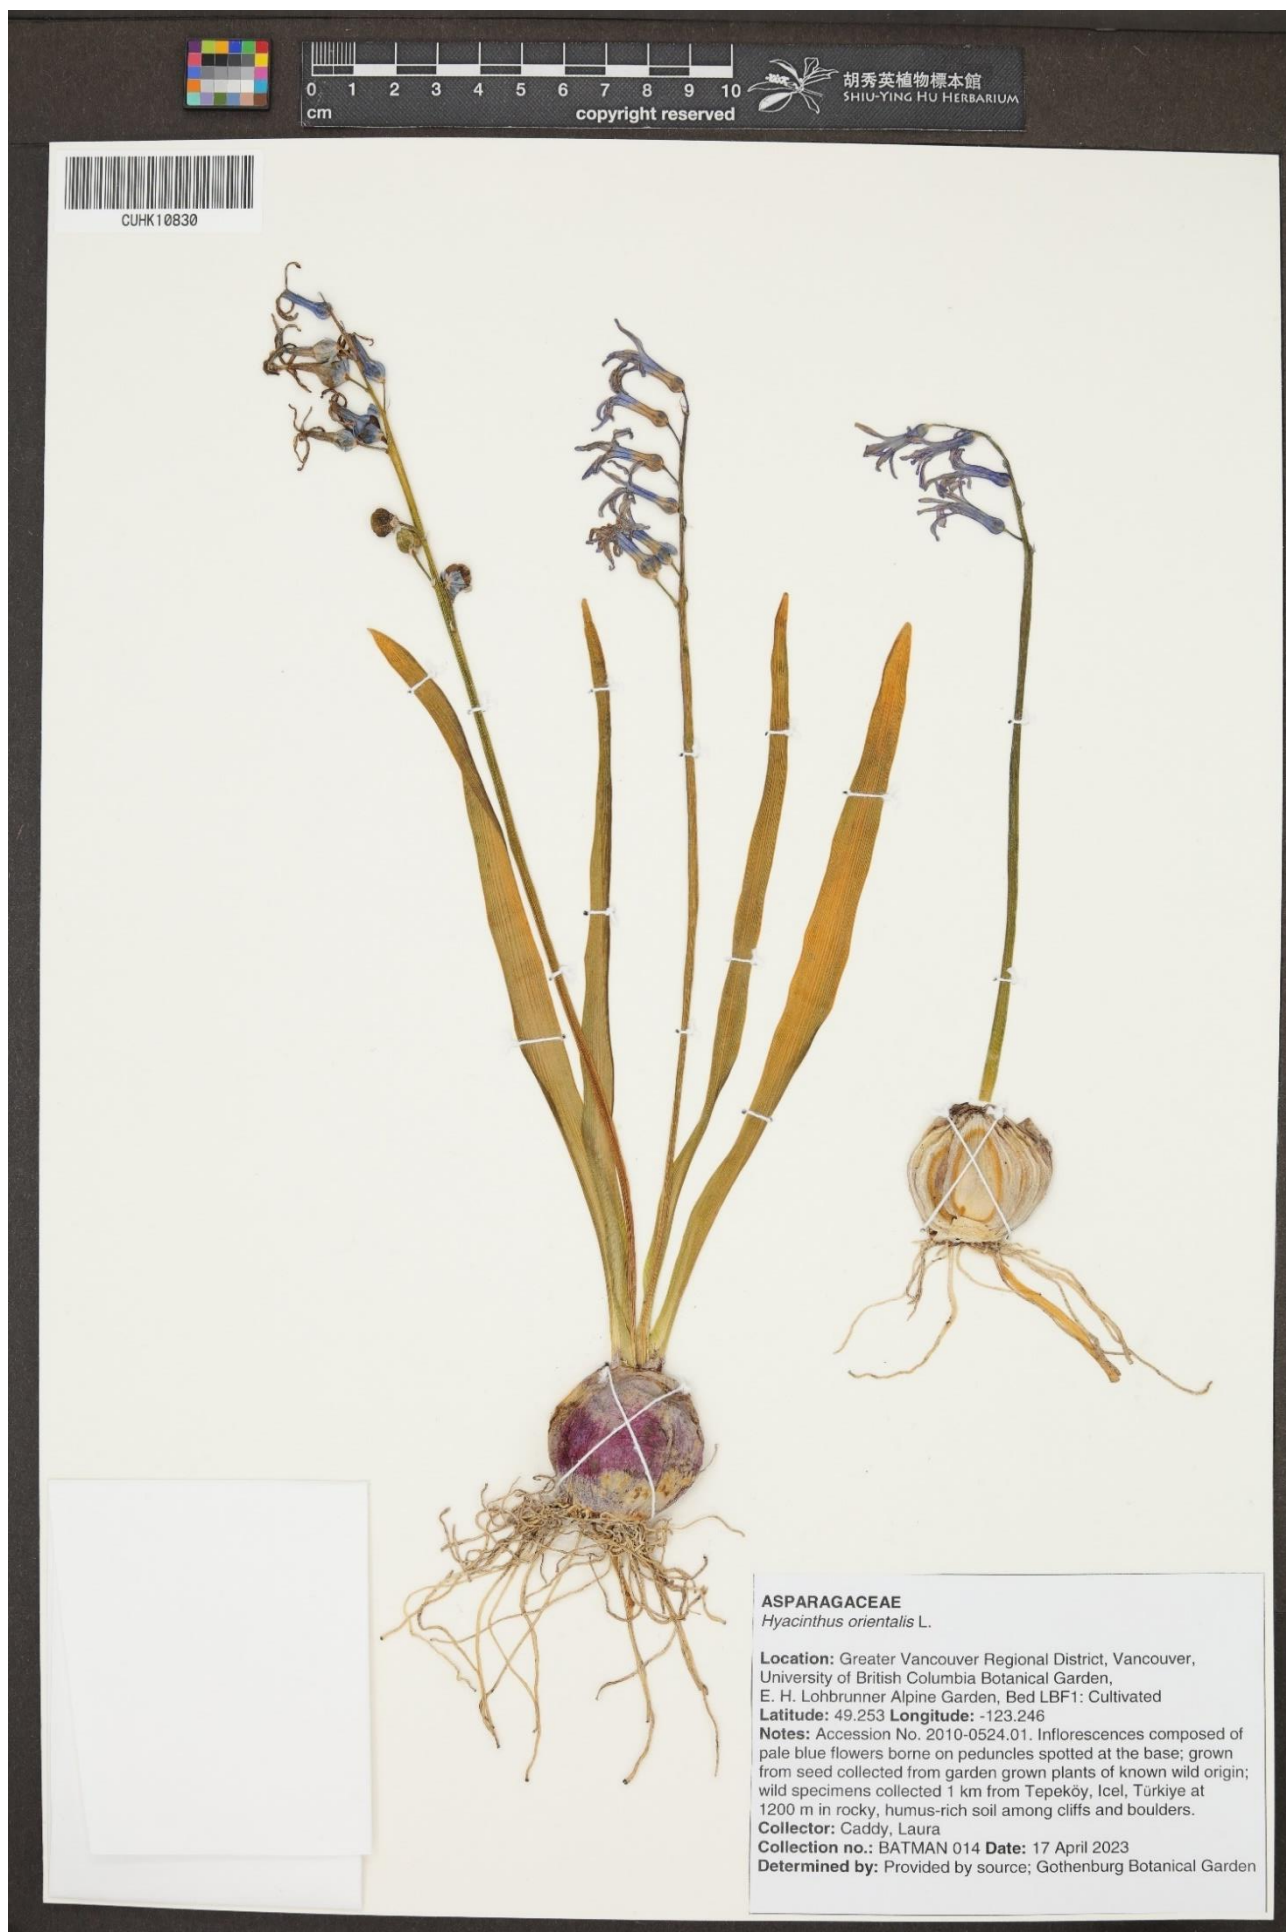

Fig. S2 – Voucher specimen of *Hyacinthus orientalis* L. 'Jan Bos' (K. H. Wong 332)

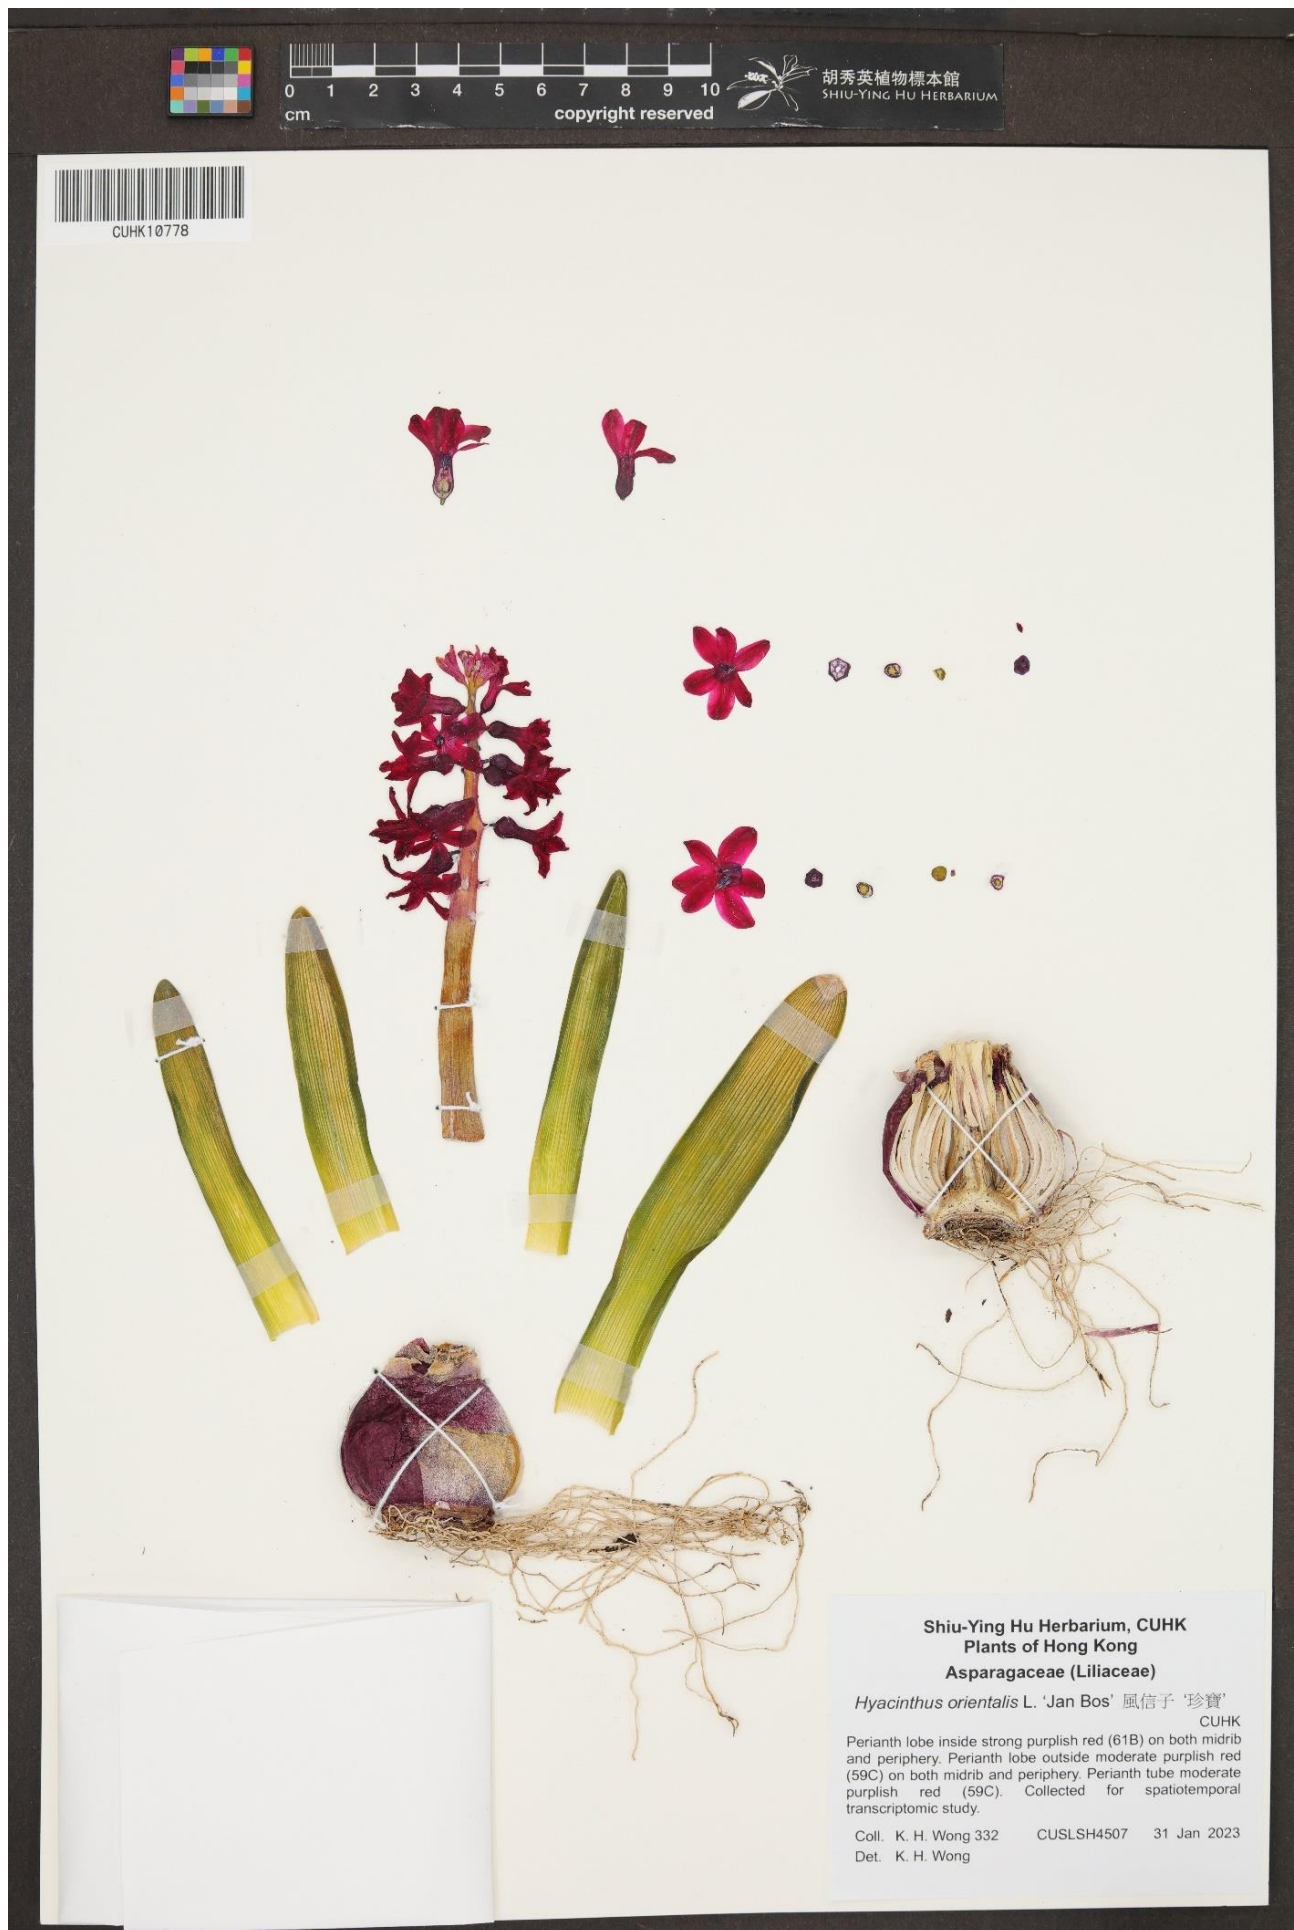

Fig. S3 – Voucher specimen of *Hyacinthus orientalis* L. 'Pink Pearl' (K. H. Wong 328)

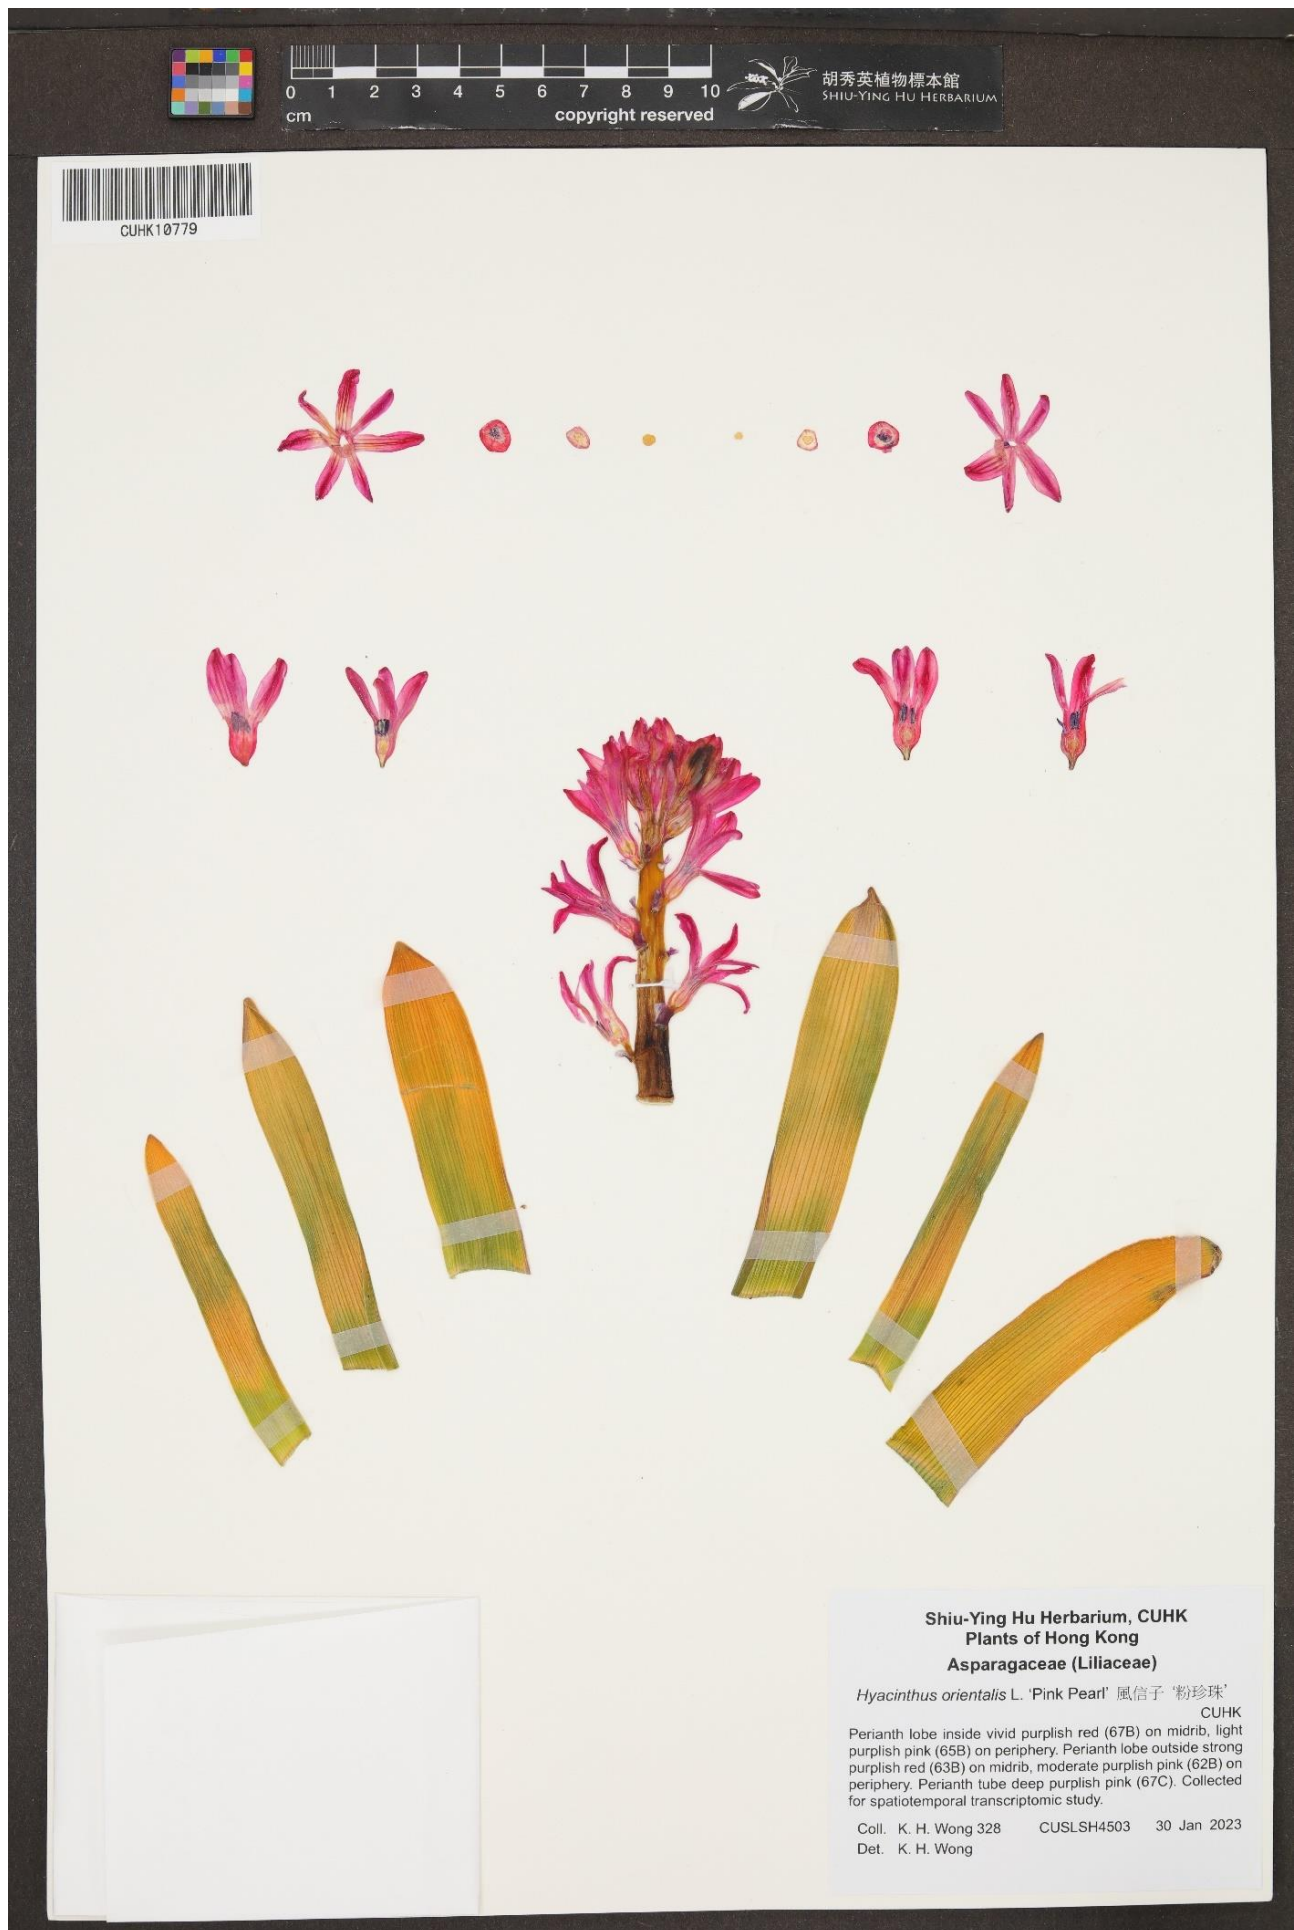

Fig. S4 – Voucher specimen of *Hyacinthus orientalis* L. 'Gipsy Queen' (K. H. Wong 327)

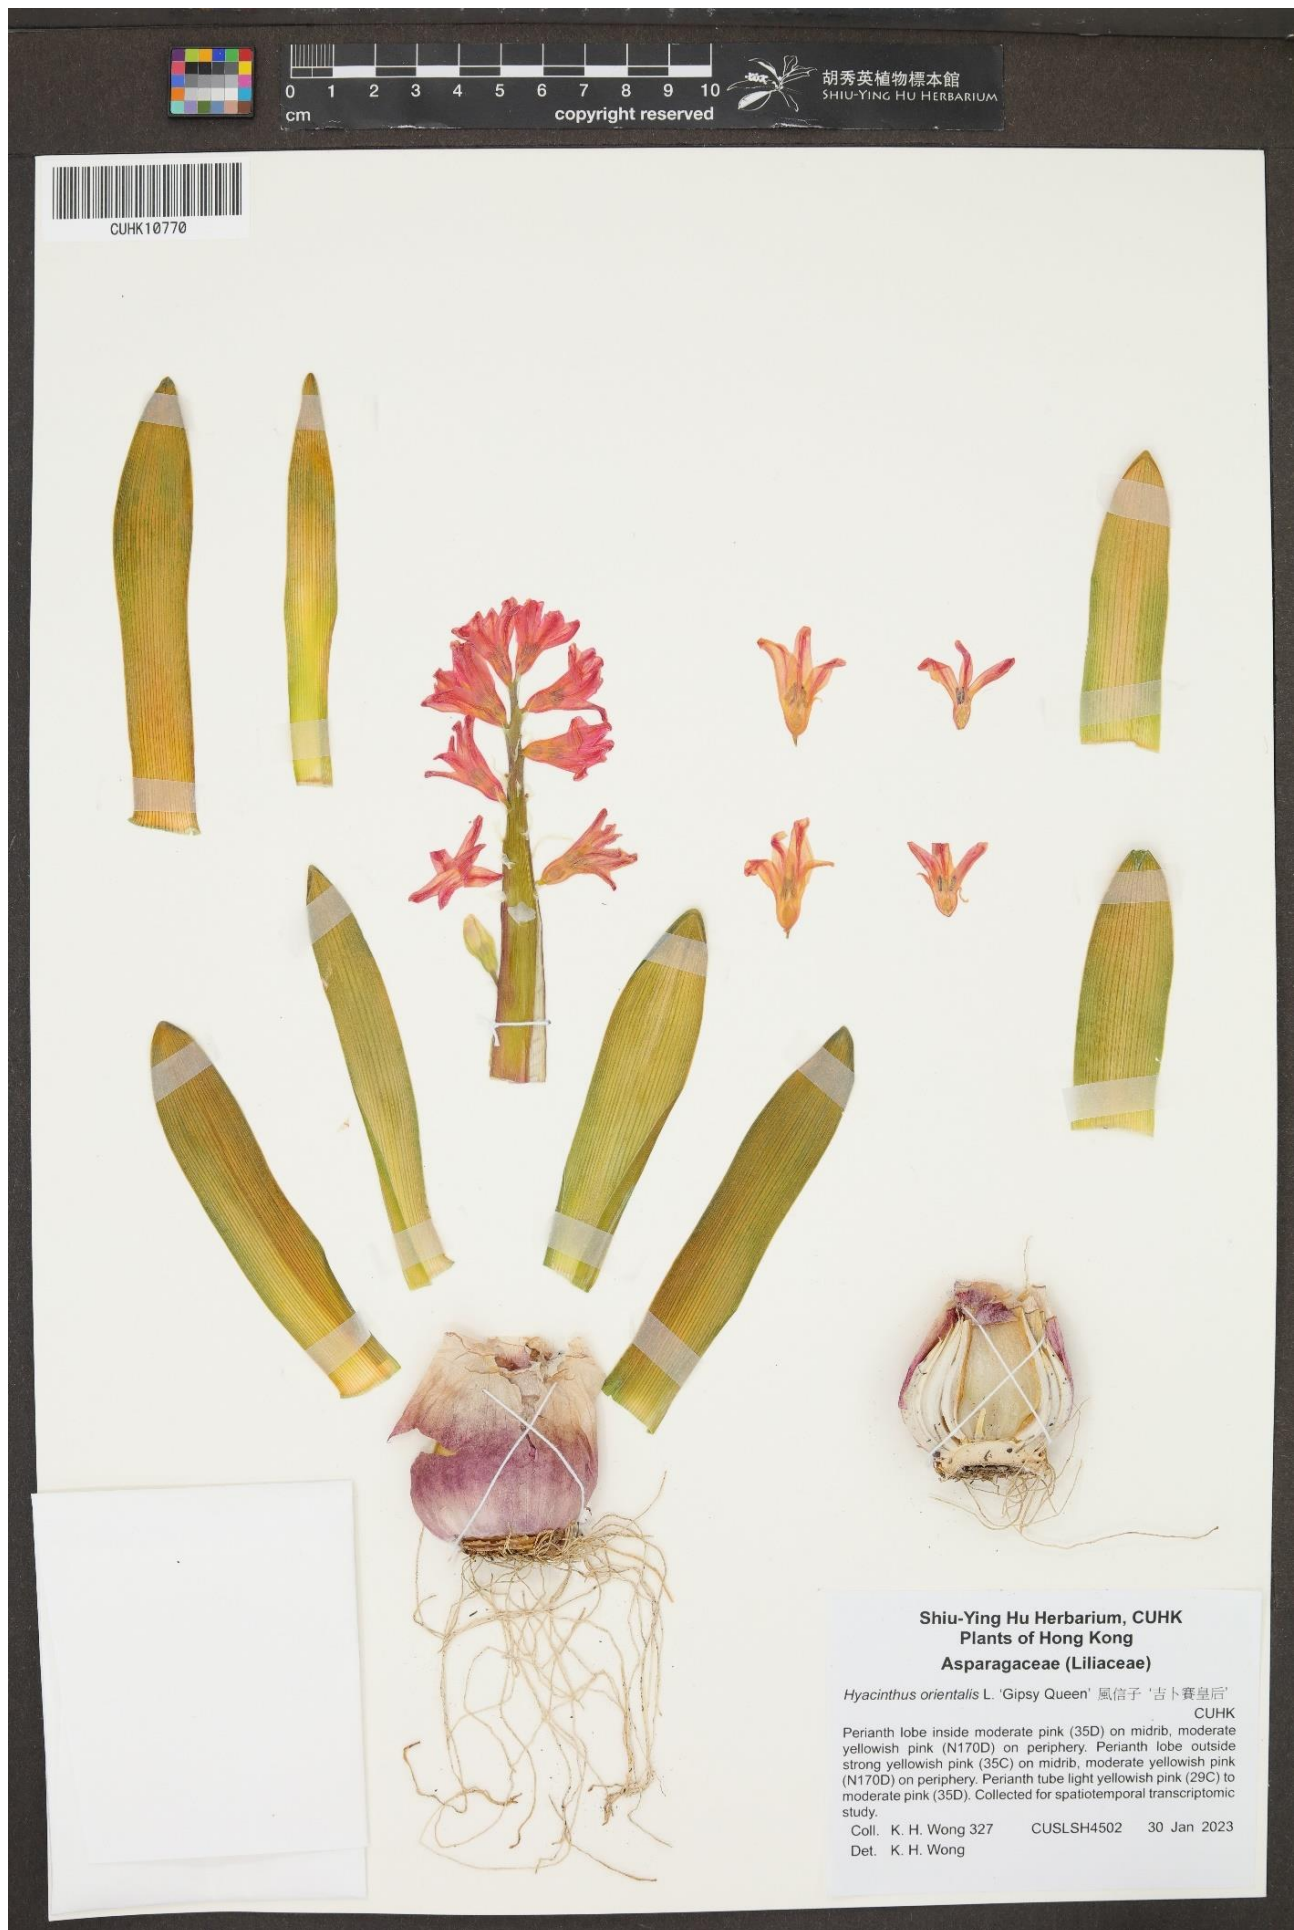

Fig. S5 – Voucher specimen of *Hyacinthus orientalis* L. 'City of Haarlem' (K. H. Wong 336)

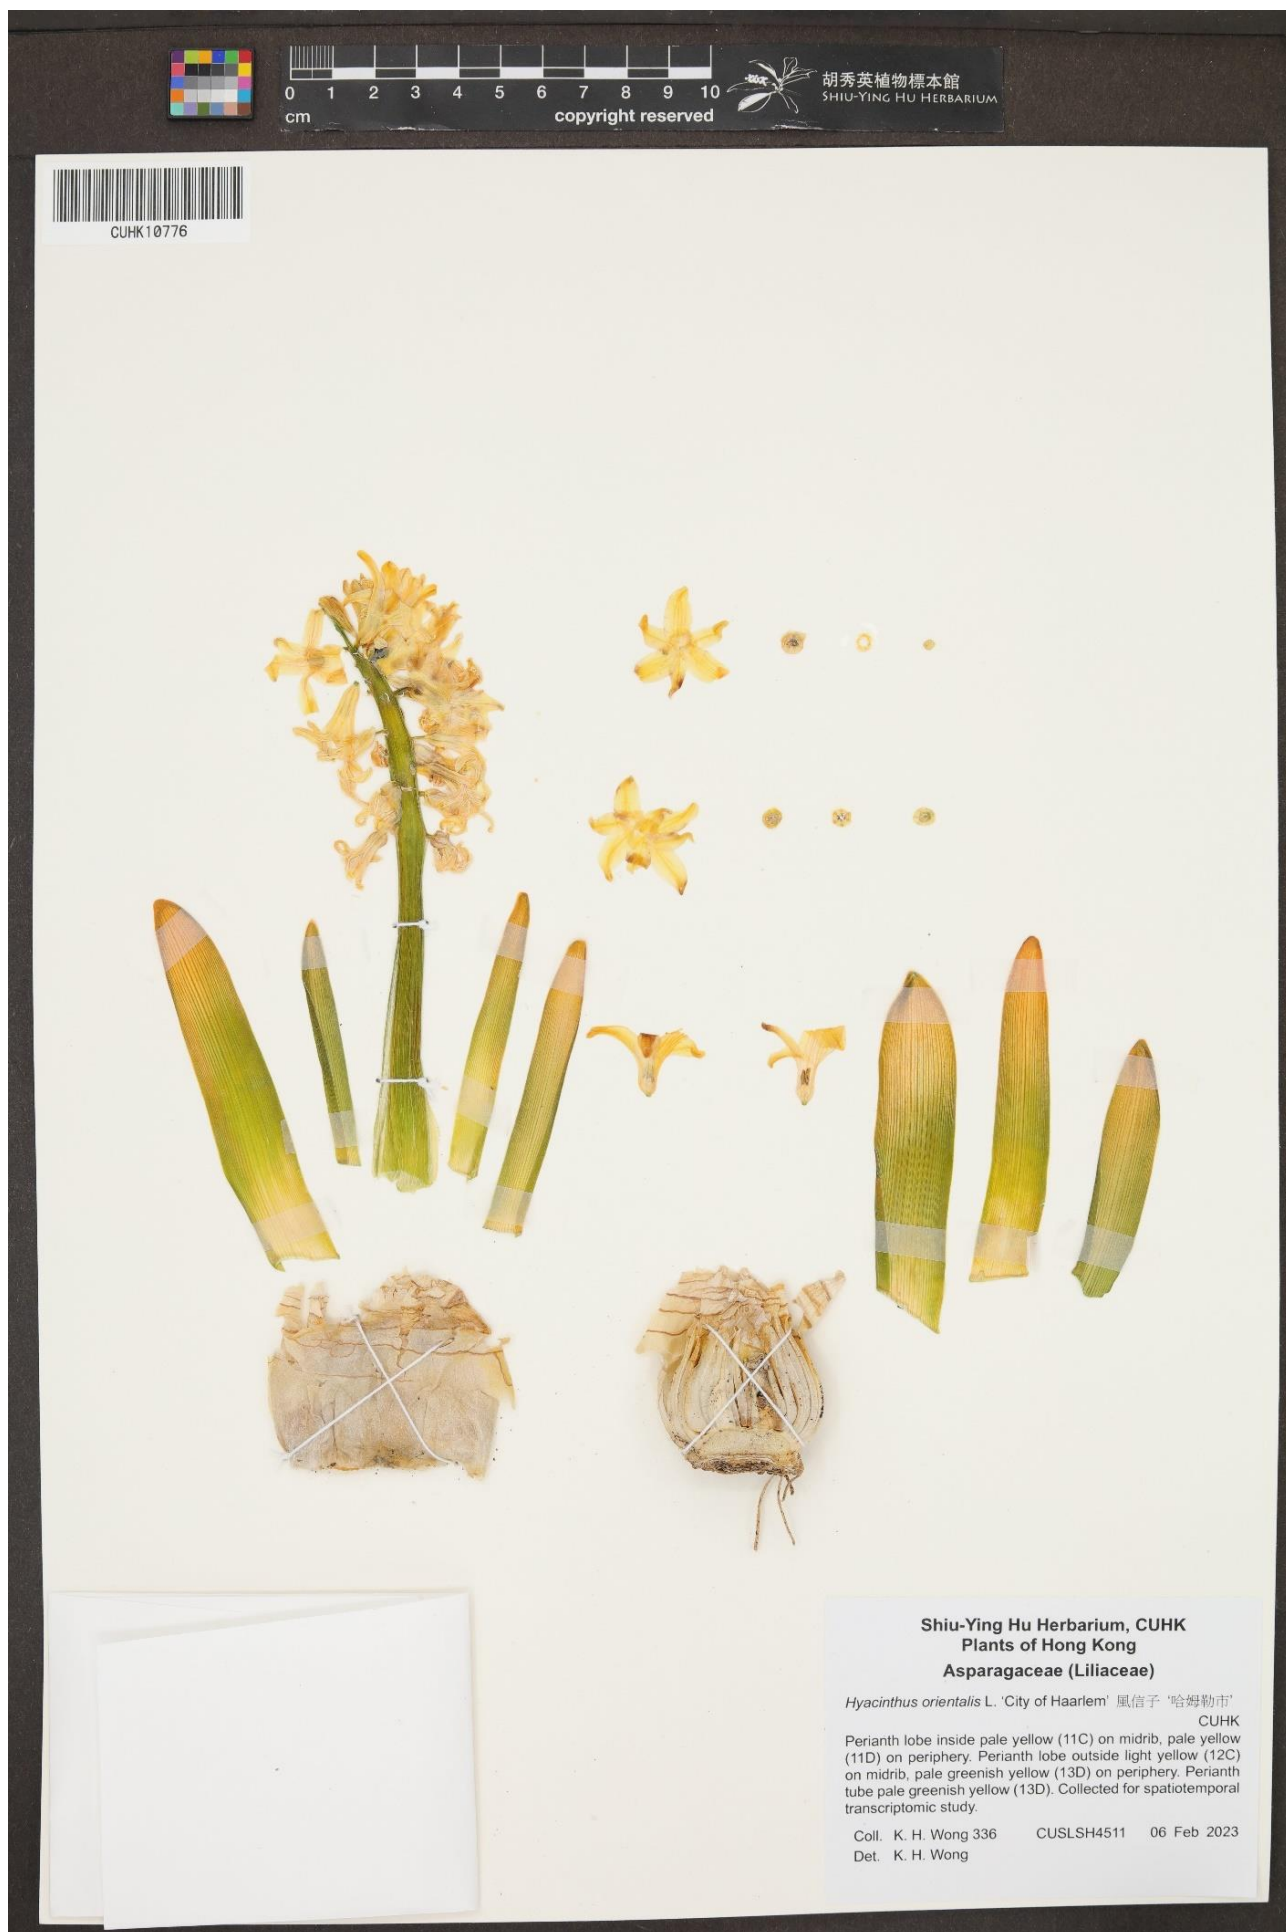

Fig. S6 – Voucher specimen of *Hyacinthus orientalis* L. 'China Pink' (K. H. Wong 333)

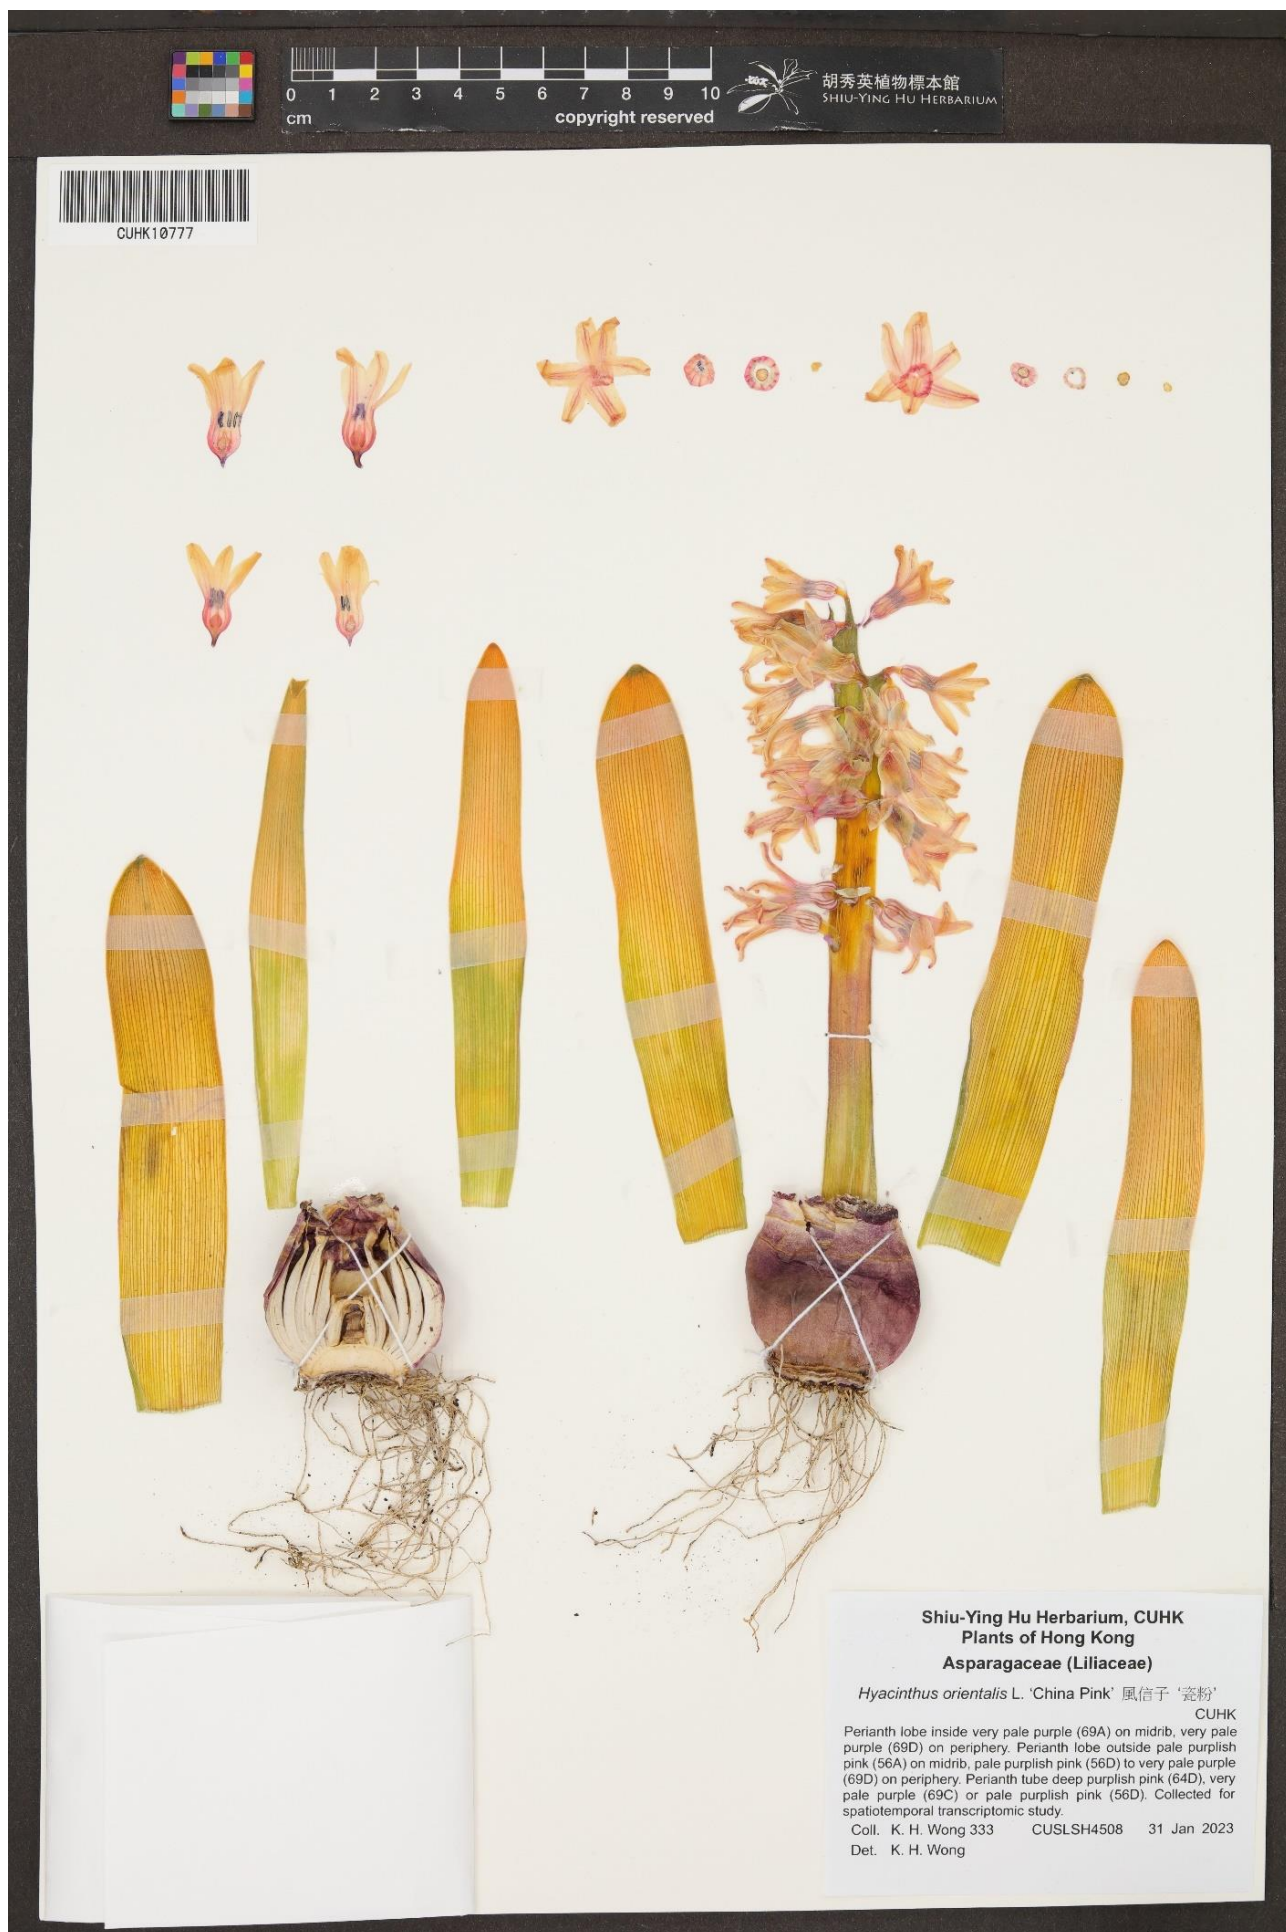

Fig. S7 – Voucher specimen of *Hyacinthus orientalis* L. 'Delft Blue' (K. H. Wong 330)

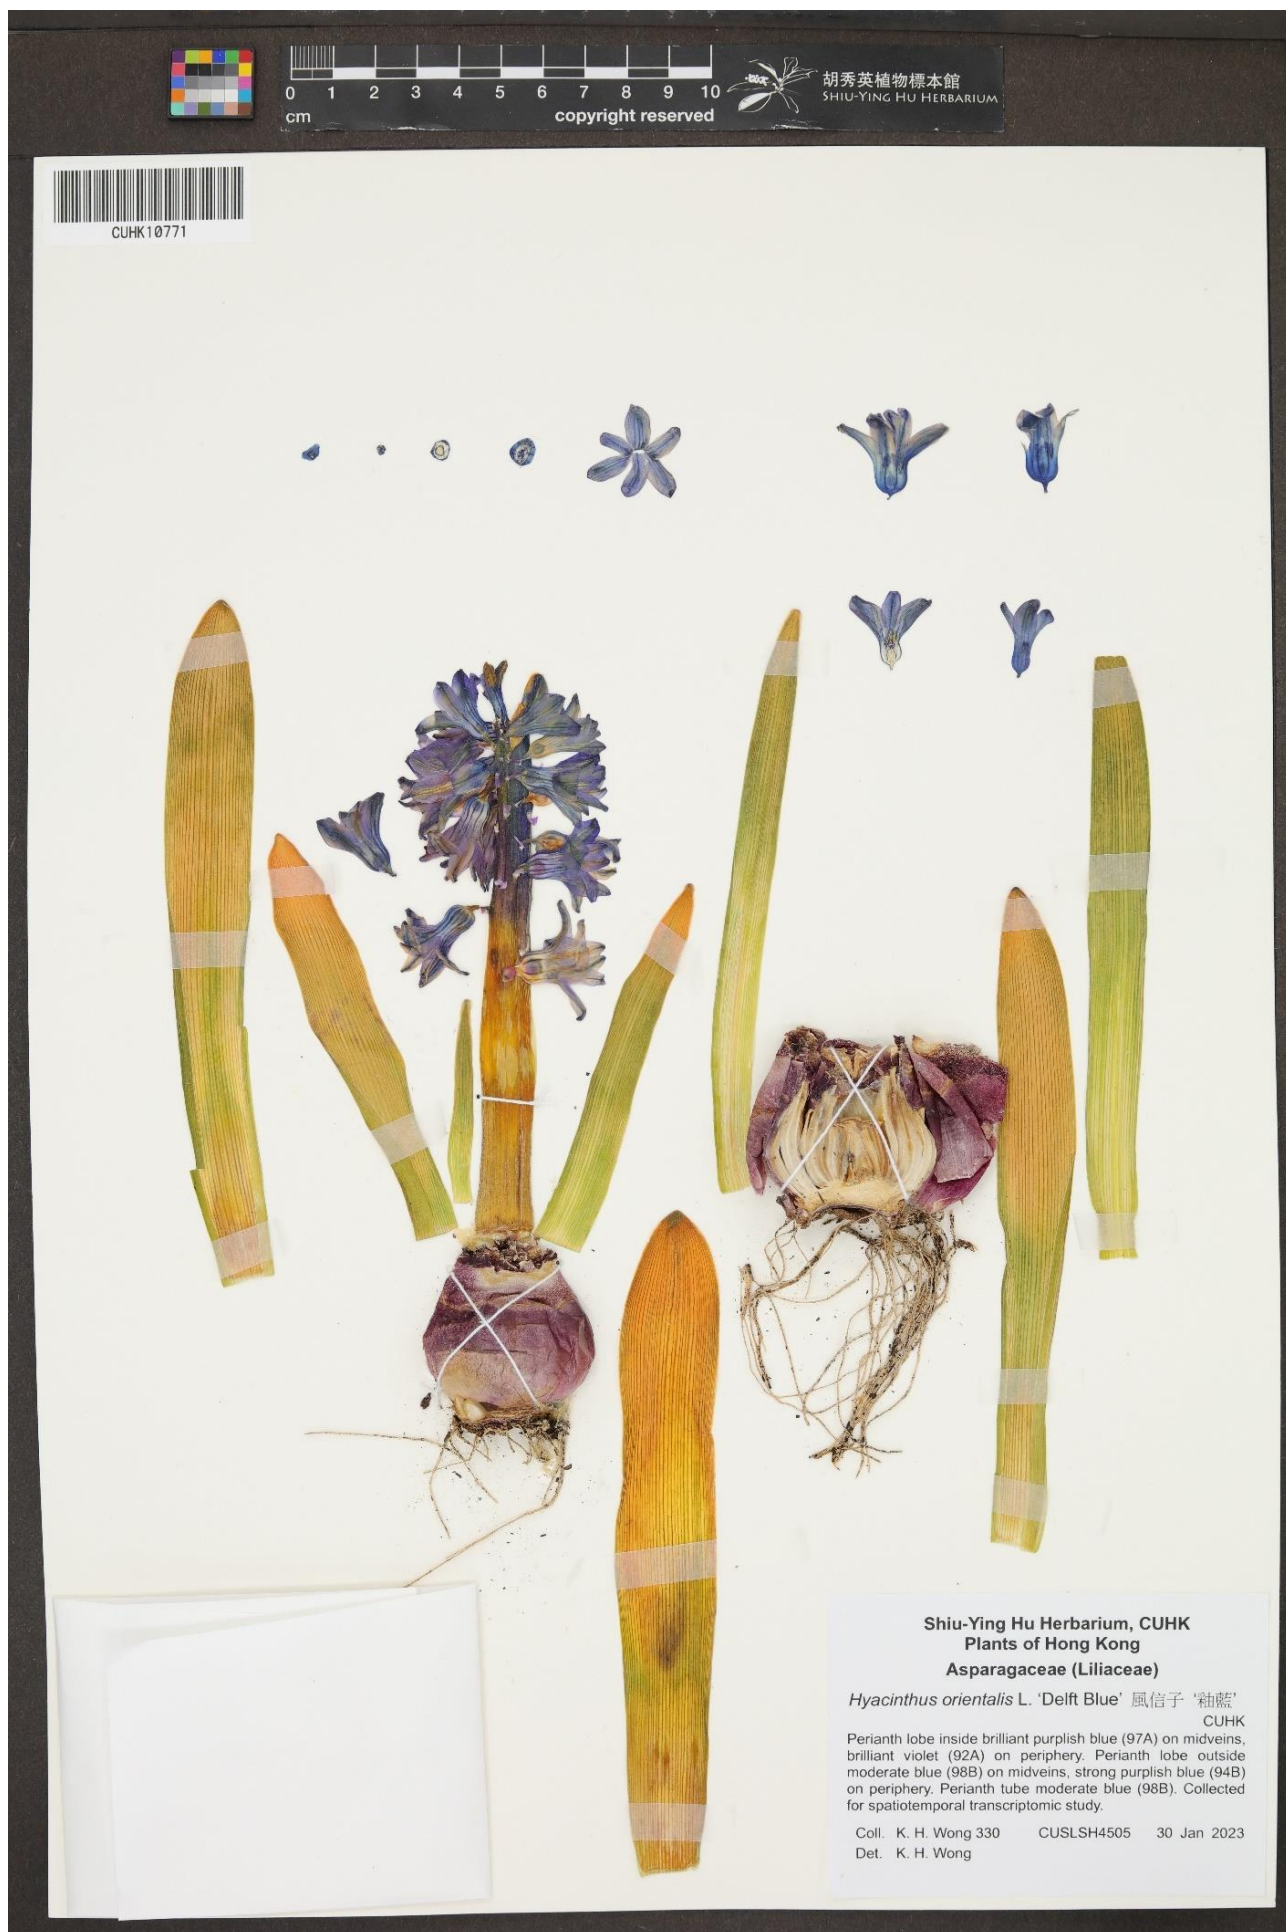

Fig. S8 – Voucher specimen of *Hyacinthus orientalis* L. 'Peter Stuyvesant' (K. H. Wong 335)

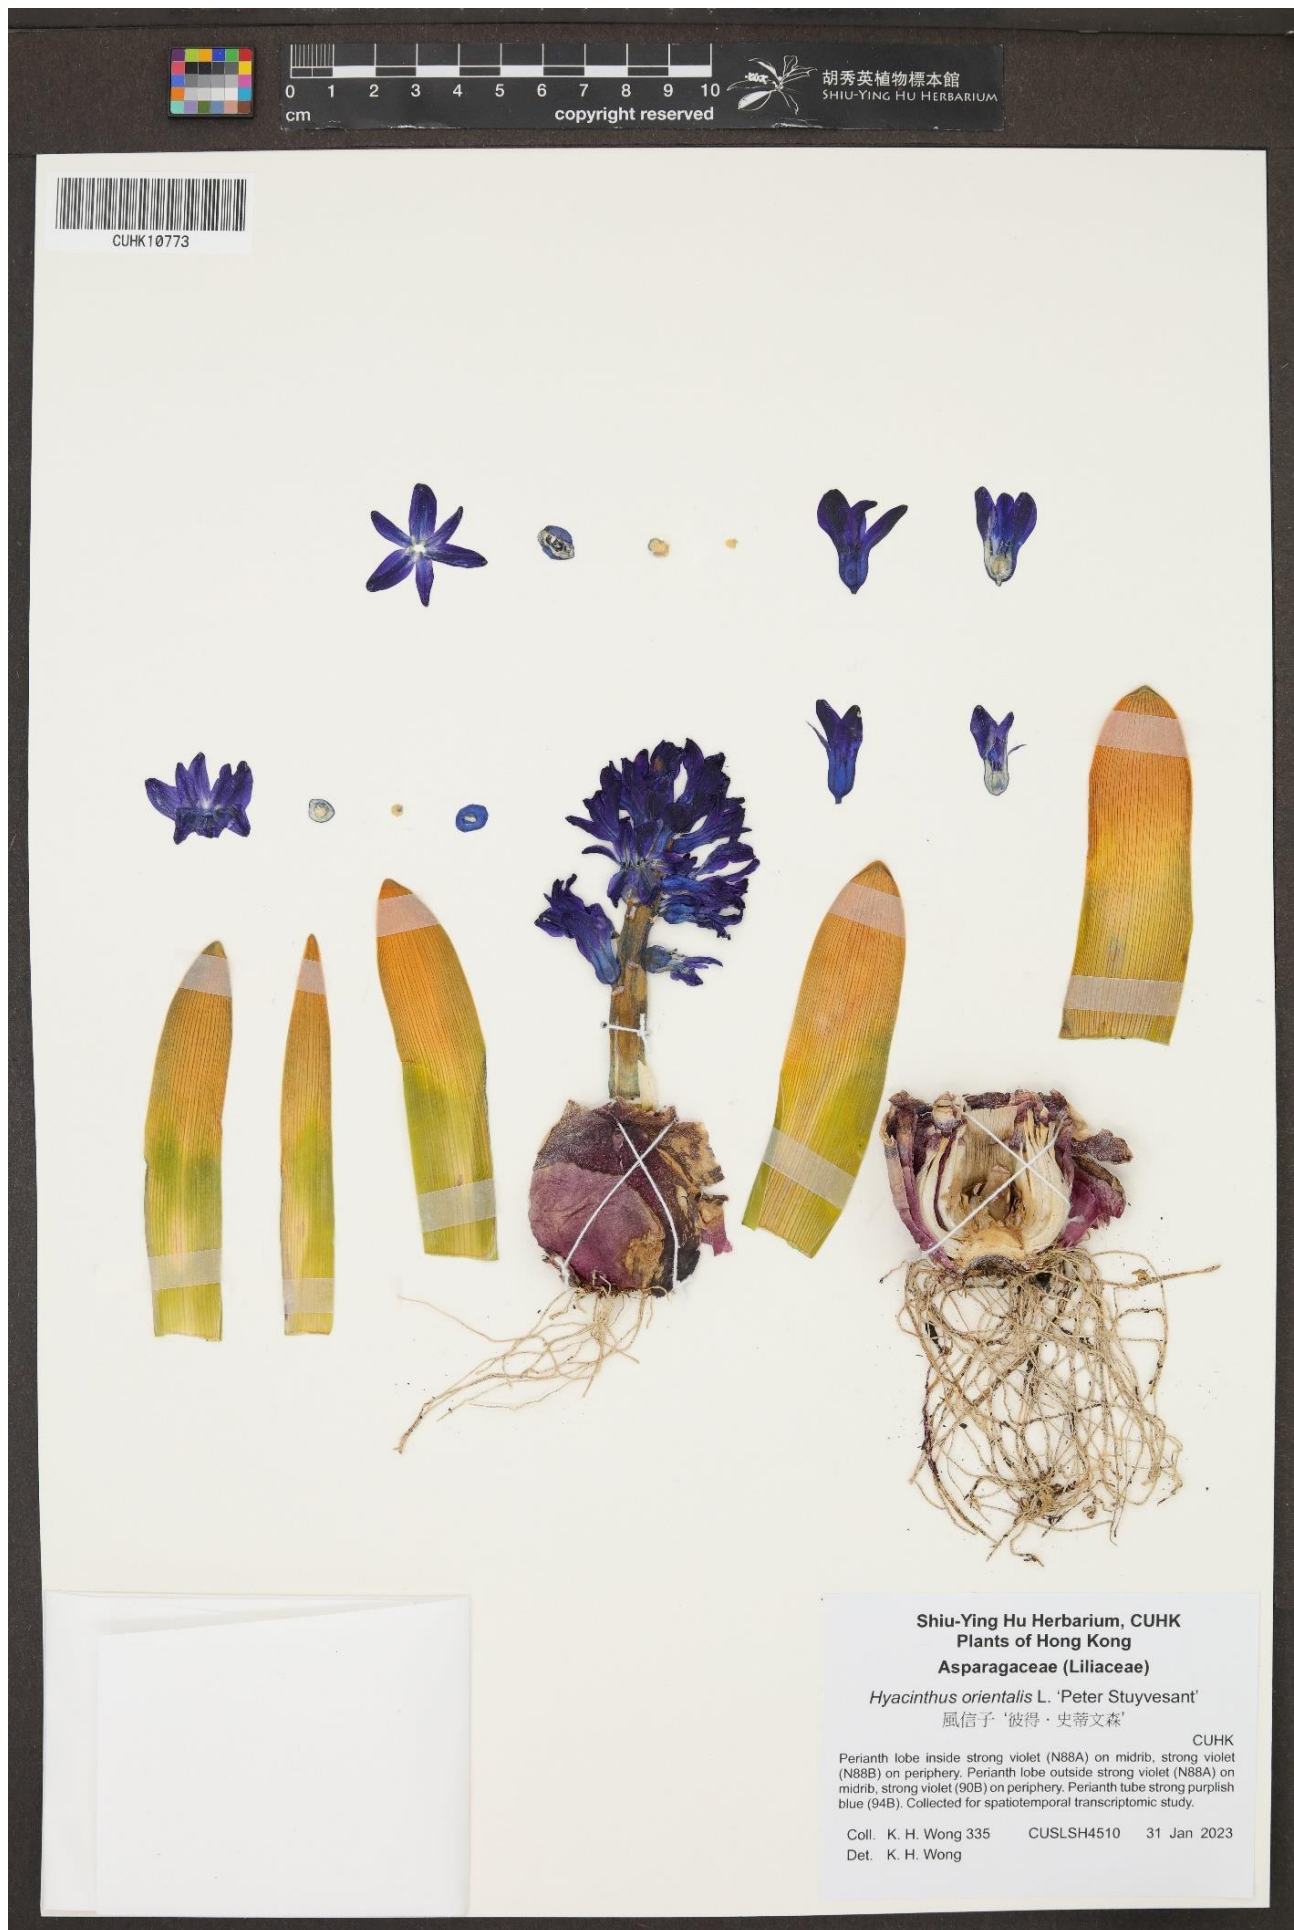

**Fig. S9 – Gel record of total RNA extracted from Stage B perianth partitions**

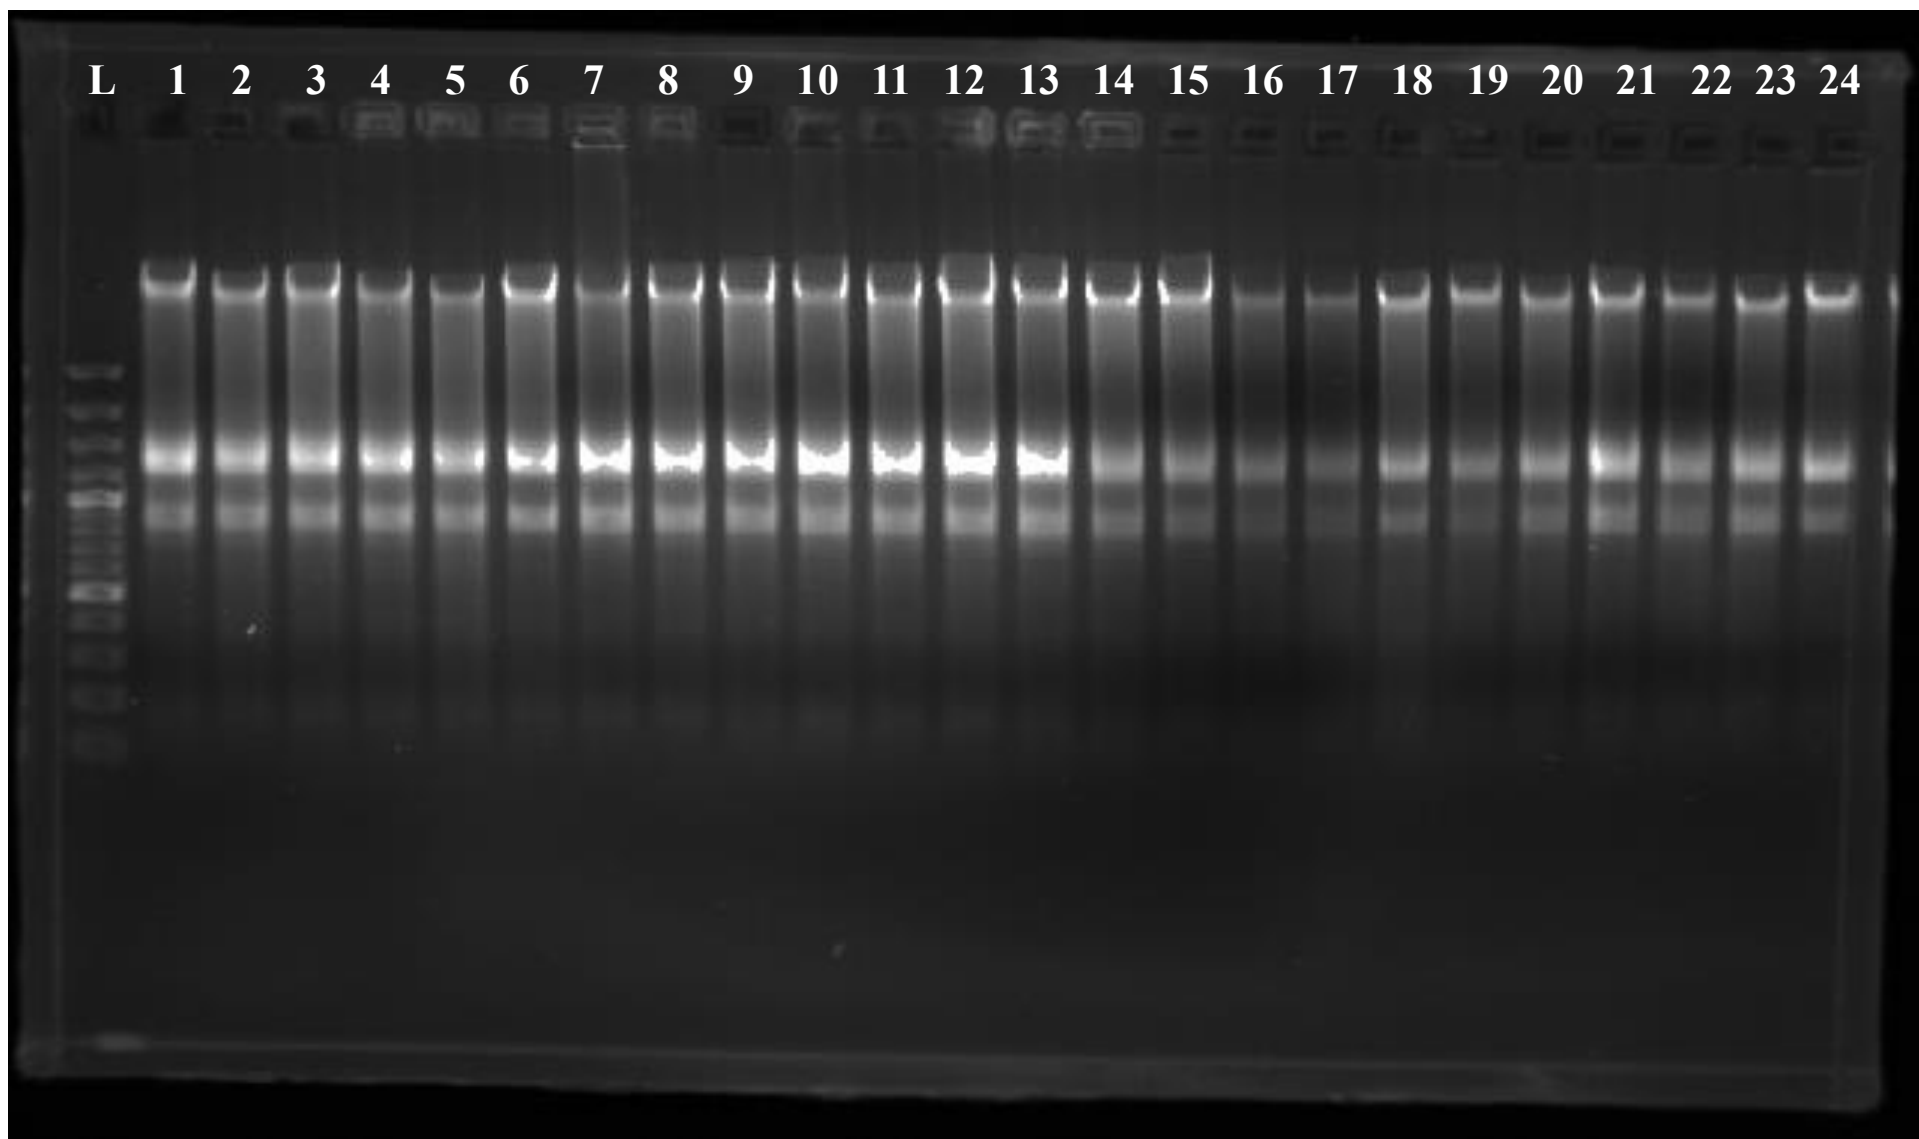

L - Ladder, 1 - CH2oB, 2 - CH2nB, 3 - CH2tB, 4 - CH3oB, 5 - CH3nB, 6 - CH3tB, 7 - DB1oB, 8 - DB1nB, 9 - DB1tB, 10 - DB2oB, 11 - DB2nB, 12 - DB2tB, 13 - DB3oB, 14 - DB3nB, 15 - DB3tB, 16 - JB1oB, 17 - JB1nB, 18 - JB1tB, 19 - JB2oB, 20 - JB2nB, 21 - JB2tB, 22 - JB3oB, 23 - JB3nB, 24 - JB3tB.

**Fig. S10 – Gel record of total RNA extracted from Stage B perianth partitions (Cont')**

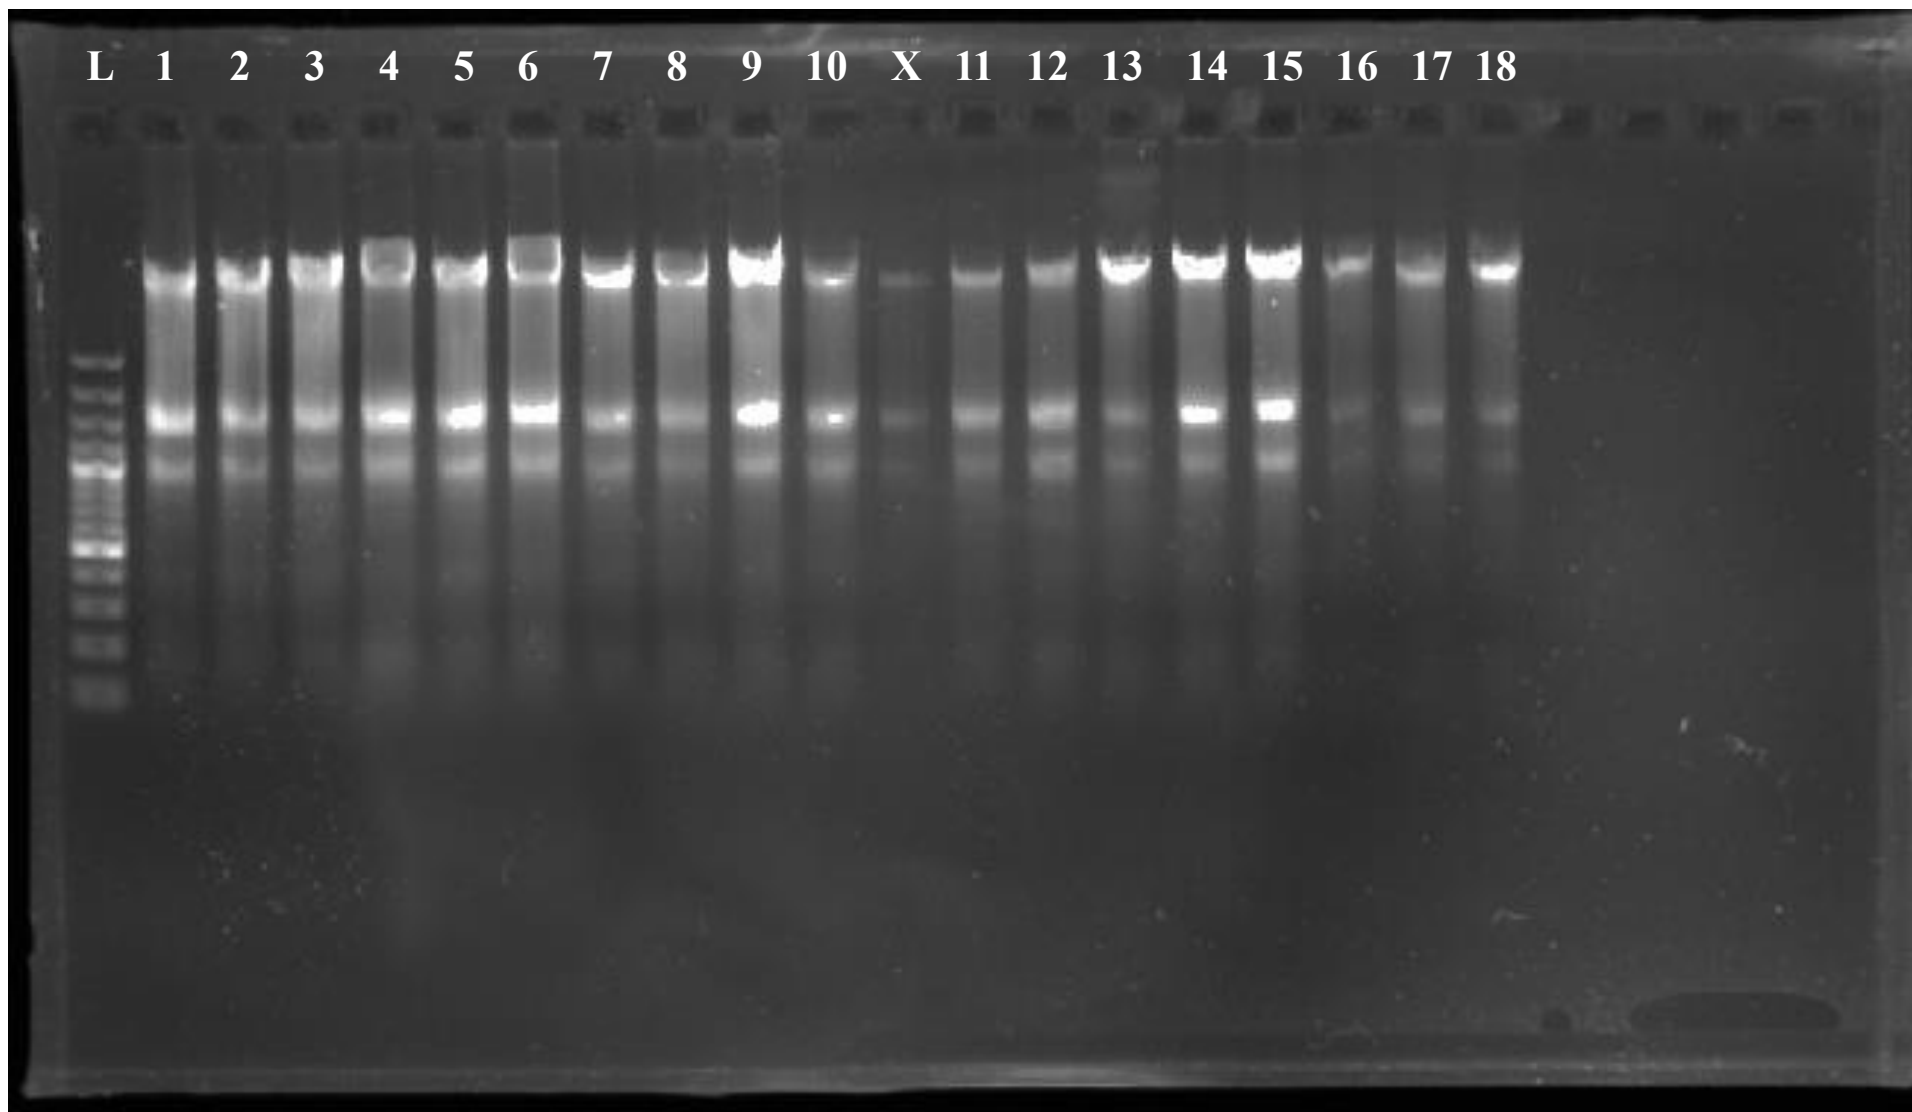

L - Ladder, 1 - CP1oB, 2 - CP1nB, 3 - CP1tB, 4 - CP2oB, 5 - CP2nB, 6 - CP2tB, 7 - CP3oB, 8 - CP3nB, 9 - CP3tB, 10 - PP1oB, X - erroneous pipetting, 11 - PP1nB, 12 - PP1tB, 13 - PP2oB, 14 - PP2nB, 15 - PP2tB, 16 - PP3oB, 17 - PP3nB, 18 - PP3tB.

**Fig. S11 – Gel record of total RNA extracted from Stage B perianth partitions (Cont')**

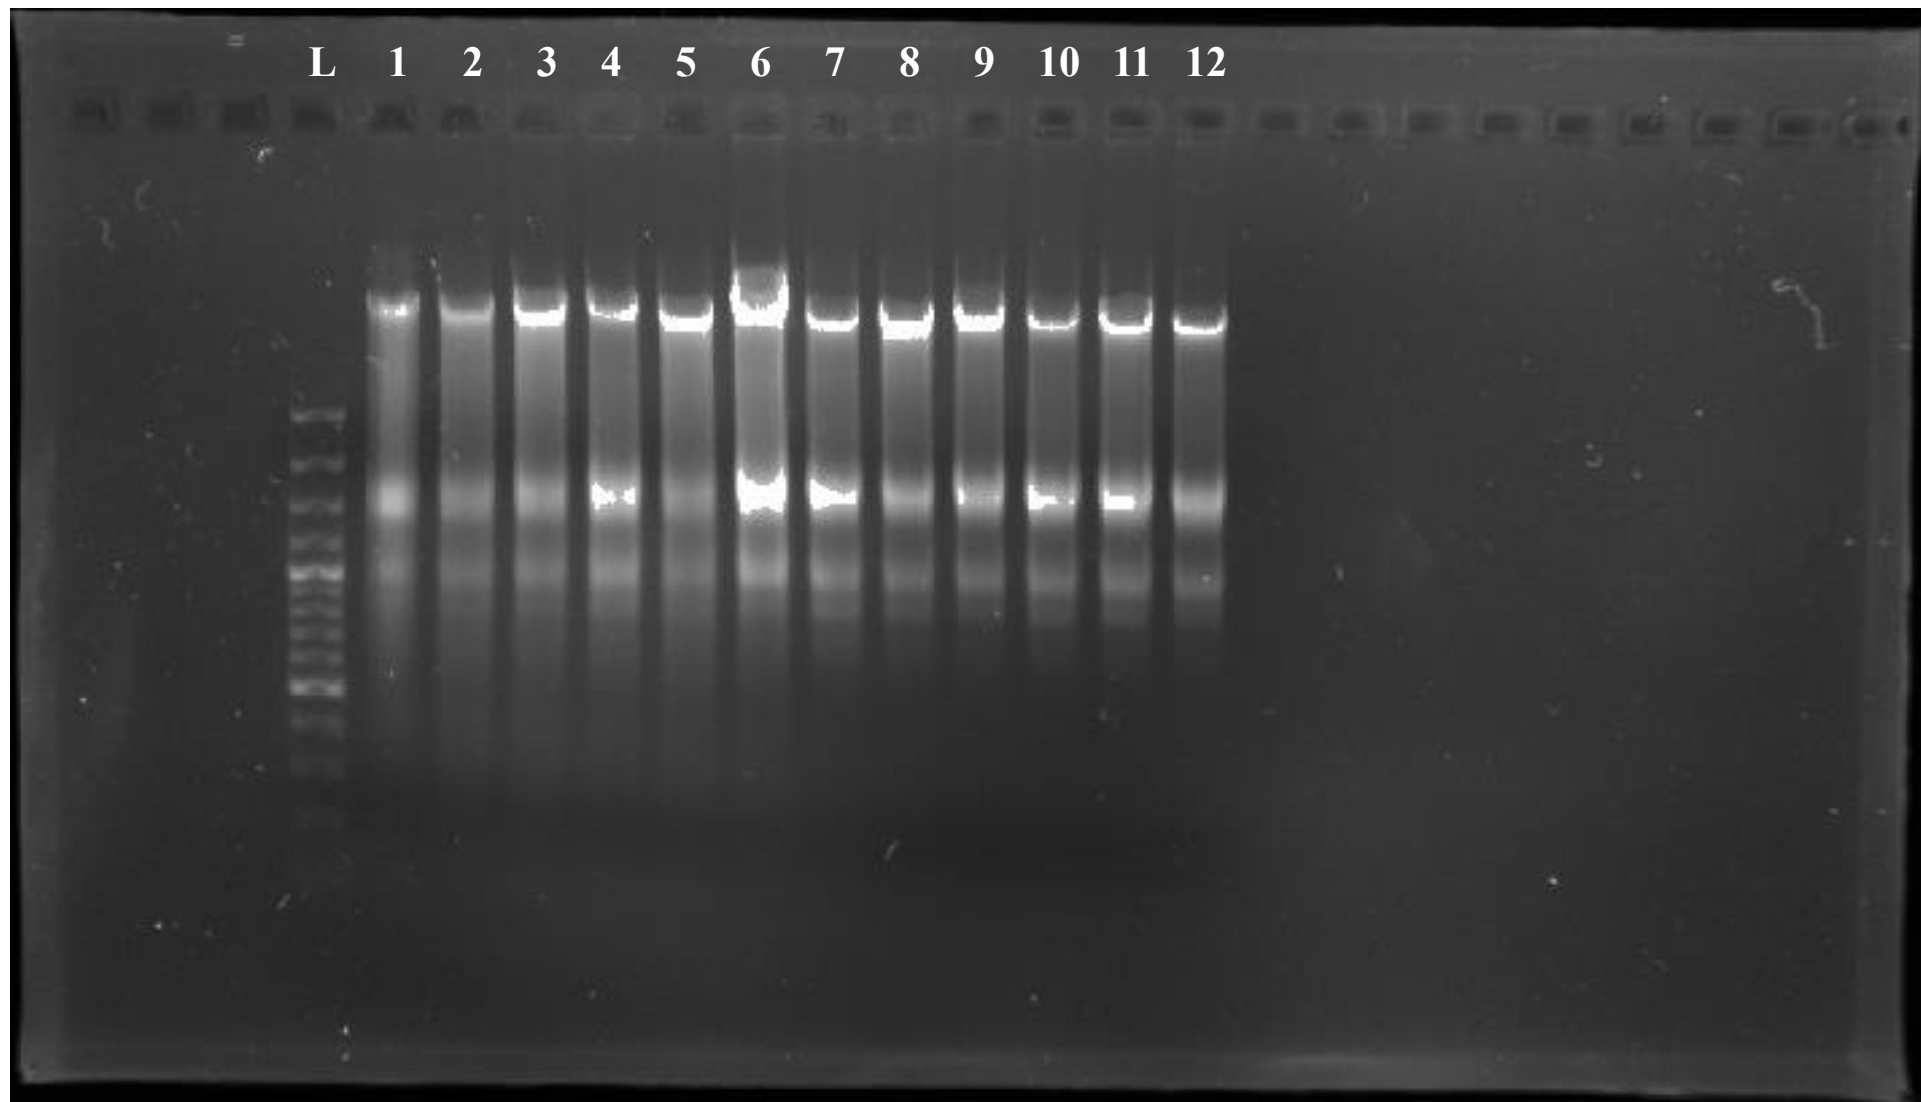

L - Ladder, 1 - GQ3oB, 2 -GQ3nB, 3 - GQ3tB, 4 - CH1oB, 5 - CH1nB, 6 - CH1tB, 7 - GQ1oB, 8 - GQ1nB, 9 - GQ1tB, 10 - GQ2oB, 11 - GQ2nB, 12 - GQ2tB.

**Fig. S12 – Gel record of total RNA extracted from Stage B perianth partitions (Cont')**

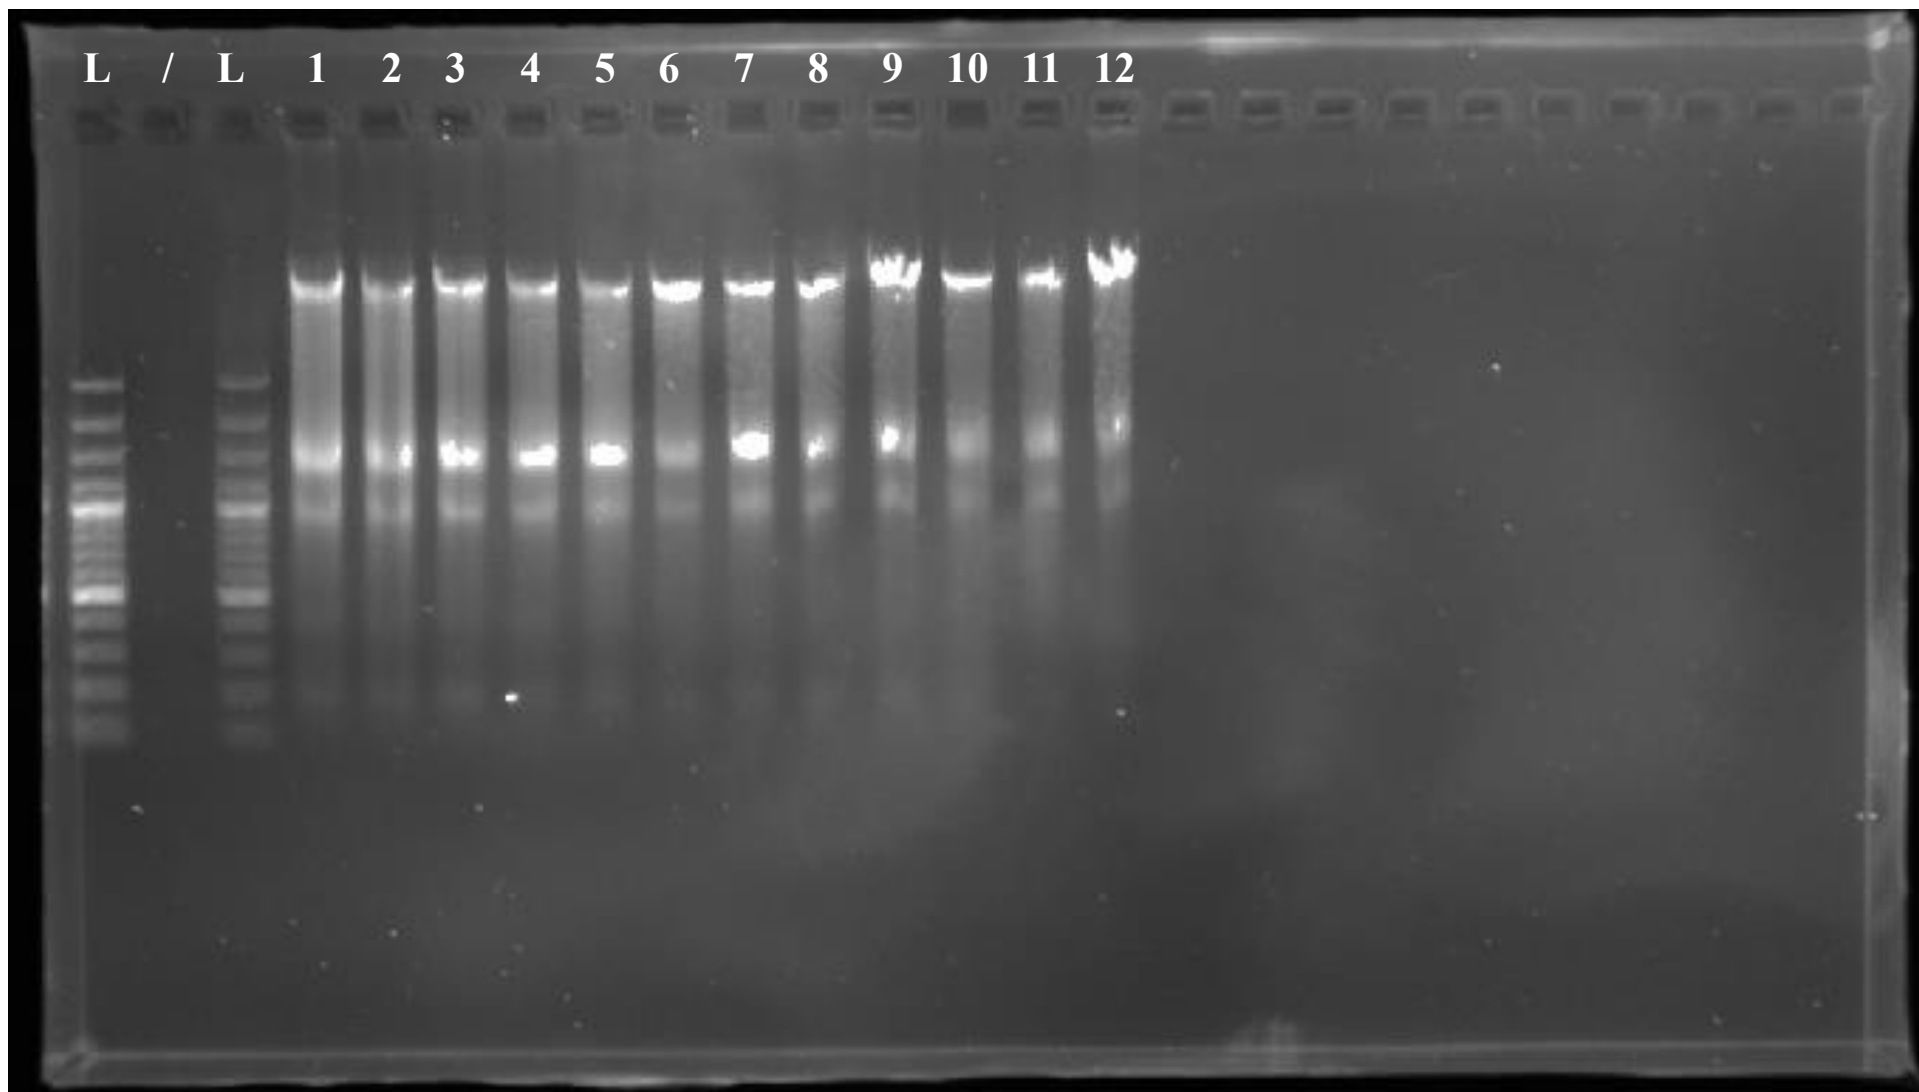

L - Ladder, / - empty, 1 - WD1oB, 2 - WD1nB, 3 - WD1tB, 4 - WD2oB, 5 - WD2nB, 6 - WD2tB, 7 - PS2oB, 8 - PS2nB, 9 - PS2tB, 10 - PS3oB, 11 - PS3nB, 12 - PS3tB. (The cultivar “WD” as ‘Woodstock’ was excluded from this study).

**Fig. S13 – Gel record of total RNA extracted from Stage B perianth partitions (Cont')**

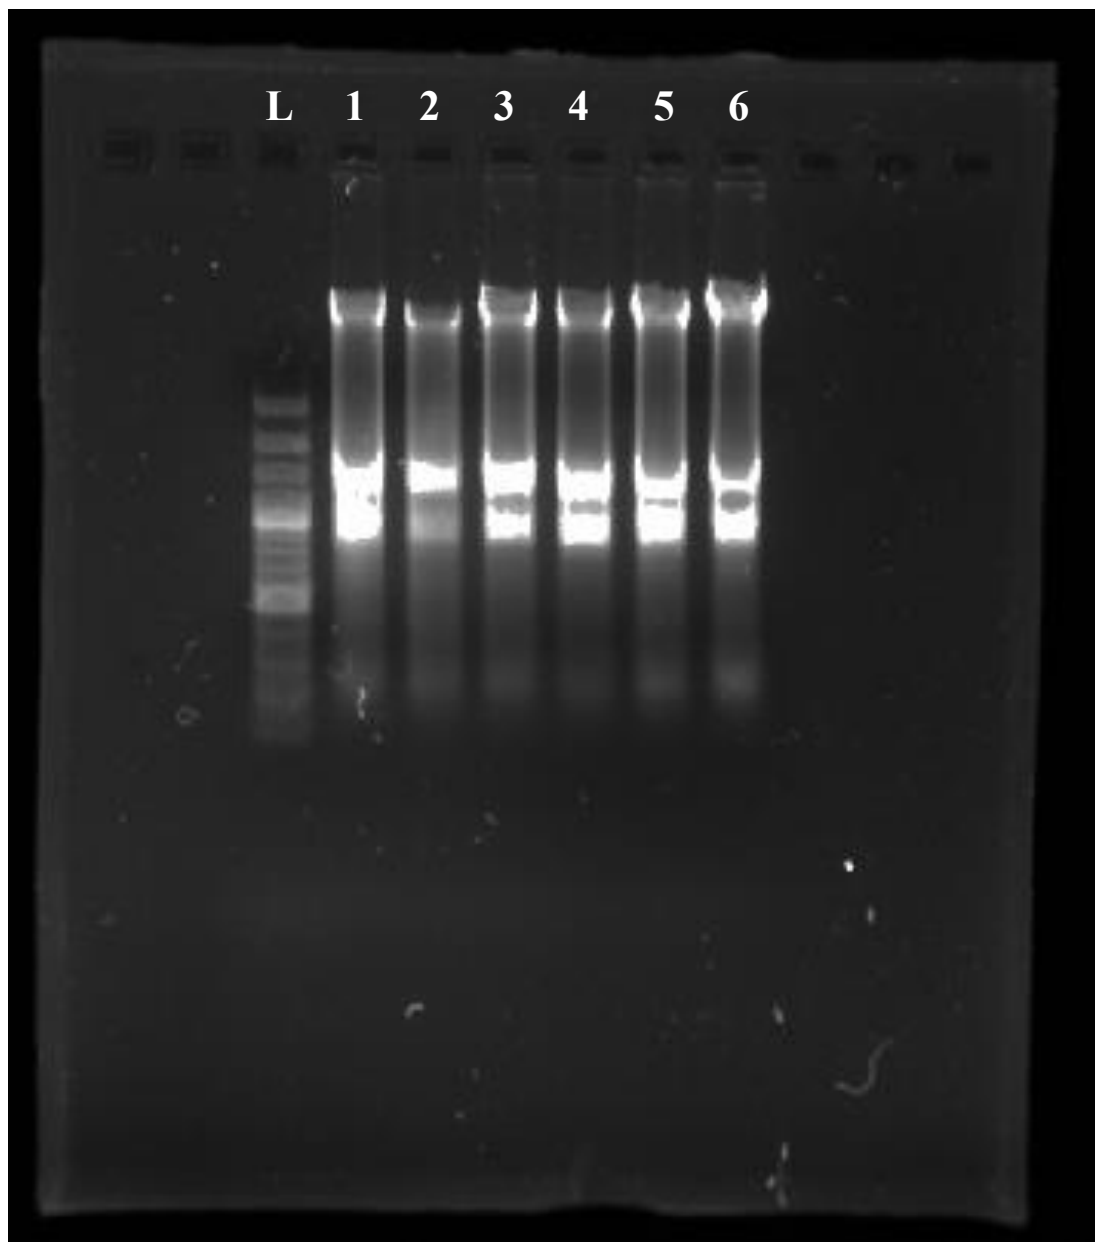

L - Ladder, 1 - WD3oB, 2 - WD3nB, 3 - WD3tB, 4 - PS1oB, 5 - PS1nB, 6 - PS1tB. (The cultivar “WD” as ‘Woodstock’ was excluded from this study).

**Fig. S14 – Gel record of total RNA extracted from Stage C perianth partitions**

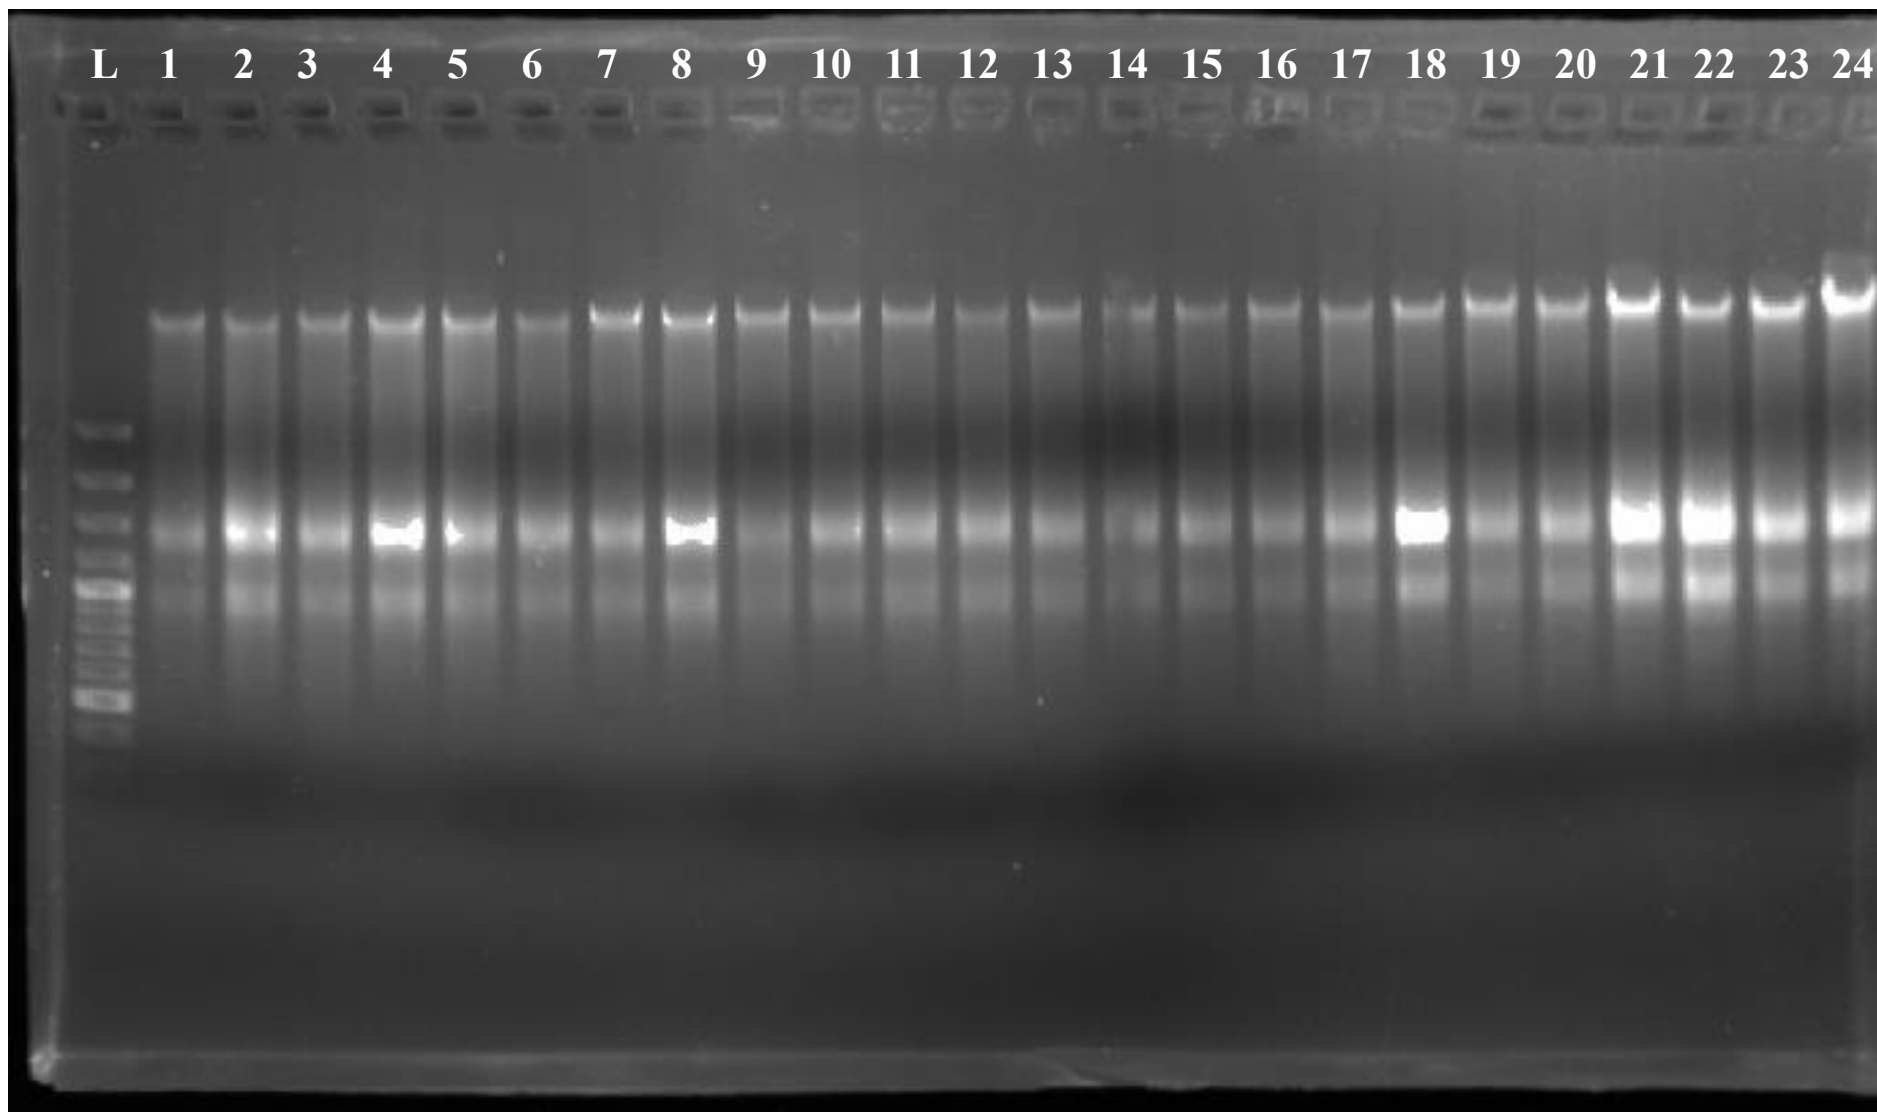

Lane L - Ladder, 1 - WD1oC, 2 - WD1nC, 3 - WD1tC, 4 - WD2oC, 5 -WD2nC, 6 -WD2tC, 7 -WD3oC, 8 - WD3nC, 9 - WD3tC, 10 - JB1oC, 11 - JB1nC, 12 - JB1tC, 13 - JB2oC, 14 - JB2nC, 15 - JB2tC, 16 - JB3oC, 17 - JB3nC, 18 - JB3tC, 19 - PS1oC, 20 - PS1nC, 21 - PS1tC, 22 - PS2oC, 23 - PS2nC, 24 - PS2tC. (The cultivar “WD” as ‘Woodstock’ was excluded from the study).

**Fig. S15 – Gel record of total RNA extracted from Stage C perianth partitions (Cont')**

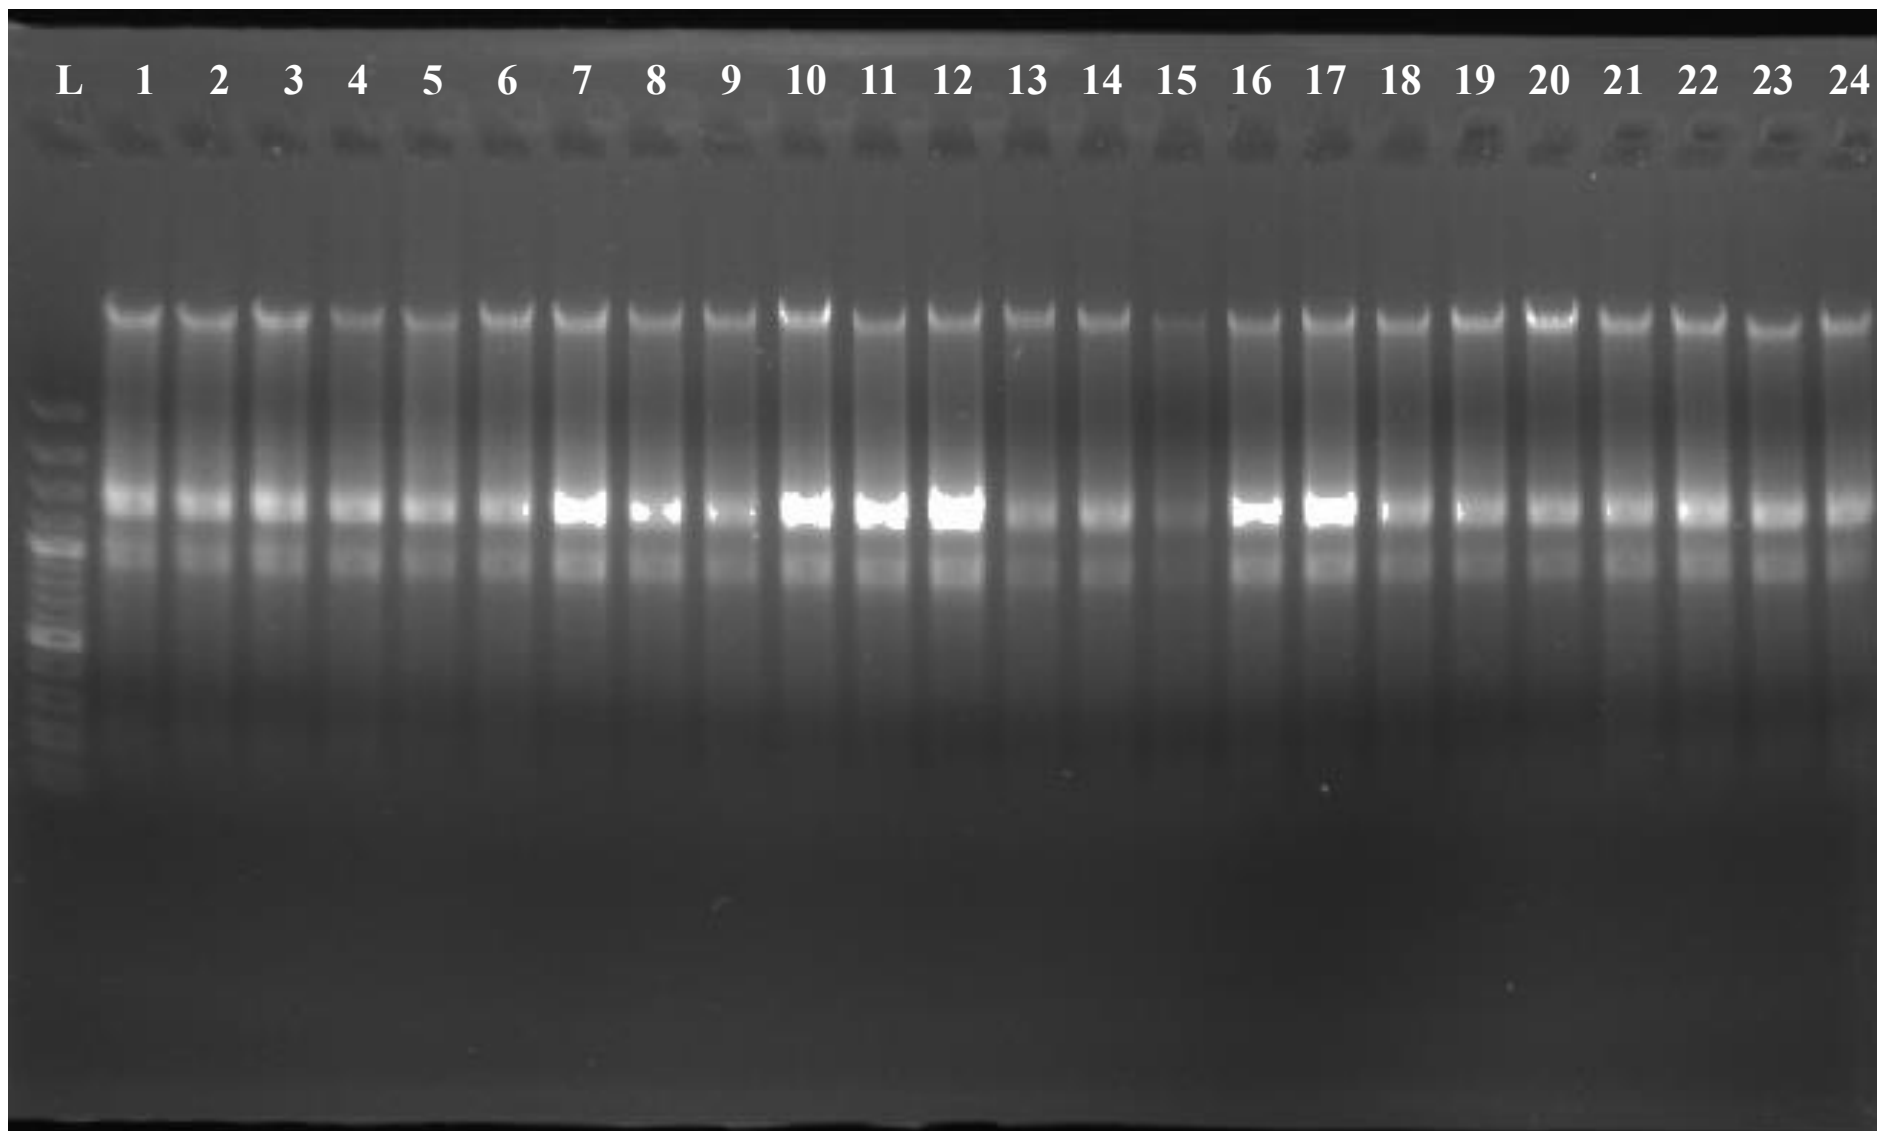

L - Ladder, 1 - PS3oC, 2 - PS3nC, 3 - PS3tC, 4 - CH1oC, 5 - CH1nC, 6 - CH1tC, 7 - CH2oC, 8 - CH2nC, 9 - CH2tC, 10 - CH3oC, 11 - CH3nC, 12 - CH3tC, 13 - PP1oC, 14 - PP1nC, 15 - PP1tC, 16 - DB1oC, 17 - DB1nC, 18 - DB1tC, 19 - DB2oC, 20 - DB2nC, 21 - DB2tC, 22 - DB3oC, 23 - DB3nC, 24 - DB3tC.

**Fig. S16 – Gel record of total RNA extracted from Stage C perianth partitions (Cont')**

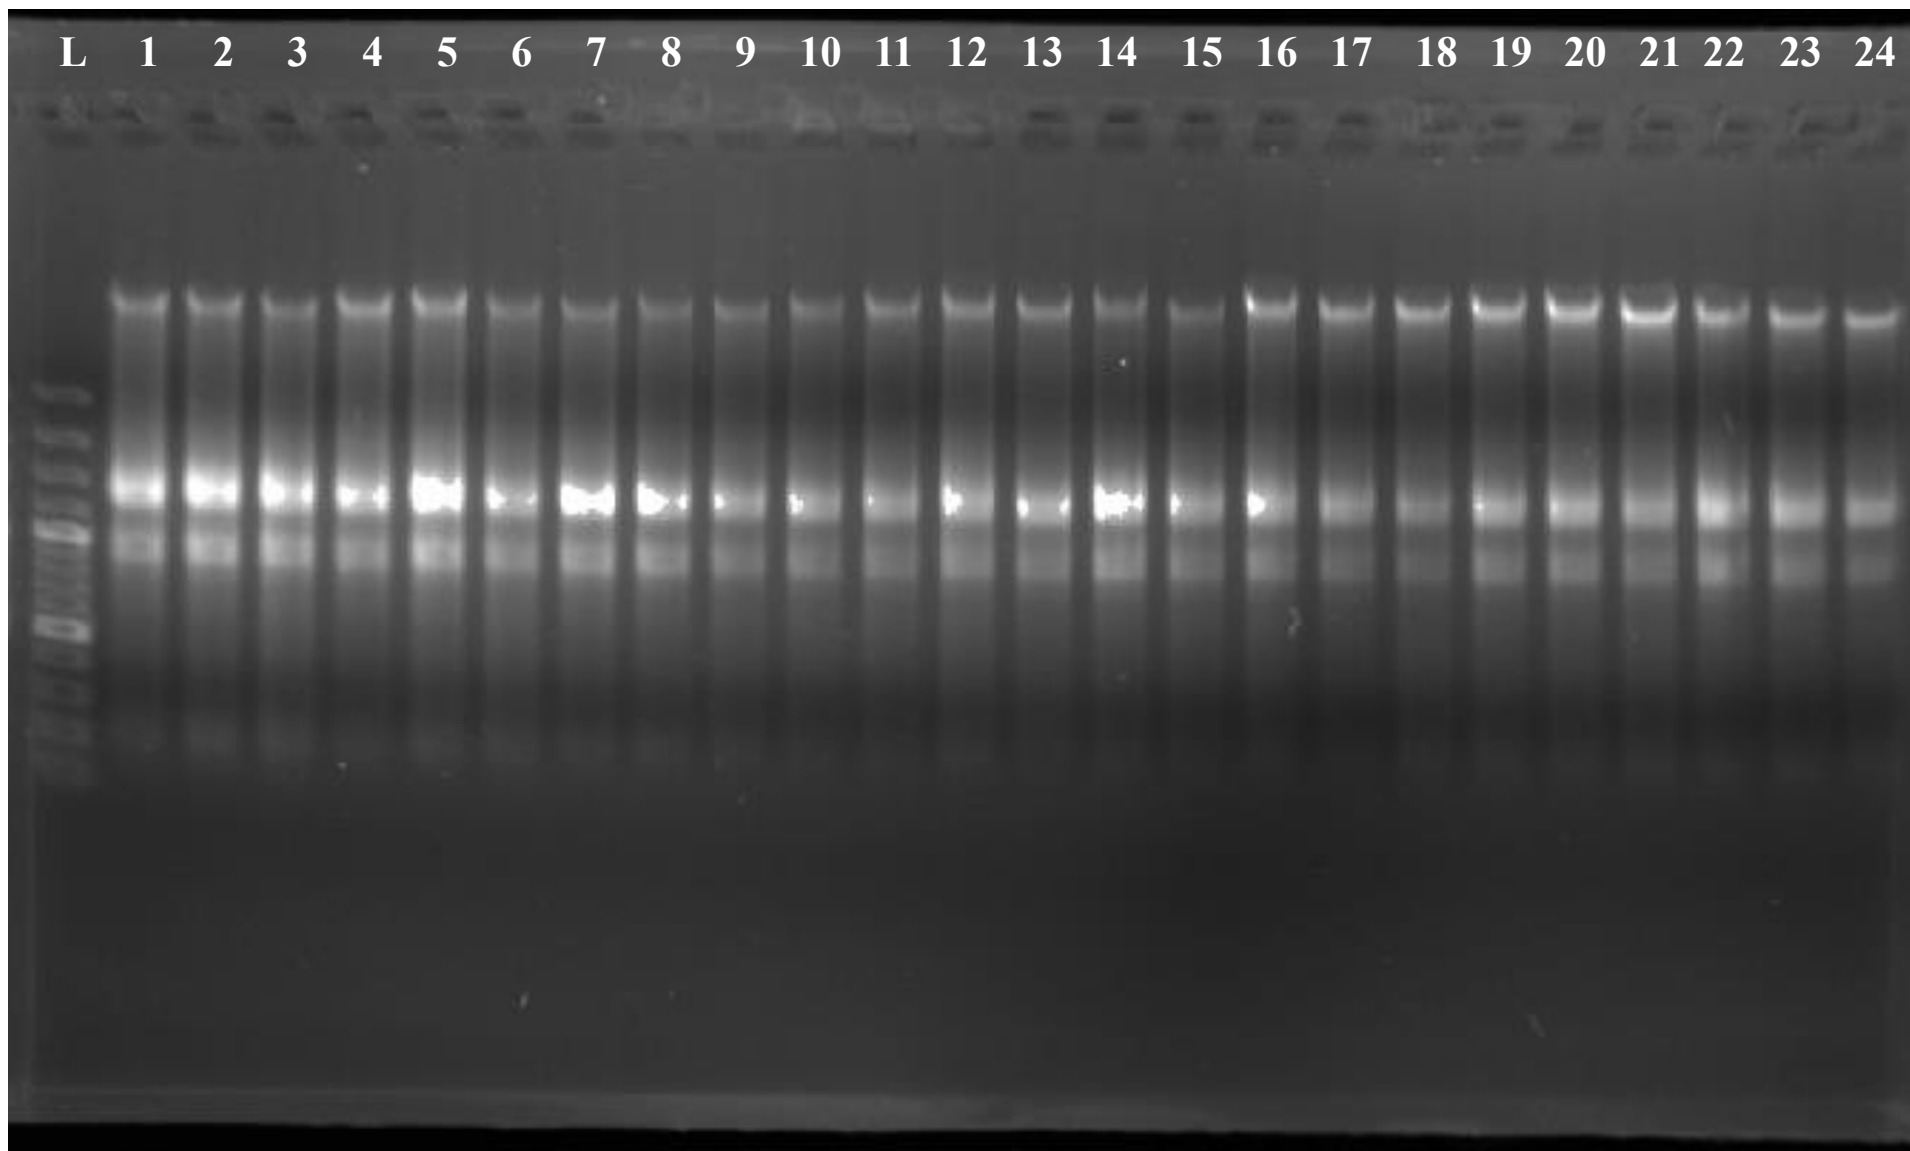

L - Ladder, 1 - PP2oC, 2 - PP2nC, 3 -PP2tC, 4 - PP3oC, 5 - PP3nC, 6 - PP3tC, 7 - GQ1oC, 8 - GQ1nC, 9 - GQ1tC, 10 - GQ2oC, 11 - GQ2nC, 12 - GQ2tC, 13 - GQ3oC, 14 - GQ3nC, 15 - GQ3tC, 16 - CP1oC, 17 - CP1nC, 18 - CP1tC, 19 - CP2oC, 20 - CP2nC, 21 - CP2tC, 22 - CP3oC, 23 - CP3nC, 24 -CP3tC.

**Fig. S17 – Gel record of total RNA extracted from Stage A perianth partitions**

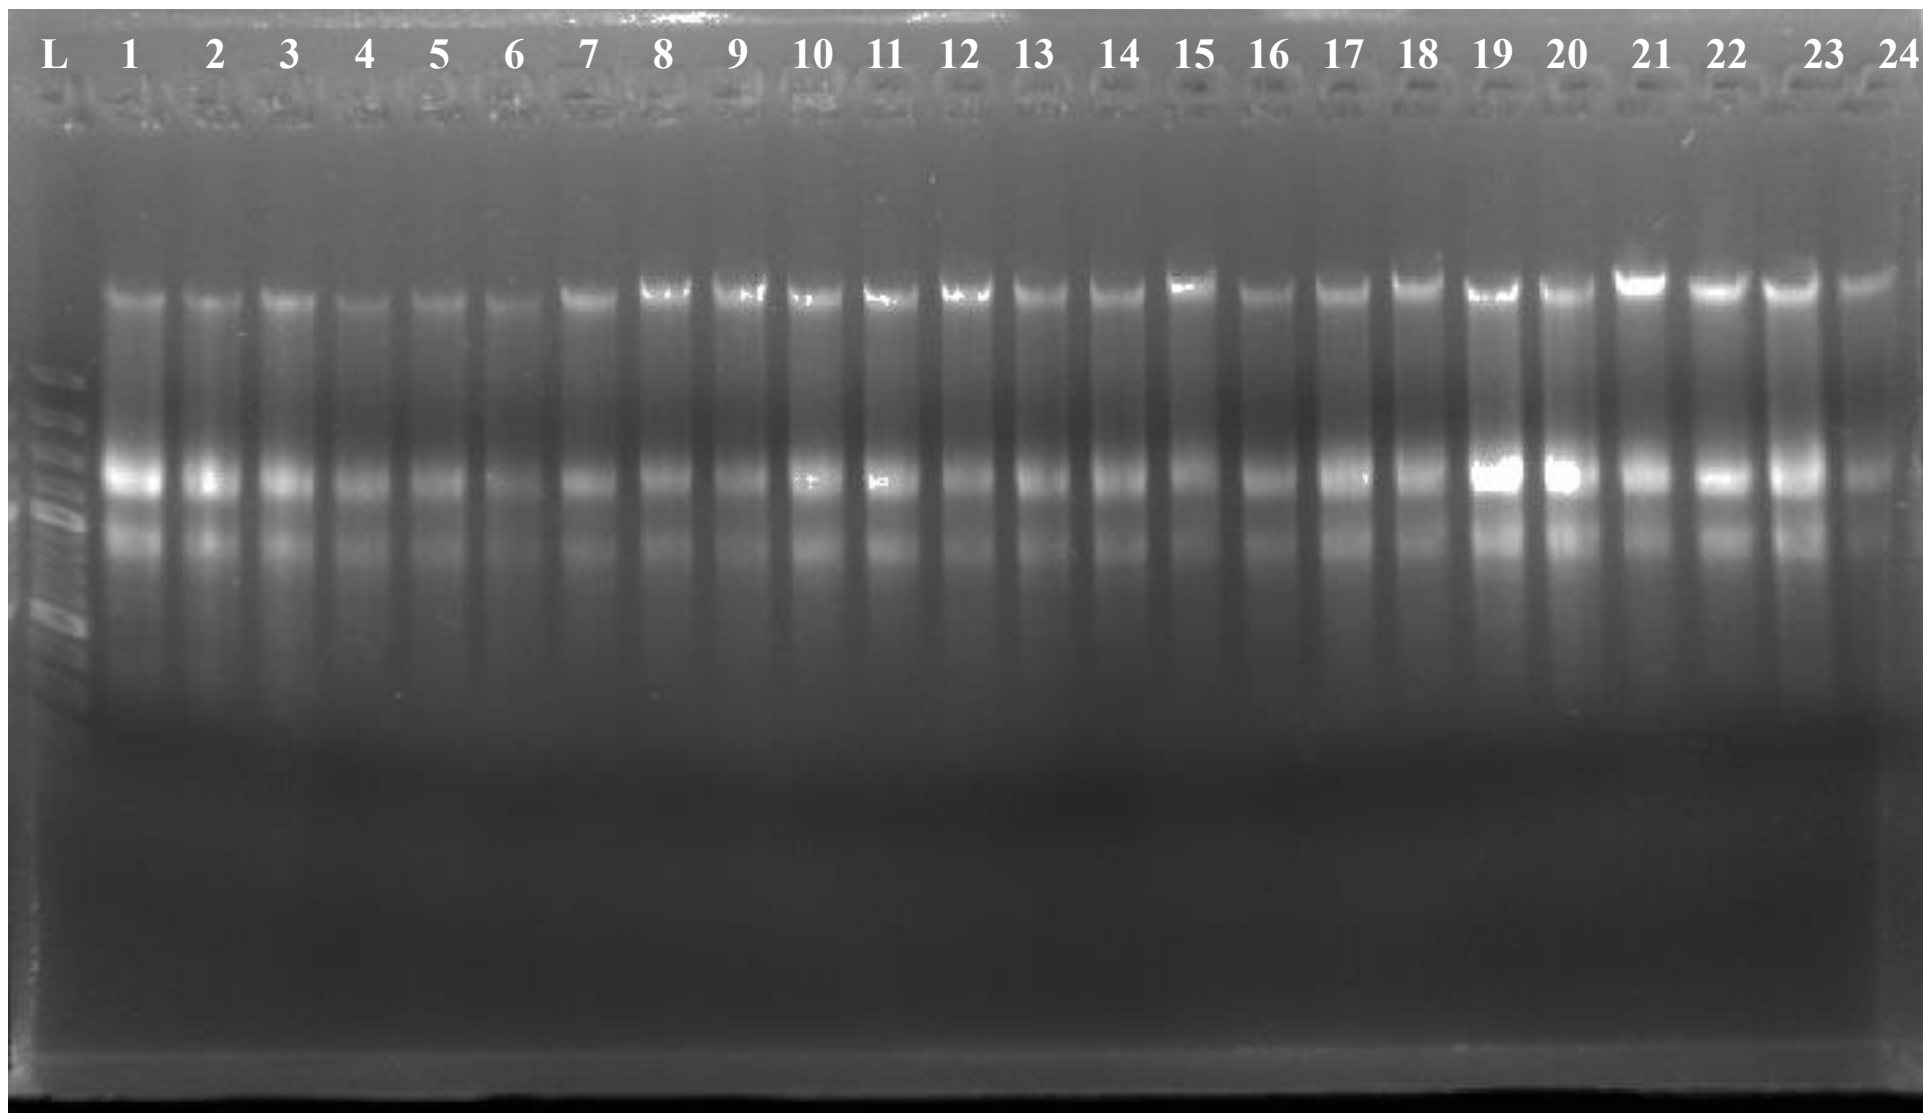

L - Ladder, 1 - GQ1oA, 2- GQ1nA, 3 - GQ1tA, 4 - GQ2oA, 5 - GQ2nA, 6 - GQ2tA, 7 - GQ3oA, 8 - GQ3nA, 9 - GQ3tA, 10 - CH1oA, 11 - CH1nA, 12 - CH1tA, 13 - CH2oA, 14 - CH2nA, 15 - CH2tA, 16- CH3oA, 17 - CH3nA, 18 - CH3tA, 19 - WD1oA, 20 - WD1nA, 21 - WD1tA, 22 - WD2oA, 23 - WD2nA, 24 - WD2tA. (The cultivar “WD” as ‘Woodstock’ was excluded from this study).

**Fig. S18 – Gel record of total RNA extracted from Stage A perianth partitions (Cont')**

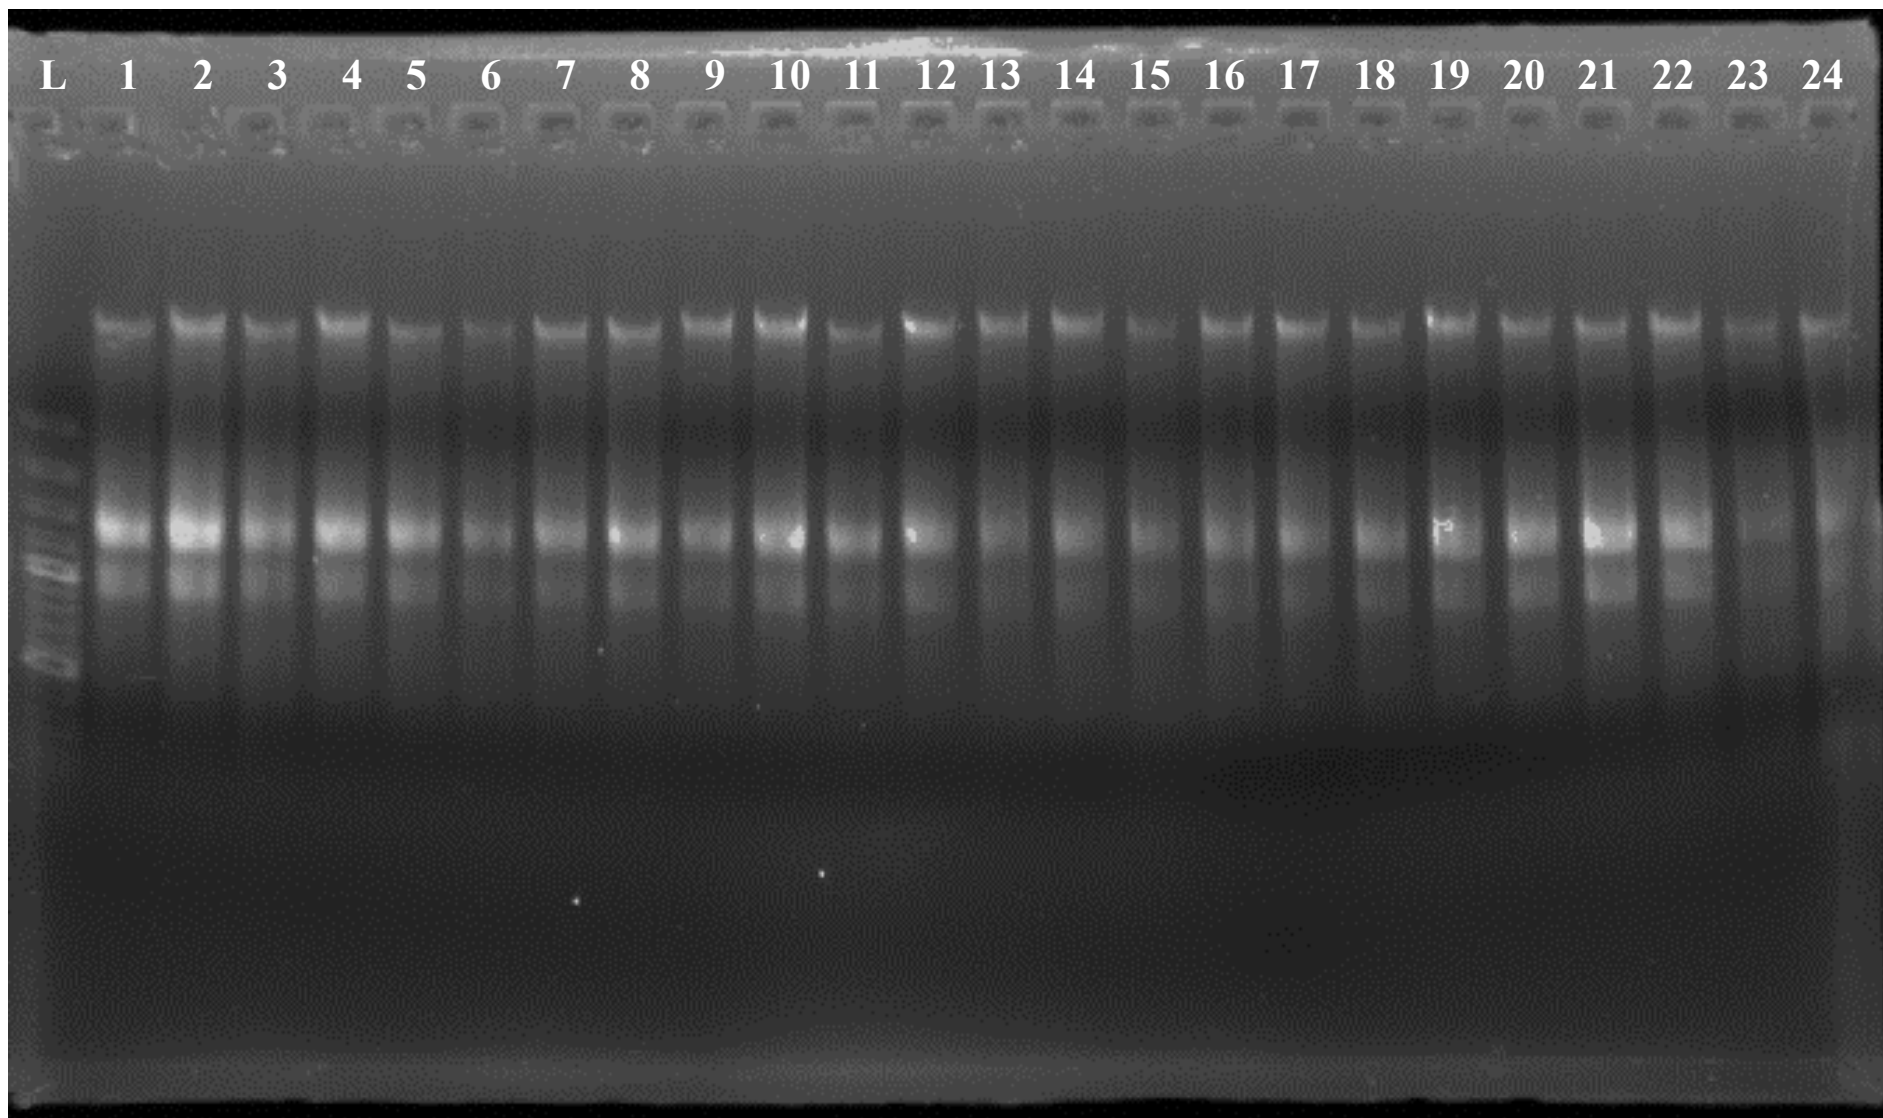

L - Ladder , 1 - WD3oA, 2 - WD3nA, 3 - WD3tA, 4 - JB1oA, 5 - JB1nA, 6 -JB1tA, 7 - JB2oA, 8 - JB2nA, 9 - JB2tA, 10 - JB3oA, 11 - JB3nA, 12 - JB3tA, 13 - PP1oA, 14 - PP1nA, 15 - PP1tA, 16 - PP2oA, 17 - PP2nA, 18 - PP2tA, 19 - PP3oA, 20 - PP3nA, 21 - PP3tA, 22 - CP1oA, 23 - CP1nA, 24 - CP1tA. (The cultivar “WD” as ‘Woodstock’ was excluded from this study).

**Fig. S19 – Gel record of total RNA extracted from Stage A perianth partitions (Cont')**

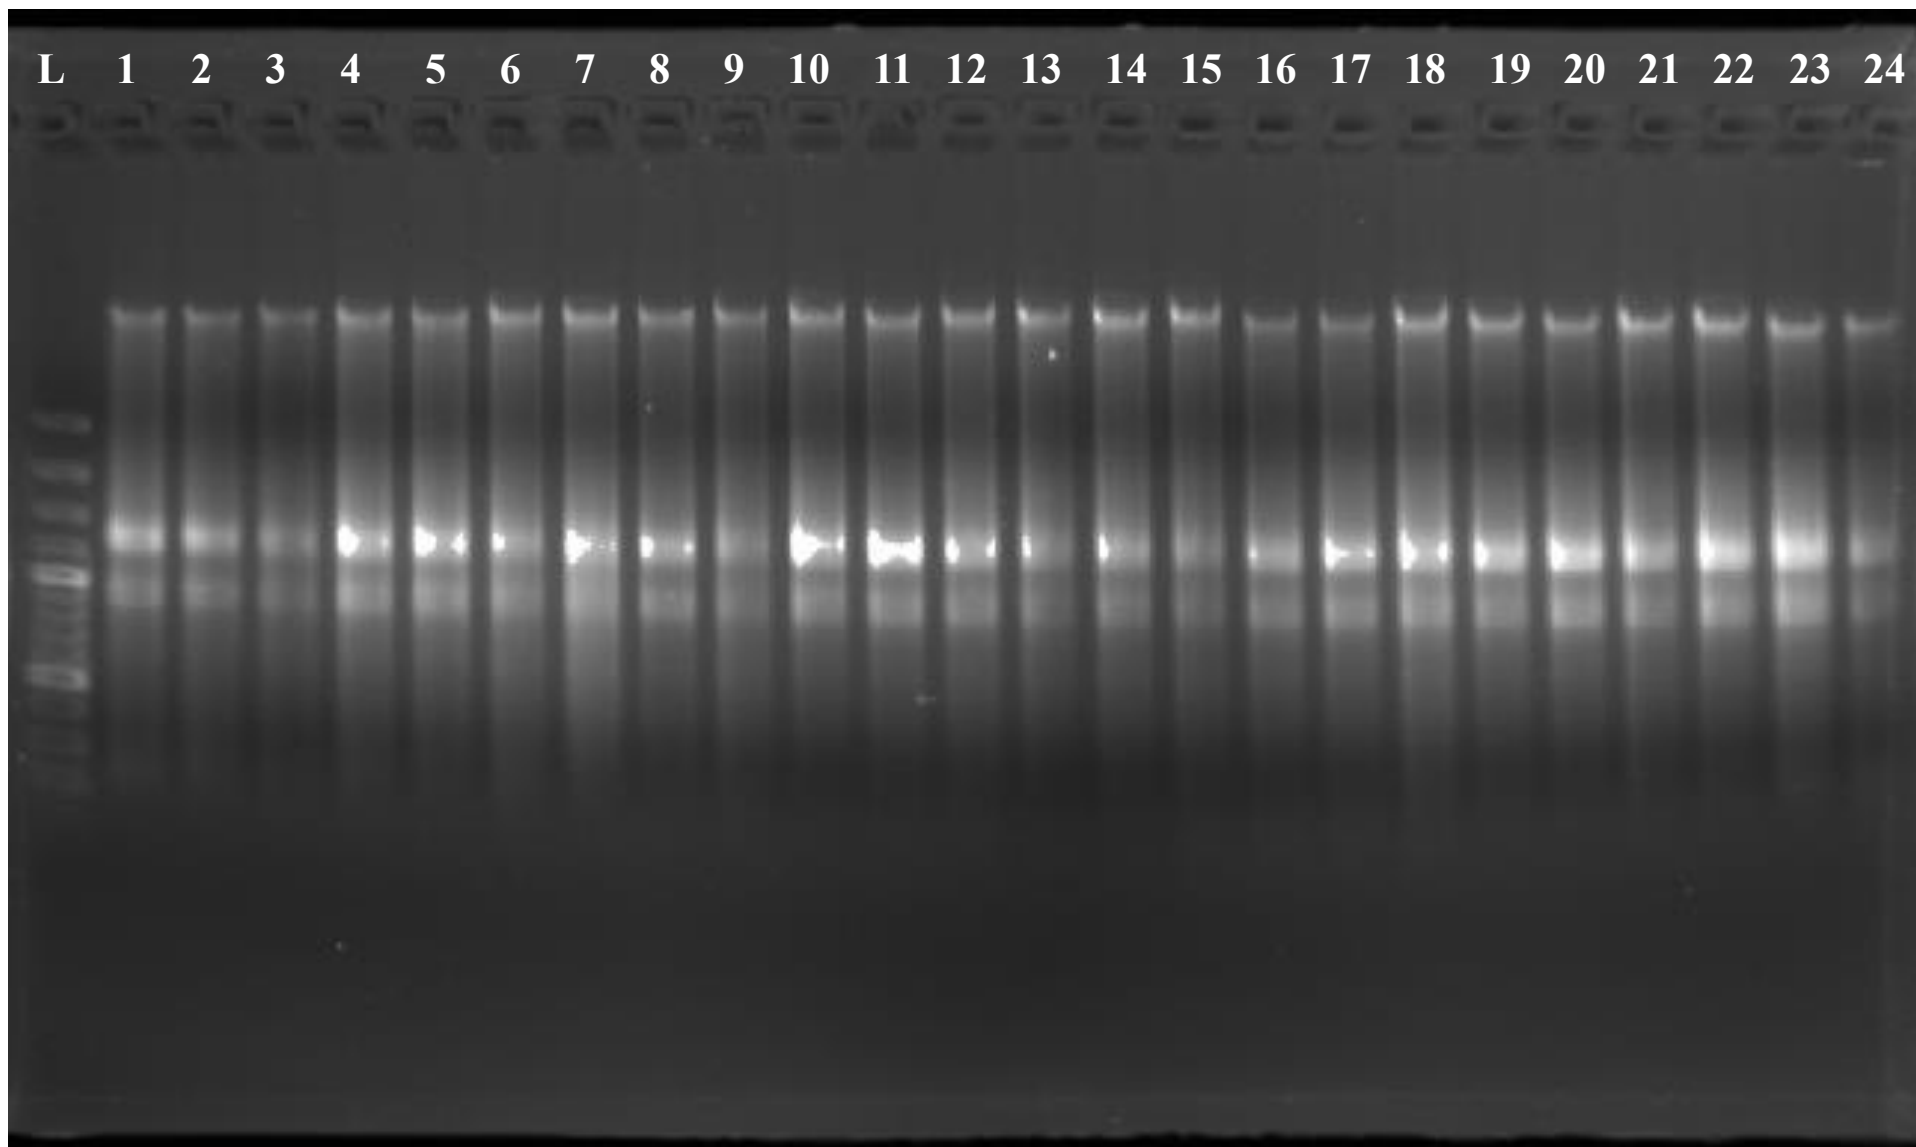

L - Ladder , 1 - CP2oA, 2 - CP2nA, 3 - CP2tA, 4 - CP3oA, 5 - CP3nA, 6 - CP3tA, 7 - DB1oA, 8 - DB1nA, 9 - DB1tA, 10 - DB2oA, 11 - DB2nA, 12 - DB2tA, 13 - DB3oA, 14 - DB3nA, 15 - DB3tA, 16 - PS1oA, 17 - PS1nA, 18 - PS1tA, 19 - PS2oA, 20 - PS2nA, 21 - PS2tA, 22 - PS3oA, 23 - PS3nA, 24 - PS3tA.

**Fig. S20 – Heatmap visualisation on the top 50 DEGs across the seven cultivars at different developmental stages**

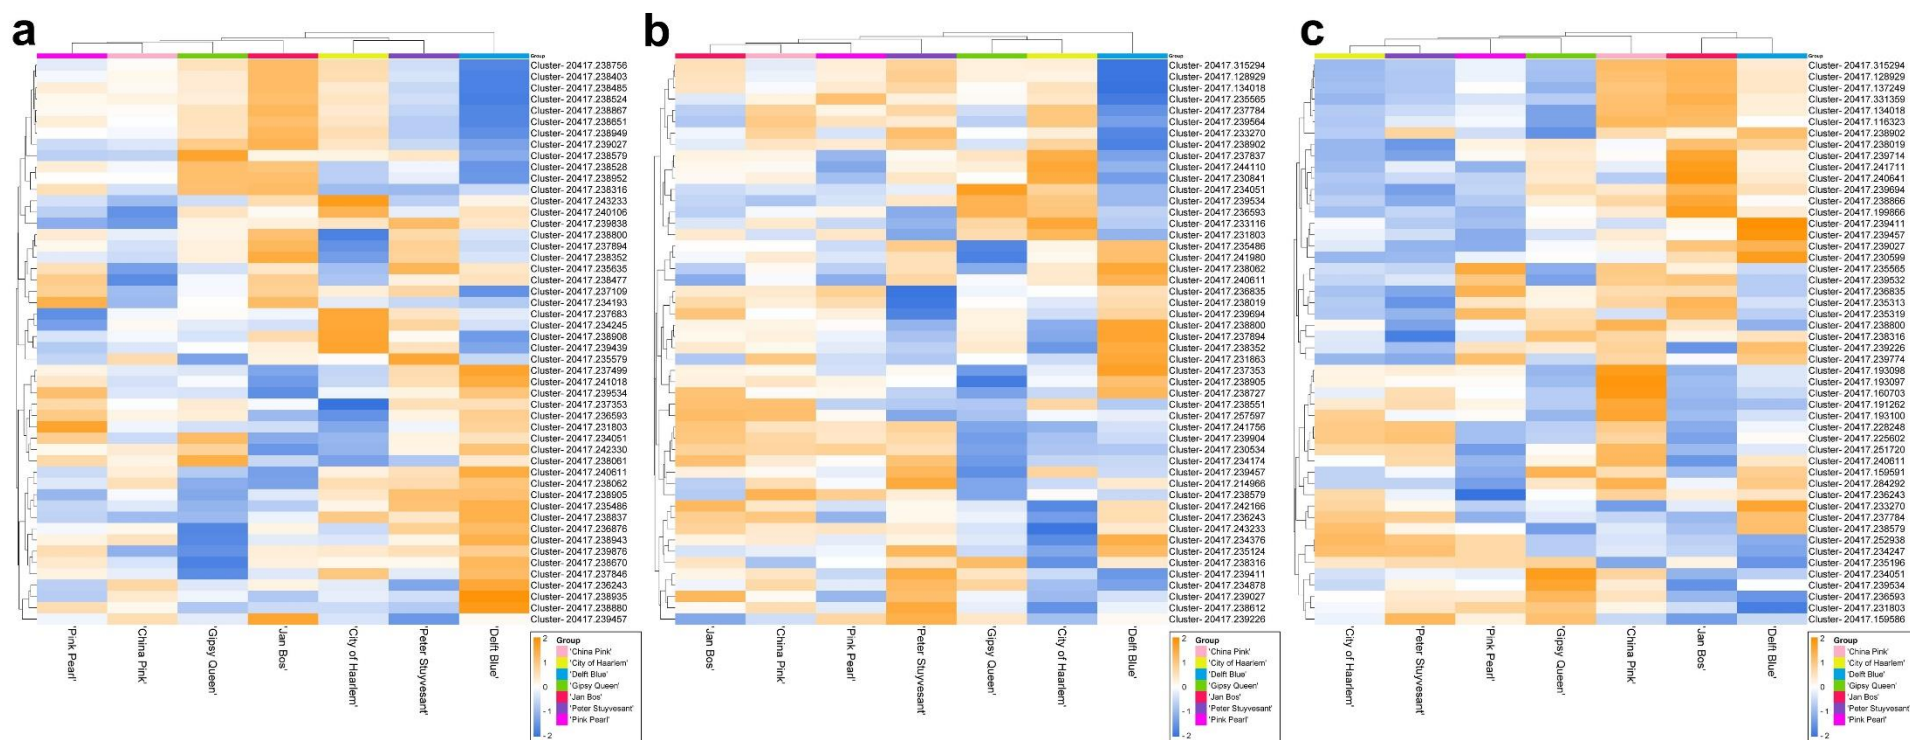

Boxes in orange represent upregulated DEGs and those in blue represent downregulated DEGs. The expression patterns of the selected top 50 DEGs are visualised for (a) green bud stage (Stage B), (b) coloured bud stage (Stage C) and (c) flowers in full anthesis (Stage A).

**Fig. S21 – Photo documentation of anthocyanins and flavonoids extracts of the seven cultivars**

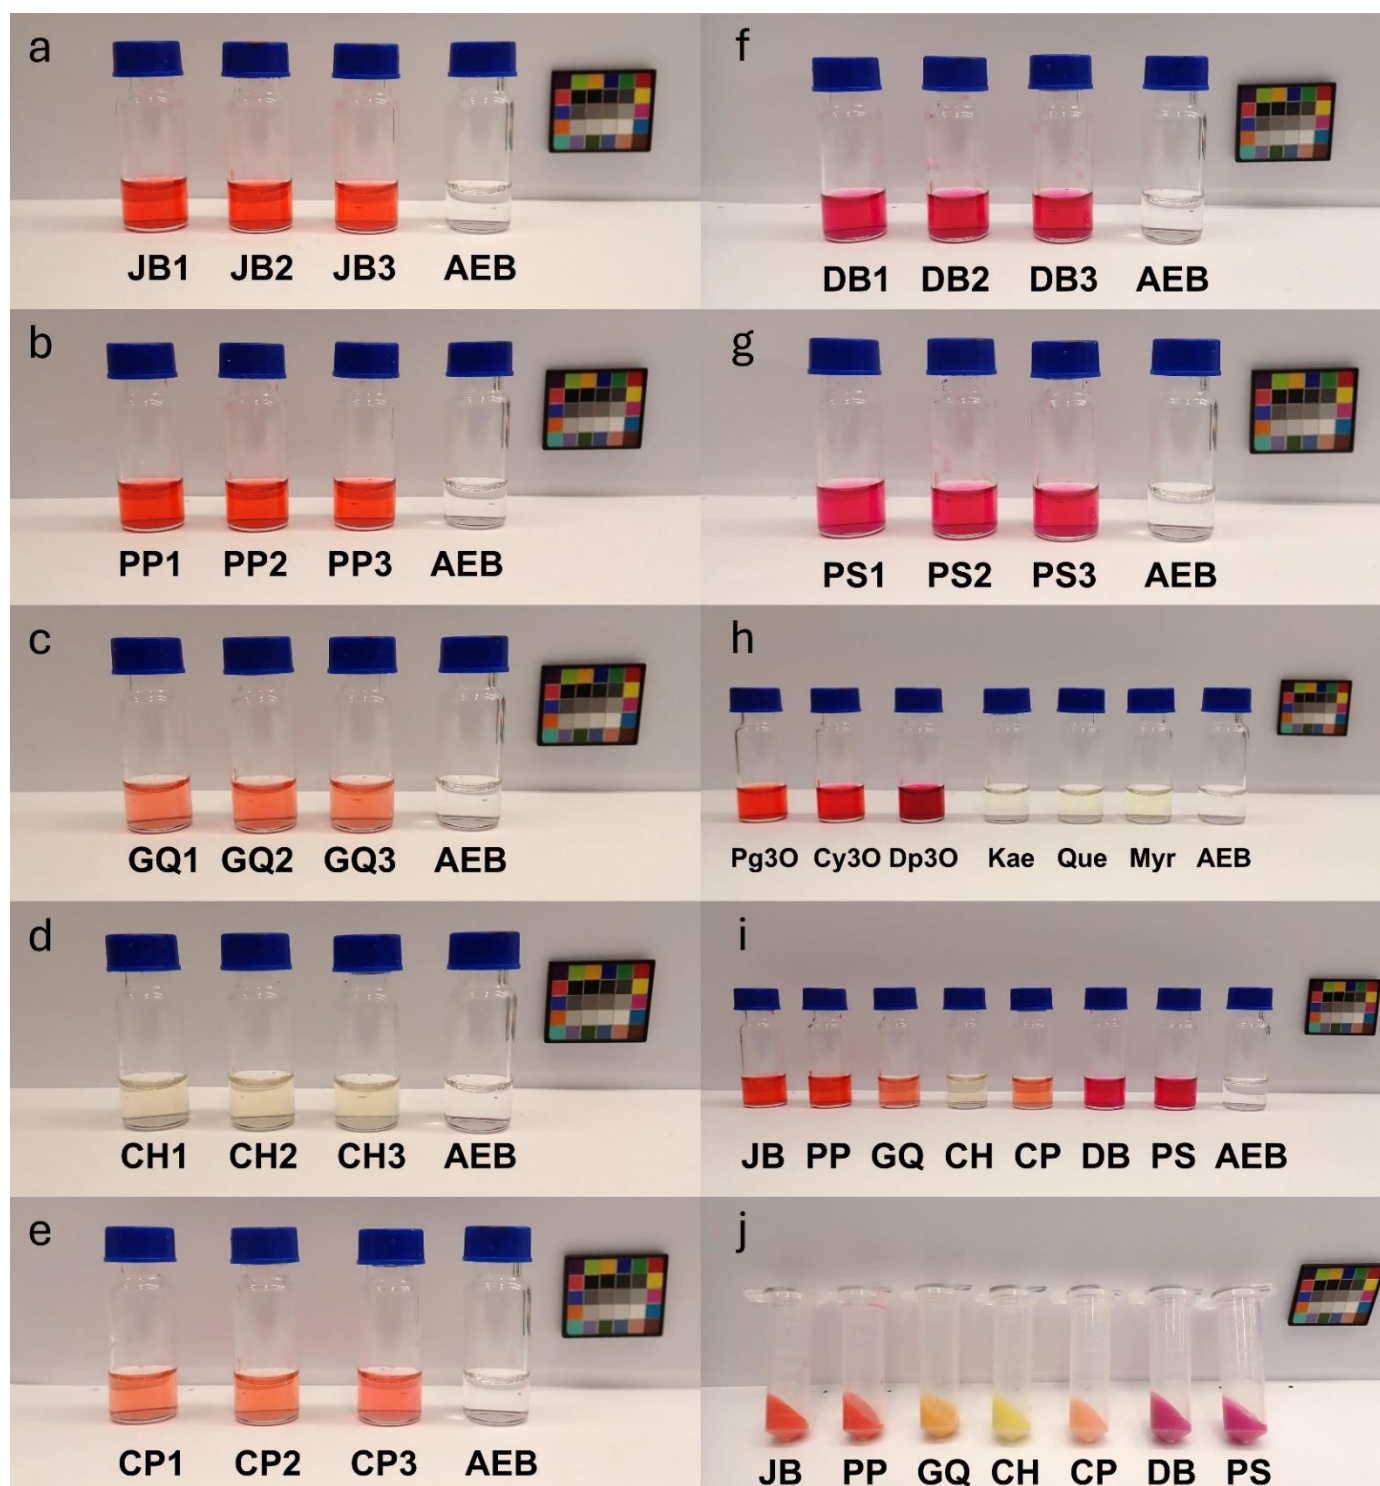

The anthocyanins and flavonoids extract of the biological replicates of (a) ‘Jan Bos’ (JB), (b) ‘Pink Pearl’ (PP), (c) ‘Gipsy Queen’ (GQ), (d) ‘City of Haarlem’ (CH), (e) ‘China Pink’ (CP), (f) ‘Delft Blue’ (DB), (g) ‘Peter Stuyvesant’ (PS). AEB stands for the anthocyanin extraction buffer (methanol:water:formic acid:trifluoroacetic acid in 70:27:2:1, by volume). The colour of standards of floral pigments are shown in (h). Pg3O - Pelargonidin 3-O-glucoside chloride, Cy3O - Cyanidin-3-O-glucoside chloride, Dp3O - Delphinidin-3-O-glucoside chloride, Kae – Kaempferol, Que – Quercetin, Myr – Myricetin. They were purchased from Shanghai Yuanye Bio-Technology Co., Ltd (Shanghai, China). The extracts of the seven studied cultivars are collectively shown in (i). The cell debris remains as pellets after centrifugation of the seven studied cultivars are collectively shown in (j).

How the deposited data were processed for this re-analysis (not part of the article)

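RNA-Seq was analysed in 189 libraries from 63 flowers of 7 hyacinth cultivars at 3 developmental stages, each flower giving outer perianth lobes, inner perianth lobes and perianth tube. There were 3 flowers per cultivar and stage, 9 flowers and 27 libraries per cultivar, and 21 flowers and 63 libraries per stage. No sample was left out.

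The authors assembled clean reads of all libraries with Trinity, reduced redundancy with CORSET and kept the longest transcript of each cluster as the unigene, which gave 494326 unigenes. They aligned the reads with Bowtie and counted them with RSEM. The deposited expression values are expected counts, without normalisation, for each unigene and library. The authors converted these expected counts to FPKM, and the deposited FPKM values were used as they are. The deposited read totals are counts of read pairs per library, and the authors gave the mapped share of them as a percent. The deposited annotation lists, for each unigene, its length and its matches in 7 databases. Because counts and FPKM values together imply a length, the FPKM values were checked against the deposited lengths, and an effective length shorter than the whole unigene was found.

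The values were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9. Differential expression was computed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Expected counts were rounded to whole numbers, and unigenes with at least 10 counts in at least 3 of the libraries compared were tested. Each of the 27 comparisons (21 of cultivars, 3 of stages and 3 of partitions) was fitted by itself with TMM library sizes and edgeR's quasi-likelihood test, without covariates. DEGs had a Benjamini–Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, which are the thresholds that the paper states for its first screen in DESeq2. For a further filter across comparison groups, the paper names a p-value, not called adjusted, of at most 0.05 with the same fold change. The comparisons and their test were set before the data were examined, and so were the alternatives, apart from those named below as chosen after seeing the data.

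The alternatives for the DEGs were DESeq2, its median-ratio size factors in edgeR, no filter on low counts, edgeR's filterByExpr, an unadjusted p, the combination of the other factors as a covariate, limma-trend with a prior count of 2, the counts of one flower summed over its partitions, and the replicate number or the flower as a block. Chosen after seeing the data were edgeR's estimateDisp with its earlier quasi-likelihood fit, leaving out each replicate number for the DEGs, for the shared and unique unigenes, for the thresholds of the heatmaps and for the axis between stages, the filter on the axis between stages, and the count of pigment enzymes with all its alternatives.

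R2 is the square of Pearson's r over all unigenes of log10(FPKM + 1), and the principal components were taken from the same values, centred and not scaled. Alternatives were a pseudocount of 0.1, only unigenes with a mean FPKM of at least 1, log2(CPM + 1), untransformed FPKM, unit variance for the components, other sets of library pairs, and leaving out each replicate number. Shares of variance between groups were tested with 100000 permutations of whole flowers, or of partitions within flowers, and R2 between stages with all exchanges of whole flowers. Unigenes were taken as present in a group at a mean FPKM of at least 1, with 0.3, 0.1 and any value above 0 as alternatives, since the paper's text names no rule for shared and unique DEGs.

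Unigenes are named in the text by a rule set in advance. For 'China Pink' against 'Delft Blue', Stage B against Stage A and outer lobes against perianth tube, they are the 2 upregulated and 2 downregulated DEGs with the smallest p among those with the same direction in every combination of the other factors. For the heatmaps they are the 2 unigenes with the highest mean FPKM. Pigment enzymes were listed by 9 KO groups, because the paper's text does not list the unigenes behind its enrichment counts. Unigenes for arthropods, for a potyvirus and for stamen tissue were found by words in the best Swiss-Prot match, with the words written down before the counts over the list were made. The potyvirus words were chosen after some of these unigenes had been seen among those past the thresholds of the heatmaps, and the list leaves out matches to Petunia vein clearing virus.

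Total counts per library ranged from 12602472 to 20175882, with a median of 13822438. Where a group had 0 counts, a limit of 3 counts over the group was used, and this limit covers counting error only. The fits were also tested on simulated counts for 20000 unigenes with 200 changed 3-fold and a dispersion of 0.3 throughout. In these counts, edgeR, DESeq2 and the fit of summed flowers recovered nearly all changed unigenes at the group sizes compared here. Some were missed by limma-trend. The simulation set no other effect of stage, cultivar or partition, and no correlation between partitions of the same flower. It therefore cannot show how the fits perform on the real libraries, which have such effects and correlations.

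The 3 partitions of one flower are paired, since the paper states that the partitions were collected from each flower. Deviations from the condition mean had a median correlation across unigenes of 0.506 between outer and inner lobes of the same flower, 0.407 between outer lobes and tube and 0.422 between inner lobes and tube.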

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

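The tests in this part were written down before their results were seen, apart from the test of where the unigenes were assembled from, the alternatives of the axis between stages, the correlations in other partitions, within stages and between different stages of the 9 outer-lobe libraries, the correlation in the libraries of Stages C and A, and the parting of flowers by potyvirus counts, which were chosen after the result was seen.

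In 19 of 63 groups of 9 libraries (the libraries of one cultivar and stage, for total counts, read pairs and mapping rate), 1 library lay far from the others by Dixon's test. Chance alone marks about 1 in 20 groups, or 3.15 of these. Replicate 1 of the outer lobes in 'Jan Bos', 'Gipsy Queen' and 'Delft Blue' accounted for 16 of the 19. Their total counts were 17972417 in 'Jan Bos' at Stage A, 20175882 in 'Gipsy Queen' at Stage C, 17724105 in 'Gipsy Queen' at Stage A, 18083806 in 'Delft Blue' at Stage C and 18986099 in 'Delft Blue' at Stage A. Read pairs in the same libraries were 24394744, 27241425, 24565460, 24419474 and 25535183. Mapping rates were 73.2% and 73.7% in 'Jan Bos' at Stages B and C, 74.1% and 72.2% in 'Gipsy Queen' at Stages C and A, and 72.8% and 74.1% in 'Delft Blue' at Stages B and C. All 9 of these outer-lobe libraries had mapping rates from 72.2% to 74.4%, and the other 180 libraries from 62.3% to 73.1%. A separate library preparation or sequencing batch is a candidate explanation. In the deposited order of libraries these 9 stand last, apart from the other libraries of their cultivars and stages. The deviations of these 9 libraries from the other replicates of their condition had a mean correlation of 0.177 between cultivars, above 0.0196 among the other 12 replicate 1 outer-lobe libraries, 0.0133 among the inner-lobe libraries and -0.00266 among the tube libraries of the same 9 flowers. Within stages the mean was 0.256 at Stage B, 0.196 at Stage C and -0.0200 at Stage A, where the 3 pairs ran from -0.277 to 0.462. In the inner lobes of the same flowers it was 0.0527, 0.0406 and -0.213. Between different stages the mean was 0.193 in the 9 libraries and 0.0400 in the inner lobes of the same flowers. Whether the unigenes were assembled mostly from these libraries cannot be told apart from no such preference. Unigenes counted in 1 library alone averaged 81.6 in the 9 libraries (38 to 230) and 55.8 in the other 12 (22 to 155), and divided by total counts these did not differ by more than between libraries (exact permutation test, two-sided, p = 0.593). No biological explanation was tested, since the design gives these replicates no condition of their own.

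The remaining 3 of the 19 groups belong to the perianth tube of 'China Pink', replicate 3, at Stage C, which was low with 12704838 counts, 19802102 read pairs and a mapping rate of 64.2%. Neither a technical nor a biological explanation was tested for this library.

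At Stage C, 'Peter Stuyvesant' differed from the other cultivars. On an axis from Stage B (0) to Stage A (1) made from the other 6 cultivars, its 3 Stage C flowers averaged 0.339, the 18 Stage C flowers of other cultivars averaged 0.755, and the difference was -0.416 (exact permutation of flowers over 1330 splits, two-sided, p = 0.000752, the smallest these splits can give). A single flower with a wrong stage label is argued against, because the highest of the 3 flowers was at 0.481 and the lowest of the other 18 at 0.532. Depth or mapping rate is argued against as well, since 0 of the 9 libraries fell outside the range of the cultivar's other libraries in total counts or mapping rate. The difference was -0.433 with only unigenes of a mean FPKM of at least 1, and -0.348 to -0.491 with a replicate number left out. A sampling of all 3 flowers at an earlier point of bud colouring than in the other cultivars, or slower change in this cultivar, may account for it and could not be separated here.

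Unigenes whose best Swiss-Prot match is an arthropod muscle, cuticle or yolk protein were counted in the flower libraries, although the paper does not analyse them. The 48 unigenes had 26301.5 counts, with 0 counts in Stage B, 8893.94 in Stage C and 17407.5 in Stage A. RNA of arthropods on some flowers is a candidate explanation. In CPM, these markers followed the other unigenes matched to arthropods over the 189 libraries (Spearman's rho 0.605, permutation p = 1e-05; Pearson's r 0.726, permutation p = 1e-05, the smallest 100000 permutations can give). Without the 2 farthest libraries r was 0.808, and in the libraries of Stages C and A alone rho was 0.784. An even carry-over between libraries or matches by chance are argued against, because 10 libraries held 71.9% of the marker counts. The other unigenes matched to arthropods had a median of 1531 CPM at Stage B, where the markers had 0 counts, so that a part of them is counted without the markers. They reached 11707 CPM in the inner lobes of 'Jan Bos' at Stage C, replicate 3, the library with the next to highest marker counts. The perianth tube of 'City of Haarlem' at Stage A, replicate 2, had the most marker counts (4439). There the other unigenes matched to arthropods had 3145 CPM, which took rank 18 among the libraries. Of the matches without an Nr match, 42.6% of the counts were in 10 libraries. In Stage B against Stage A, all 17 marker unigenes tested were DEGs. How many of the other DEGs with such a match come from arthropod RNA was not separated.

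Another 27 unigenes had a potyvirus polyprotein as their best Swiss-Prot match and held 1.01% of all counts, which the paper does not report. Of the 63 flowers, 30 had more than 100 CPM of these (the lowest 307), and 33 had at most 4.45 CPM, of which 20 had 0 counts, which allows up to 0.0630 to 0.0761 CPM. The share was highest in the outer lobes of 'Jan Bos' at Stage A, replicate 3, with 12.2% of that library. Flowers with more than 100 CPM numbered 7 of 9 in 'Jan Bos', 6 in 'Pink Pearl', 9 in 'Gipsy Queen', 5 in 'City of Haarlem', 3 in 'China Pink', 0 in 'Delft Blue' and 0 in 'Peter Stuyvesant', and 12, 8 and 10 of 21 at Stages B, C and A. An RNA virus in some of the plants is a candidate explanation. Over the 63 flowers, outer lobes followed the perianth tube (Spearman's rho 0.934, permutation p = 1e-05), but flowers form 2 clusters, and within the 30 with more than 100 CPM rho was 0.562 (permutation p = 0.00143) and Pearson's r 0.378 (permutation p = 0.0388), or 0.753 without the 2 farthest flowers. Plant transcripts that resemble a virus are argued against, since the highest flower had at least 1046420-fold the level that 0 counts allow in other flowers. In the 30 flowers the median was 27482 CPM in the outer lobes, 11187 in the inner lobes and 1017 in the perianth tube, with more in the outer lobes than in the tube in 28. By edgeR, 24 of the 27 unigenes were upregulated in 'Jan Bos' and in 'Gipsy Queen' against 'Delft Blue' and against 'Peter Stuyvesant'. Between stages, 26 were downregulated in Stage B against Stage A, although flowers with more than 100 CPM were no fewer at Stage B, and 26 were upregulated in the outer lobes and in the inner lobes against the tube, so that these unigenes are among the DEGs of all 3 factors. Flowers of one cultivar may come from bulbs of one stock, so that infection and cultivar are confounded.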

How the results depend on the processing

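The alternatives chosen after the result was seen were edgeR's estimateDisp, leaving out a replicate number for the DEGs, the sets of unigenes and the axis between stages, and the settings of the pigment enzymes. In this part, counts are given as upregulated and downregulated in the group named first. For each shift named, the cause was not tested, except that a stricter filter tests fewer unigenes.

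The lowest place of 'China Pink' against 'Delft Blue' held under every setting tried, in both directions. Its counts were 1243 and 473, and became 434 and 187 with DESeq2, 134 and 73 with filterByExpr, 4112 and 1853 with an unadjusted p, 3018 and 1338 with the combination of stage and partition as covariate, 133 and 74 with limma-trend, and 34 and 3 with the counts of each flower summed. The 3 downregulated unigenes with summed flowers were Cluster-20417.132193, looked up after its values were seen, Cluster-20417.308165 and Cluster-20417.322226, and 1032 passed at an unadjusted p. They were 651 and 275 with estimateDisp and 264 to 750 and 145 to 257 with a replicate number left out.

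With filterByExpr, upregulated DEGs of 'China Pink' against 'Peter Stuyvesant' numbered 7416 and downregulated DEGs of 'Gipsy Queen' against 'Delft Blue' 8729, and without a filter 51887 and 66055. The rank of the first among the 21 comparisons was 4 without a filter, 9 with filterByExpr, 9 with limma-trend, 8 with flowers summed and 1 to 6 with a replicate number left out. That of the second fell to 4 with filterByExpr.

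Between stages, every alternative gave DEGs in both directions. Without a filter, the counts were 68092 and 37085 in Stage B against Stage C, 18462 and 27532 in Stage C against Stage A and 86831 and 60418 in Stage B against Stage A. With filterByExpr, the counts were 10755 and 8319 in Stage B against Stage C, 3208 and 3882 in Stage C against Stage A and 14693 and 11767 in Stage B against Stage A. With limma-trend, the counts were 14890 and 10951 in Stage B against Stage C, 4570 and 6013 in Stage C against Stage A and 24618 and 17596 in Stage B against Stage A.

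Between outer and inner lobes, the counts were 1 and 0 with DESeq2, 1 and 0 with filterByExpr and 1 and 0 with limma-trend. In all of these, the only call was Cluster-20417.273436, looked up after its values were seen, and at an unadjusted p there were 117 and 594 with DESeq2, 15 and 31 with filterByExpr, and 5 and 4 with limma-trend. They were 196 and 2816 with an unadjusted p in edgeR, 88 and 569 with the combination of cultivar and stage as covariate, 58 downregulated without a filter, 6 upregulated with estimateDisp, and 2 to 5 and 3 to 16 with a replicate number left out. The lowest upregulated count was that without replicate 1 (Cluster-20417.179997 and Cluster-20417.273436), and the lowest downregulated count that without replicate 3 (Cluster-20417.313270, Cluster-20417.347431 and Cluster-20417.407046).

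Inner lobes against perianth tube gave 1685 upregulated DEGs with DESeq2, 798 and 999 with filterByExpr, 460 and 1325 with limma-trend, and 2089 to 3271 upregulated DEGs with a replicate number left out. Outer lobes against tube gave 1729 upregulated DEGs with DESeq2, 910 and 1075 with filterByExpr, 634 and 1509 with limma-trend, and 1756 to 2100 and 2746 to 3662 with a replicate number left out, the lowest upregulated count without replicate 1 and the lowest downregulated count without replicate 2.

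With the flower as the block in limma-trend, which takes up the pairing of the partitions, the counts were 5 and 6 between outer and inner lobes, 610 and 1499 between inner lobes and tube and 784 and 1639 between outer lobes and tube. With the replicate number as the block in edgeR they were 4 and 6 between outer and inner lobes. Upregulated with the flower as the block were Cluster-20417.193739, Cluster-20417.225813, Cluster-20417.231981, Cluster-20417.262160 and Cluster-20417.273436, and with the replicate number Cluster-20417.169320, Cluster-20417.193739, Cluster-20417.273436 and Cluster-20417.42821, all looked up after their values were seen.

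Between cultivars and between stages, the replicate number was not taken as a pairing, because in no pair of cultivars or stages were all correlations of same-numbered libraries over 0.1. Median correlations ran from -0.0760 to 0.240 over the pairs of cultivars and from -0.00341 to 0.0420 over those of stages. The highest were 0.240 in 'China Pink' and 'Delft Blue' (85.2% of 27 over 0.1, the lowest 0.0425), 0.205 in 'Jan Bos' and 'China Pink' (74.1%), 0.182 in 'Jan Bos' and 'Delft Blue' and 0.152 in 'Delft Blue' and 'Peter Stuyvesant'. Why these deviated together was not tested. With the replicate number as the block, 'China Pink' against 'Delft Blue' gave 1344 and 399.

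The 12 unigenes named by rule kept their direction and stayed DEGs in all 142 alternatives in which they were tested. They were picked by the smallest p in these same libraries, so that this says little about the other DEGs. For the pigment enzymes in 'Jan Bos' against 'City of Haarlem', upregulated anthocyanidin 3-O-glucosyltransferase unigenes numbered 9 with flowers summed, and upregulated flavonol glucosyltransferase unigenes 3 with limma-trend (Cluster-20417.245091, Cluster-20417.241471 and Cluster-20417.228010, looked up after their values were seen).

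R2 between replicates was 0.768 with a pseudocount of 0.1 and 0.941 on log2(CPM + 1), and between different conditions 0.593 with a pseudocount of 0.1, 0.569 for unigenes of a mean FPKM of at least 1 and 0.227 untransformed. The sign of the difference between R2 of Stage C with Stage A and with Stage B was the same under every alternative in each of the 7 cultivars. Its size with a mean FPKM of at least 1 was 0.105 in 'Jan Bos', 0.113 in 'Pink Pearl', 0.161 in 'Gipsy Queen', 0.246 in 'City of Haarlem', 0.272 in 'China Pink' and 0.200 in 'Delft Blue'. Untransformed, it was 0.292, 0.349, 0.315, 0.534, 0.513, 0.363 and, in 'Peter Stuyvesant', -0.0985. With a pseudocount of 0.1 it was 0.115 in 'City of Haarlem'. Leaving out a replicate number gave 0.0724 to 0.171 in 'China Pink' (lowest without replicate 2) and 0.0839 to 0.166 in 'Delft Blue'. 'China Pink' and 'Delft Blue' had the highest R2 of the 21 pairs under every alternative, and 'Gipsy Queen' and 'Delft Blue' took rank 20 from the highest with a pseudocount of 0.1, 19 untransformed, 20 over all pairs of their libraries and 19 to 21 with a replicate number left out.

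PC1 held 8.75% of the variance with scaled unigenes, 13.9% with a pseudocount of 0.1, 32.2% for a mean FPKM of at least 1, 32.3% on log2(CPM + 1) and 24.0 to 24.7% with a replicate number left out. PC2 held 5.04% with scaled unigenes, 10.2% for a mean FPKM of at least 1, 11.2% on log2(CPM + 1) and 9.27 to 9.66% with a replicate number left out. The share of PC2 between partitions was 4.58e-05 with scaled unigenes and 2.00e-05 with a pseudocount of 0.1, where it was no longer past its permutation test, and it stayed past that test under the other alternatives.

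The numbers of shared and unique unigenes moved with the threshold. At 0.3, unique unigenes numbered 12227 in 'City of Haarlem', 5103 in 'China Pink', 40560 at Stage B, 2095 at Stage C, 12542 at Stages B and C and 10242 in the tube, with 101030 in all stages and 124361 in all partitions. At 0.1 these 8 were 23418, 14018, 69632, 5869, 19686, 24091, 157652 and 189657, with 100948 in all 7 cultivars. With any FPKM above 0, there were 203922 in all cultivars, 2991 in 'China Pink' alone, 364989 in all stages, 4417 at Stage C alone, 29089 at Stages B and C, 410063 in all partitions and 9875 in the tube alone. Restricted to DEGs, there were 23061 in all cultivars, 704 in 'China Pink' alone, 22681 in all stages, 12802 at Stage B, 727 at Stage C, 4123 at Stages B and C, 2567 in all partitions and 1176 in the tube alone.

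Past the thresholds of the heatmaps were 85 DEGs between cultivars and 3 between partitions with the mean of logs (Cluster-20417.233270, Cluster-20417.239108 and Cluster-20417.239027, looked up after their values were seen), 21, 33 and 3 in every group (for partitions Cluster-20417.233270, Cluster-20417.239876 and Cluster-20417.239027, also looked up afterwards), and 98 between partitions with all unigenes. The difference of length and effective length was 310 bp in the library with the lowest total.

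Depth limits what the counts can show. Of the unigenes, 85204 had fewer than 10 counts over all 189 libraries and were never tested with the filter in place, and at 12602472 to 20175882 counts per library a unigene with 0 counts in a group is not detectable there rather than absent.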

Differences from the paper's values

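The tests in this part chosen after the values were seen are the count of pigment enzymes with its alternatives and the fit without replicate 2. The other alternatives named here are those set before the data were examined. DESeq2 without the filter on low counts was not run. Calls of DESeq2 at an unadjusted p, as in the paper's further filter, were counted only between outer and inner lobes.

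For 'China Pink' against 'Delft Blue', the paper's number of upregulated DEGs is 4126 and the number here was 1243. With an unadjusted p the number was 4112 and with the combination of stage and partition as a covariate 3018, both within 1.5 times the paper's, which no other alternative was. The paper's number of downregulated DEGs is 2796 and the number here was 473, with no alternative that was run within 1.5 times the paper's.

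For 'China Pink' against 'Peter Stuyvesant', the paper's number of upregulated DEGs is 41612 and the number here was 25489. For 'Gipsy Queen' against 'Delft Blue', the paper's number of downregulated DEGs is 53395 and the number here was 32601. Without a filter on low counts these were 51887 and 66055, within 1.5 times the paper's, and no other alternative came within that range for either.

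For Stage B against Stage A, the paper's number of upregulated DEGs is 76986 and the number here was 50510. Within 1.5 times the paper's were DESeq2 (54034), median-ratio size factors in edgeR (57334), no filter (86831) and the counts of each flower summed (51933). The other alternatives were not. For Stage B against Stage C, the paper's number of upregulated DEGs is about 65000 in Fig. 4b, read by eye, and the number here was 38126. Median-ratio size factors (44611) and no filter (68092) came within 1.5 times of it, and the other alternatives did not.

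For outer against inner lobes, the paper's numbers are 1317 upregulated and 373 downregulated DEGs, and those here were 15 and 22. No alternative came within 1.5 times of either.

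The paper's number of DEGs common to the 3 stages is 100341 and the number of unigenes here was 58827. For Stage B alone the paper's number is 40307 and the number here was 22007, for Stage C alone 2075 in the paper and 1165 here, and for Stages B and C alone 12441 in the paper and 6636 here. Common to the 3 partitions, the paper's number is 123498 and the number here was 72820, and for the perianth tube alone the paper's is 10125 and the number here was 5380. With a mean FPKM of at least 0.3 in place of 1, the numbers were 101030, 40560, 2095, 12542, 124361 and 10242, all within 1.5 times the paper's. Each of these 6 lay closer to the paper's number than under any other threshold tried. By contrast, only 10703 unigenes were DEGs in at least 1 comparison of partitions here, far fewer than the paper's 123498. For the perianth tube alone, an FPKM above 0 in at least 1 library gave 9875, also within that range. The thresholds of 0.1 and the restriction to DEGs did not come within it for any of these 6, nor did an FPKM above 0 for the other 5.

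Selected for each heatmap, the paper's number of DEGs is 50, and the numbers here that reached the thresholds were 191 for cultivars, 295 for stages and 19 for partitions. No alternative came within 1.5 times of 50. With the mean of logs the numbers were 85, 217 and 3, with all unigenes 257, 342 and 98, and with the threshold reached in every group 21, 33 and 3. The 3 DEGs between partitions with the mean of logs were Cluster-20417.233270, Cluster-20417.239108 and Cluster-20417.239027, and those in every group Cluster-20417.233270, Cluster-20417.239876 and Cluster-20417.239027. These were looked up after their values were seen.

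Among rankings, the paper gives 'China Pink' against 'Peter Stuyvesant' the most upregulated DEGs. Here 'Gipsy Queen' against 'Peter Stuyvesant' had the most (25955), and the paper's pair came second, though it was first without replicate 2, an alternative chosen after seeing the data. For 'Jan Bos' against 'City of Haarlem', the paper gives the most upregulated DEGs in flavonoid biosynthesis. Over all 9 KO groups used here this comparison had the most as well, with 61, and it took rank 2 with limma-trend, with the combination of stage and partition as covariate and with flowers summed. In the 6 groups of the flavonoid steps alone it took rank 3 with 41, after 'Jan Bos' against 'China Pink' (44) and 'Jan Bos' against 'Delft Blue' (43), and it came first with limma-trend (46), an alternative chosen here after seeing the data. In anthocyanin biosynthesis, where the paper places the same comparison second, it came first here with 15, and second with limma-trend, with the combination of stage and partition as covariate and with flowers summed, all chosen for these enzymes after seeing the data.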

Other observations

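The test in this part chosen after a related result was seen is that of the ranks with the whole length of the unigenes.

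Chance was tested by exchanging the flowers or partitions between the groups of each comparison. In all 27 comparisons the real split was the only 1 of 100 splits with as many calls by limma-trend. Chance can thus be excluded for the total number of calls, at a share of 0.01 in each comparison, the smallest that 100 splits can give. It cannot be excluded for single calls, since only totals were compared. In 'China Pink' against 'Delft Blue' the real split gave 207 calls and another split 91. Between outer and inner lobes the result rests on 1 call, Cluster-20417.273436, looked up after its values were seen. It leaves open whether chance accounts for the 15 and 22 DEGs that edgeR gave there. 

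Differences between cultivars are a candidate place for copies of one gene that differ in sequence and were assembled as separate unigenes. When unigenes with the same Nr match were added up, the share called divided by the share before had a median of 0.891 over the 21 comparisons of cultivars (0.853 to 1.17), 0.986 over the 3 of stages and 1.05 over the 3 of partitions. The fall was larger between cultivars than between stages, and it may account for a part of the DEGs between cultivars. A median of 20.6% of the DEGs between 2 cultivars had 0 counts in one of them, 3.10% between stages and 0.189% between partitions.

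By R2, 11 libraries of 9 flowers were closest to a library of another cultivar while another partition of their flower was not, and all 11 were libraries of 'China Pink' or 'Delft Blue' closest to the other of the 2. Whether any of these 11 was mislabelled cannot be told apart from the closeness of both cultivars, because no library of another pair of cultivars was out of place.

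The AGAMOUS homolog Cluster-20417.209235 was higher in the perianth tube than in the outer lobes. Stamen tissue left on the tube is a candidate explanation, since 23 of 54 unigenes named for anther, tapetum, pollen, stamen or microspore were called higher in the tube, out of 67 with such a name, so that most of the list is counted in the perianth. The most abundant of the 23, Cluster-20417.266095, matched to a pollen-specific protein and singled out after its values were seen, had a mean FPKM of 24.4 in the outer lobes and 275 in the tube. Expression of these unigenes in the tube itself was not tested.

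Most of the unigenes past the thresholds of the heatmaps were short. A short effective length raises FPKM and is a candidate explanation. With the whole length in place of the effective length, 130 of the 191 DEGs between cultivars (68.1%) fell under their threshold. Between stages 193 of 295 (65.4%) did so, and between partitions 14 of 19 (73.7%). When the DEGs between cultivars were ranked with the whole length, 26.7% of those past the threshold were no longer among the same number of highest DEGs. The threshold cannot decide the question, because the whole length lowers every FPKM while the threshold stays the same. By rank, 140 of 191 DEGs between cultivars, 218 of 295 between stages and 13 of 19 between partitions stayed. This argues against a short effective length as the source of most of the list.

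A principal component that cultivar, stage and partition explain little of is PC8. Fragment length of the libraries is argued against as its source, since r squared of PC8 with the fragment length implied per library was 0.000115. With the mapping rate it was 0.00123 and with the logarithm of total counts 0.000577. What PC8 reflects stays open.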
